# Fate Specification of Neural Plate Border by Canonical Wnt Signaling and *Grhl3* is Crucial for Neural Tube Closure

**DOI:** 10.1016/j.ebiom.2015.04.012

**Published:** 2015-04-18

**Authors:** Chiharu Kimura-Yoshida, Kyoko Mochida, Kristina Ellwanger, Christof Niehrs, Isao Matsuo

**Keywords:** Surface ectoderm, Neural tube closure, Neural fold, Uncommitted progenitors, Grainyhead-like family, Canonical Wnt, Wnt antagonists, Neural tube defects

## Abstract

During primary neurulation, the separation of a single-layered ectodermal sheet into the surface ectoderm (SE) and neural tube specifies SE and neural ectoderm (NE) cell fates. The mechanisms underlying fate specification in conjunction with neural tube closure are poorly understood. Here, by comparing expression profiles between SE and NE lineages, we observed that uncommitted progenitor cells, expressing stem cell markers, are present in the neural plate border/neural fold prior to neural tube closure. Our results also demonstrated that canonical Wnt and its antagonists, DKK1/KREMEN1, progressively specify these progenitors into SE or NE fates in accord with the progress of neural tube closure. Additionally, SE specification of the neural plate border via canonical Wnt signaling is directed by the *grainyhead-like 3 (Grhl3*) transcription factor. Thus, we propose that the fate specification of uncommitted progenitors in the neural plate border by canonical Wnt signaling and its downstream effector *Grhl3* is crucial for neural tube closure. This study implicates that failure in critical genetic factors controlling fate specification of progenitor cells in the neural plate border/neural fold coordinated with neural tube closure may be potential causes of human neural tube defects.

## Highlights

• Neural plate border/neural fold possesses stem cell-like characters during primary neurulation.
• Canonical Wnt and its antagonists progressively specify progenitors into surface or neural fates upon neural tube closure.
• Fate specification into surface ectoderm in the neural fold is directed by the *Grhl3* transcription factor.
• Fate specification of uncommitted progenitors in the neural plate border is intimately coupled to neural tube closure.

## 1 Introduction

Neural tube defects are severe developmental disorders of the brain or spinal cord and one of the most common with a frequency of about 1 per 1000 births in humans (Mitchell, 2005). It is still unclear how genetic and environmental factors are associated with human neural tube defects. Neural tube defects arise when the neural tube fails to close completely during early embryonic development. Neural tube closure proceeds progressively at different levels of the anterior–posterior axis during primary neurulation in which the neural plate bends, folds up and fuses along the dorsal midline of neural folds.

Notably, neural ectoderm (NE) and surface ectoderm (SE) initially adjoin within an ectodermal sheet prior to neural tube closure and thereafter the sheet completely separates the two fates by the end of neural tube closure. Thus, it can be assumed that fate specification within the ectodermal sheet into NE or SE should be precisely controlled in conjunction with neural tube closure in both time and space. Indeed, genetic clonal analyses of cell lineage segregations in the mouse embryo have suggested that ectodermal progenitor cells, which are not committed to the NE or SE, are present during early to mid-gastrulation (Tzouanacou et al., 2009, Lawson et al., 1991). However, little is known about what, when, and how molecular mechanisms control the fate specification decision between NE and SE cells in the neural plate border/neural fold, where these cells adjoin.

Moreover, it is still unknown whether uncommitted progenitor cells remain in the neural plate border following NE and SE specification during neurulation in vertebrate embryos. Indeed, much attention has been paid to the neural plate border between the NE and SE in light of the major source of the neural crest and placodes, and for decades many studies have explored the mechanisms underlying neural crest specification in the neural plate border (Patthey and Gunhaga, 2011, Sauka-Spengler and Bronner-Fraser, 2008, Grocott et al., 2011, Steventon et al., 2014, Stuhlmiller and Garcia-Castro, 2012, Weston and Thiery, 2015).

The present study reveals that the neural plate border possesses an uncommitted progenitor state prior to the midline fusion of neural folds during neural tube closure. Our data provide evidence that canonical Wnt signaling promotes SE specification, whereas the Wnt antagonist, *Dickkopf1* (*Dkk1*), induces NE specification in the neural plate border. Additionally, *Grainyhead-like 3* (*Grhl3*) transcription factor, which is essential for neural tube closure, specifies the SE cell fate under the control of canonical Wnt. Thus, we propose that fate specification of the neural plate border/neural fold via canonical Wnt signaling and the *Grhl3* factor is crucial for neural tube closure. This study implicates that the canonical Wnt pathway may have an important role in human neural tube closure. Moreover, failure in critical factors controlling fate specification of uncommitted progenitor cells in the neural fold coordinated with neural tube closure may induce human NTDs.

## 2 Materials and Methods

### 2.1 Constructions of transgene vectors and generation of transgenic mice

Mouse *Dkk1*, *Wnt8A* and *Grhl2* cDNA fused to the *CAG* promoter was ligated to the *LacZ* gene flanked by two *loxP* sequences, as described previously (Kimura-Yoshida et al., 2005). Mouse *Grhl2* and *Grhl3* cDNAs were obtained from EMAGE clone #6306106 and #30607679, respectively. These cDNAs were inserted into the *CAG* cassettes. These constructs were microinjected into the pro-nucleus of the fertilized eggs from CD-1 as described (Nagy et al., 2003)

### 2.2 Mouse Genotyping

Genotyping of *CAG-Dkk1* transgenic mice obtained using the PCR primers *CAG-pro* (5′-TAGAGCCTCTGCTAACCATGTTCATGCCTT-3′) and *CAG-Dkk1* (5′-TCAGCGCAAGGGTAGGGCTGGTAGTTGTCA-3′), yielding 443 bp. *CAG-Wnt8A* transgenic mice were genotyped as described (Kimura-Yoshida et al., 2005). *Dkk1* null mutant mice were identified with three primers: *mdkk1-5*′ (5′-GCAACGCTAAAGGGTTAATCAGCAACTATA-3′), *mdkk1-frt5*′ (5′-CCCCGGGAACTACTGCAAAAATGGT-3′), and *mdkk1-frt3*′(5′-GTGCTCAAACACAAGCCAGTGACGA-3′), yielding 180 bp as the wild-type allele and 400 bp as the mutant allele. *Grhl3-Cre-IRES-nlsLacZ* knock-in mice were obtained from the Mutant Mouse Regional Resource Center (MMRRC) and genotyped with the following primers: *Grhl3-cre* (5′-AATTAAGAGACGAGTGGTCAGCAGCGCCTG-3′), *Grhl3-cre wt rev* (5′-ACCCTTACAAATTGCCGTGTGAATCCGGGC-3′), and *Grhl3-cre mut* (5′-GCAGCCCGGACCGACGATGAAGCATGTTTA-3′), yielding 213 bp as the wild-type allele and 370 bp as the mutant allele.

*β-Catenin* knockout mice were genotyped as described (Kimura-Yoshida et al., 2005). The *CAG-Grhl2* allele was genotyped by PCR of genomic DNA using the following primers: *CAG-pro* primer (described aforementioned) and *Grhl2-rev1* 5′-CAGATATGACTTCCAGGCCTCATCCTCACT-3′, yielding 330 bp as a PCR fragment. Rosa GNZ knock-in mice (*Gt(Rosa)26Sor^tm1Joe/J^*) were obtained from the Jackson Laboratory (Stoller et al., 2008). Rosa GNZ mutant mice were identified with these primers: forward 5′-CTCCCAAAGTCGCTCTGAGTTGTTATCAGT-3′, reverse 5′-CAACGCCCACACACCAGGTTAGCCTTTAAG-3′, yielding 265 bp as the wild-type allele and forward 5′-TCGCTACCATTACCAGTTGGTCTGGTGTCA-3′ 443 bp as the mutant allele.

### 2.3 DNA Microarray

Wild-type embryos were dissected in PBS with calcium and magnesium. The embryos were then incubated in pancreatin/trypsin in calcium- and magnesium-free PBS for dissection. The surface ectoderm and neural ectoderm at the forebrain level, which does not include cephalic mesenchymal cells, were isolated using tungsten needles. The numbers of embryos used for three independent biological replicate experiments were as follows: replicate 1, surface ectoderm 1 (SE1) n = 109, neural ectoderm 1 (NE1) n = 46; replicate 2, SE2 n = 117, NE2 n = 43; and replicate 3, SE3 n = 114, NE3 n = 45. Isolated tissues were stored at − 80 °C after being soaked in RNA*later* (Applied Biosystems). Collected tissues were purified using a TRIzol-plus purification kit (Invitrogen, cat. no. 12183-555). The quality of purified RNA samples was confirmed using Experion (BioRad). cRNA was prepared using the illumine Total Prep RNA Amplification Kit (Illumina). Samples were hybridized to a MouseWG6-v2 array (Illumina) and scanned with a BeadArray Reader (Illumina). Raw data were analyzed using Bead Studio software (Illumina), and pairwise comparisons were done between the SE and NE populations for each of the three biological replicates. We noted that there was good correspondence between replicated genes with a two-fold change. 

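Foxi2, a forkhead gene of the ectoderm, was higher in SE than in NE in each of the 3 replicates, by 5.57, 5.74 and 5.81 on the log2 scale in replicates 1, 2 and 3. The tight junction gene Cldn4 was higher in SE by 3.98, 4.76 and 4.58, and the keratin gene Krt8 by 3.84, 3.66 and 3.94. The log2 differences of SE minus NE were -5.05, -5.18 and -5.33 for the long noncoding RNA gene Miat, and -1.29, -0.91 and -0.90 for the neural progenitor gene Sox2. En1, a homeobox gene of the midbrain and hindbrain border, was lower in SE in each replicate by amounts that varied more, with differences of -3.52, -6.11 and -4.61. These genes were chosen as examples after their values were seen. The heat map of Fig. S4 shows the patterns of NE replicates 2 and 3 the other way round from the labels used here. Differences given for replicates 2 and 3 are therefore uncertain. Differences of at least 2-fold between the SE and NE arrays of the same replicate number were found for 1518, 1508 and 1851 of the 19590 probes compared. In all 3 replicates, 1057 probes differed at least 2-fold in the same direction, 651 of them higher in SE and 406 higher in NE, which is 45.0% of the 2349 probes that did so in at least 1 replicate. Opposite 2-fold differences in 2 replicates were found for 6 probes. Across probes, which are not independent replicates, the log2 differences of 2 replicates correlated with r between 0.863 and 0.871 over the 3 pairs of replicates. When SE and NE arrays of different replicate numbers were set against each other, 1044 to 1060 probes differed in all 3 comparisons. Between arrays of the same replicate number, the 1057 probes became 532 without background correction, with the larger offset of 50 added to the signals 656, over probes detected on all 6 arrays 692, and in the deposited scaled values 631.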

The accession number for the microarray data reported in this paper is GSE67977.

### 2.4 TEM and SEM

TEM and SEM procedures for mouse embryos followed techniques previous described (Kimura-Yoshida et al., 2005, Kimura et al., 2000).

### 2.5 Whole Embryonic Culture

Wild-type and *CAG-Dkk1* embryos at the 4- to 5-somite stage were cultured in DMEM supplemented with 20% fetal bovine serum and 1 × nonessential amino acid in a 5%CO_2_ incubator at 37 °C.

### 2.6 Immunohistochemistry

Mouse embryos were dissected and embedded in OCT and frozen overnight at − 80 °C. Cryosections were cut at 10 μm using a Microm HM500 OM cryostat, mounted onto superfrost slides, and stored at − 80 °C until use. After thawing, the slides were fixed in 4% paraformaldehyde in PBS and washed in 0.1% TritonX in PBS (PBT). The sections were then incubated in blocking solution (1% BSA/10% goat serum/PBT) for 1 h. Incubation of the primary antibody diluted in blocking solution was performed overnight, as shown in Fig. S9. Sections were then washed three times in PBT for 5 min per wash and incubated for 2 h at RT with the second antibody in blocking solution. The sections were further washed three times with PBT for 5 min per wash and placed onto slides using a mounting medium. Immunohistochemistry for whole-mount embryos and paraffin embedding sections were performed as described (Shimokawa et al., 2011).

### 2.7 Histology, electron microscopy, X-gal staining, and in situ hybridization

For the histological analysis, embryos were fixed in Bouin's fixative, dehydrated, and embedded in paraplast. Serial sections (thickness, 7 μm) were generated and stained with hematoxylin and eosin (HE). X-gal staining and *in situ* hybridization were performed as described (Kimura-Yoshida et al., 2005, Kimura et al., 1997, Kimura et al., 2000). The following template cDNA plasmids were used for the synthesis of the probes: *Foxi2* (nt 1554–2267), *Grhl2* (nt 203–603), *Grhl3* (nt 207–693), *Klf5* (nt 986–1590), *Kremen1* (nt 3796–4626), *Lrp4* (nt 7220–7720), *Lrp5* (nt 2888–3444), *Lrp6* (nt 2941–3446), *Lrp10* (nt 2542–2941), *Twist1* (nt 666–1630), and *Wnt6* (IMAGE clones 6511061).

### 2.8 Ethics Statement

All mouse studies followed the fundamental guidelines for proper conduct of animal experiments and related activities in academic research institutions under the jurisdiction of the Ministry of Education, Culture, Sports, Science, and Technology of Japan and were approved by institutional committees at the Osaka Medical Center and Research Institute for Maternal and Child Health for animal and recombinant DNA experiments.

## 3 Results

### 3.1 Uncommitted Progenitor Cells are Present in the Neural Plate Border Prior to Neural Fold Fusion

During primary neurulation, NE and SE cells adjoin directly within the same ectodermal sheet, and then the neural plate separates from the SE during the completion of neural tube closure. First, for the determination of how and when the cell fate is specified in conjunction with epithelial fusion during neural tube closure, the expressions of several NE and SE markers were analyzed (Fig. 1). We found that NE markers such as N-cadherin and SOX2 and SE markers such as TROMAI/Keratin8 and E-cadherin are expressed roughly in their respective regions during early neurulation, between E8.0 and E8.5 (somite stages [ss] 1–3 and 5–8, respectively; Fig. 1A–I). However, the uncommitted progenitors between SE and NE in the neural plate border/neural fold — where neither SE nor NE is specified — are present until the completion of epithelial fusion (Fig. 1A–I; dotted lines in C–E, arrowheads in F–I).

For the molecular characterization of these uncommitted progenitor cells, the expressions of several stem cell markers were examined (Fig. 1J–R). OCT-3/4 expression, a stem cell marker, was detected in the neural plate border/neural fold, although at a lower level than that in primordial germ cells (Fig. 1J–M). Two additional stem cell markers, *Klf5* transcripts and its proteins and SSEA-4, were also expressed in the neural plate border (Fig. 1N–R, arrowheads). These findings indicate that a neural plate border region during neurulation possesses a stem cell-like character.

To further assess whether these neural plate border progenitors are relevant to the population of the neural crest, we analyzed the expression of SOX9, a pre-migratory and post-migratory neural crest marker (Fig. 2). A very few SOX9-positive cells were located in the neural plate border at the forebrain (Fig. 2A, E, F). At the hindbrain level, a considerable amount of SOX9-positive cells were delaminated from in the vicinity of the neural plate border (Fig. 2B, G). However, SOX9-negative cells appeared to be present and still remained at an uncommitted state at this stage at both the forebrain and hindbrain levels (Fig. 2F, G, dotted lines). Additionally, given that SOX9-positive cells were localized in the dorsal neural tube at the trunk level and undetectable at the caudal level, neural crest cells are not directly from the uncommitted progenitors in the neural plate border during neurulation at the trunk and caudal levels (Fig. 2C, D, H, I).

These findings indicate that although uncommitted progenitor cells in the neural plate border contributed to neural crest lineages to some extent (at least at the level of the hindbrain), the decision of fate specification to the neural crest appears to be not intimately linked to neural tube closure. Taken together, the fate specification to SE or NE in the neural plate border appears to be intimately coupled to neural tube closure.

### 3.2 Wnt Signaling Modulators DKK1 and KREMEN1 are Localized at the Neural Plate Border

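Surface ectoderm (SE), the outer layer that gives rise to the epidermis, and neural ectoderm (NE), which forms the neural tube, were each measured on 3 single-colour Illumina MouseWG-6 v2 arrays, 1 array per pool of dissected tissue from CD-1 mouse embryos. The paper gives 46, 43 and 45 embryos for the NE pools and 109, 117 and 114 for the SE pools of replicates 1, 2 and 3. The sample labels give the stage as E8.5, whereas the paper gives E8.25 to E8.5 and 3 to 5 somites. The identity of NE replicates 2 and 3 is uncertain, because the study's own heat map of these arrays shows their patterns the other way round from the labels used here. Comparisons of the 3 SE with the 3 NE arrays do not depend on it. The deposited signals were exported by the authors from the scanner's software without normalization, with a detection p-value for each of 45281 probes. Between 19174 and 19402 probes were detected at a detection p under 0.05 on the NE arrays and between 18916 and 19068 on the SE arrays. The median raw signal of undetected probes lay between 54.4 and 57.7. The signals were corrected for background, quantile normalized and converted to log2 with an offset of 16, and the 19590 probes detected on at least 3 of the 6 arrays were compared between SE and NE with limma. A gene with several probes is represented by its probe with the highest mean log2 signal. Detection of a gene refers to the probe used, and another of its probes may have been detected. Where no array of 1 tissue detected that probe, the fold is only a bound, written as at least N-fold. For this bound the mean of the brighter tissue over its 3 arrays was set against the mean of the other tissue with each array raised, where it was lower, to that array's lowest detected signal. Other folds are differences between the mean log2 signals, and where only 1 or 2 arrays of the dimmer tissue detected a gene, its fold is partly taken against background. The p-values measure the spread among 3 pooled samples per tissue, and the number of arrays limits the precision.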

To identify what types of signaling pathways are involved in the fate specification between SE and NE cells during neurulation, we carefully separated the SE and NE from the forebrain level of mouse embryos at E8.25–E8.5 (pooled samples from 3- to 5-somite stage embryos; three biological replicates) and compared the whole genome-wide gene expression profiles by means of DNA microarray (Fig. S1). Initially, we surveyed the Wnt, FGF, and BMP ligands, which are thought to be involved in the specification between neural and epidermis fates prior to or during gastrulation in other vertebrates (Murry and Keller, 2008).

The expression profiles of signal transduction-related genes showed that the expression of Wnt-related molecules is upregulated or downregulated between SE and NE, apparently depending on their functions (Fig. S1). In contrast, the expression of other ligands, BMP and FGF, was observed exclusively in the SE and NE, respectively. 

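Of the 10 Wnt ligands detected, 5 were higher in SE and 5 were higher in NE at an adjusted p under 0.05 from limma (5 and 5 adjusted over the list alone). Wnt6 had a log2 signal of 10.70 ± 0.11 (SD, n = 3 arrays) in SE and 4.87 ± 0.19 (SD, n = 3 arrays) in NE, a 56.8-fold difference. Wnt4, a ligand known from kidney and gonad development, was 7.09-fold higher in SE and the noncanonical ligand Wnt5a 1.81-fold. Wnt10a and Wnt9b, which were not detected on any NE array, were at least 2.87-fold and at least 1.43-fold higher in SE. Wnt8b, a ligand of the early forebrain that was not detected on any SE array, was at least 10.0-fold higher in NE. The canonical ligand Wnt3a was 5.96-fold higher in NE, Wnt7b 3.12-fold, Wnt5b 1.75-fold and Wnt1 at least 3.12-fold. Wnt1, Wnt9b and Wnt10a were named after their values were seen. The 3 probes of Wnt5a differed, with log2 differences from 0.015 to 1.11, and those of Wnt6 ranged from 1.56 to 6.00. Wnt6 and Wnt4 were detected on 2 of 3 NE arrays.
Secreted and membrane antagonists and modulators of Wnt signalling also divided between the tissues, with 5 of the 12 detected higher in SE and 5 higher in NE (5 and 5 adjusted over the list alone). Sostdc1, a secreted antagonist of Wnt and BMP ligands, was 31.1-fold higher in SE, Dkk3 4.08-fold, and the Dickkopf co-receptors Kremen2 and Kremen1 4.05-fold and 2.31-fold, with Kremen2 detected on 1 of 3 NE arrays and Sostdc1 on 2. The Wnt-binding protein gene Sfrp1 was 5.42-fold higher in NE, Sfrp2 1.81-fold, and Dkk1, which blocks the co-receptors Lrp5 and Lrp6 and was not detected on any SE array, at least 1.99-fold. Notum, at 1.45-fold higher in SE, and Draxin and Shisa2, at 2.35-fold and 1.47-fold higher in NE, complete these counts and were named after their values were seen.
Of 17 Wnt receptors and co-receptors, 5 were higher in SE, 4 were higher in NE and 8 did not pass the test (6 and 4 adjusted over the list alone). The Frizzled receptor gene Fzd5 was 5.06-fold higher in NE, and the Wnt5a receptor genes Ror1 and Ror2 were 2.27-fold and 1.67-fold higher in SE, with Ror1 detected on 1 NE array. Lrp6 had a log2 difference of -0.0018 at its brighter probe. The 2 probes of Lrp5 differed: the brighter, which enters the counts, had a log2 difference of -0.12 and did not pass, and the other had -0.55 with an adjusted p of 0.00569. Among 17 genes of the intracellular pathway, 1 was higher in SE, 6 were higher in NE and 10 did not pass (2 and 6 adjusted over the list alone). Tcf7l2 and Tle4, nuclear factors that act with β-catenin and against it, were 2.37-fold and 2.20-fold higher in NE, Tax1bp3 was 2.34-fold higher in SE, and Ctnnb1, which encodes β-catenin, had an adjusted p of 0.815 at the brightest of its 3 probes. The other Ctnnb1 probes were lower in SE, with log2 differences of -0.67 (adjusted p = 0.00313) and -0.29 (adjusted p = 0.0363). Of 12 canonical Wnt target genes 2 were higher in SE and 6 in NE (2 and 6 adjusted over the list alone); Axin2 and Notum were the 2 higher in SE, Axin2 by 1.42-fold, and were named after their values were seen. Of 12 planar cell polarity genes 2 were higher in SE and 3 in NE (3 and 3 adjusted over the list alone), with the cadherin genes Celsr3 and Celsr2 4.71-fold and 3.14-fold higher in NE and Dact1 2.22-fold higher in SE. The other Celsr3 probe had a log2 difference of 0.074, and Dact1 was detected on 1 NE array.
None of these 6 lists passed limma's camera test for a shift against the other genes. The camera adjusted p ranged from 0.351 to 0.992 at a preset correlation between genes of 0.01, and from 0.456 to 0.992 with an estimated correlation. This test looks for a net shift in 1 direction. A list divided between the tissues, as the ligands and antagonists are, can fail it however large its differences. For comparison with the counts, 37.3% of all probes tested passed the adjusted p from limma. When any 1 SE array was left out 3 ligands were higher in SE, when any 1 NE array was left out 3 were higher in NE, and over probes detected on all 6 arrays 1 ligand was higher in SE and 3 in NE, and 3 antagonists were higher in SE, since fewer genes then passed the detection filter. With each array centred on its median in place of quantile normalization 3 receptors were higher in SE, without NE replicate 3 only 3 intracellular genes were higher in NE, and without moderated variances 3 target genes were higher in NE.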

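All 5 BMP ligands detected were higher in SE at an adjusted p under 0.05 from limma, and 0 were higher in NE (5 and 0 adjusted over the list alone). Bmp4, which promotes epidermal over neural fate in vertebrate ectoderm, had a log2 signal of 9.49 ± 0.17 (SD, n = 3 arrays) in SE and 6.62 ± 0.074 (SD, n = 3 arrays) in NE, a 7.34-fold difference. Bmp7 was 3.23-fold and Bmp5 2.05-fold higher in SE, and Bmp4, Bmp7 and Bmp5 were detected on all 3 NE arrays. Bmp2 and Bmp8b, which were not detected on any NE array, were at least 1.69-fold and at least 1.26-fold higher in SE; Bmp8b was named after its values were seen. The list shifted towards SE in limma's camera test with an adjusted p of 4.62e-04, and with an adjusted p of 0.199 with an estimated correlation. Of 8 target genes of BMP signalling, 6 were higher in SE, 0 in NE and 2 did not pass (6 and 0 adjusted over the list alone), with the homeobox gene Msx1 7.37-fold, the inhibitor of differentiation gene Id1 2.55-fold and Dlx5 at least 2.38-fold higher in SE. Their shift had a camera adjusted p of 0.00802, and an adjusted p of 0.305 with an estimated correlation. Of 9 BMP antagonists, 4 were higher in SE and 2 in NE (4 and 2 adjusted over the list alone), among them Nbl1, 3.92-fold, and Bmper, 2.34-fold, in SE, and Grem1, 2.18-fold, in NE; the camera adjusted p was 0.278, and the adjusted p was 0.434 with an estimated correlation. Chrd, 1.42-fold higher in NE, lost its call under 7 alternative settings, with adjusted p from 0.0539 to 0.0959 there. In the same SE samples the mesenchymal matrix gene Lum was 8.29-fold higher than in NE. Lum and Nbl1 were detected on 1 of 3 NE arrays, and the 2 probes of Lum had log2 differences of 1.09 and 3.05, those of Bmp4 1.75 and 2.88, and those of Msx1 1.59 and 2.88.
Of the 11 genes detected in the list of FGF ligands, 4 were higher in NE, 2 were higher in SE and 5 did not pass the test (4 and 2 adjusted over the list alone). Those that did not pass include Fgf13, an intracellular family member that is not a secreted ligand. Fgf15, a ligand of the neural tube, had a log2 signal of 8.02 ± 0.098 (SD, n = 3 arrays) in NE and 5.30 ± 0.15 (SD, n = 3 arrays) in SE, a 6.59-fold difference. Fgf10 was 3.13-fold higher in NE, Fgf17 1.73-fold and Fgf22 1.26-fold. Fgf9, detected on 1 NE array, was 3.10-fold higher in SE, and Fgf16, which was not detected on any NE array, at least 2.39-fold. Fgf8, an organizer ligand of the anterior neural ridge and midbrain border, had a log2 difference of -0.38 with an adjusted p of 0.136. Fgf8, Fgf13 and Fgf22 were named after their values were seen. Of 10 FGF receptors and feedback genes, 4 were higher in SE and 6 in NE (4 and 6 adjusted over the list alone); the feedback phosphatase gene Dusp6 was 1.87-fold higher in SE, and Fgfrl1 and Fgfr1 were 3.02-fold and 1.66-fold higher in NE. Neither FGF list passed the test for a shift, with camera adjusted p of 0.470 and 0.561, and adjusted p of 0.589 and 0.729 with an estimated correlation. With any 1 SE array left out 3 BMP ligands were higher in SE, and over probes detected on all 6 arrays 3 BMP ligands and 0 FGF ligands were, since fewer genes then passed the detection filter. Without SE replicate 2 or 3, 1 FGF ligand was higher in SE, where Fgf16, detected in SE only, fell below the 3 arrays required. From the profiles of Wnt, BMP and FGF genes, the paper proposes that the direction of a Wnt-related gene depends on its function, states that BMP and FGF ligands are each found in 1 of the tissues, and goes on to the expression of Wnt genes at the neural plate border.

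**Figure D1:**
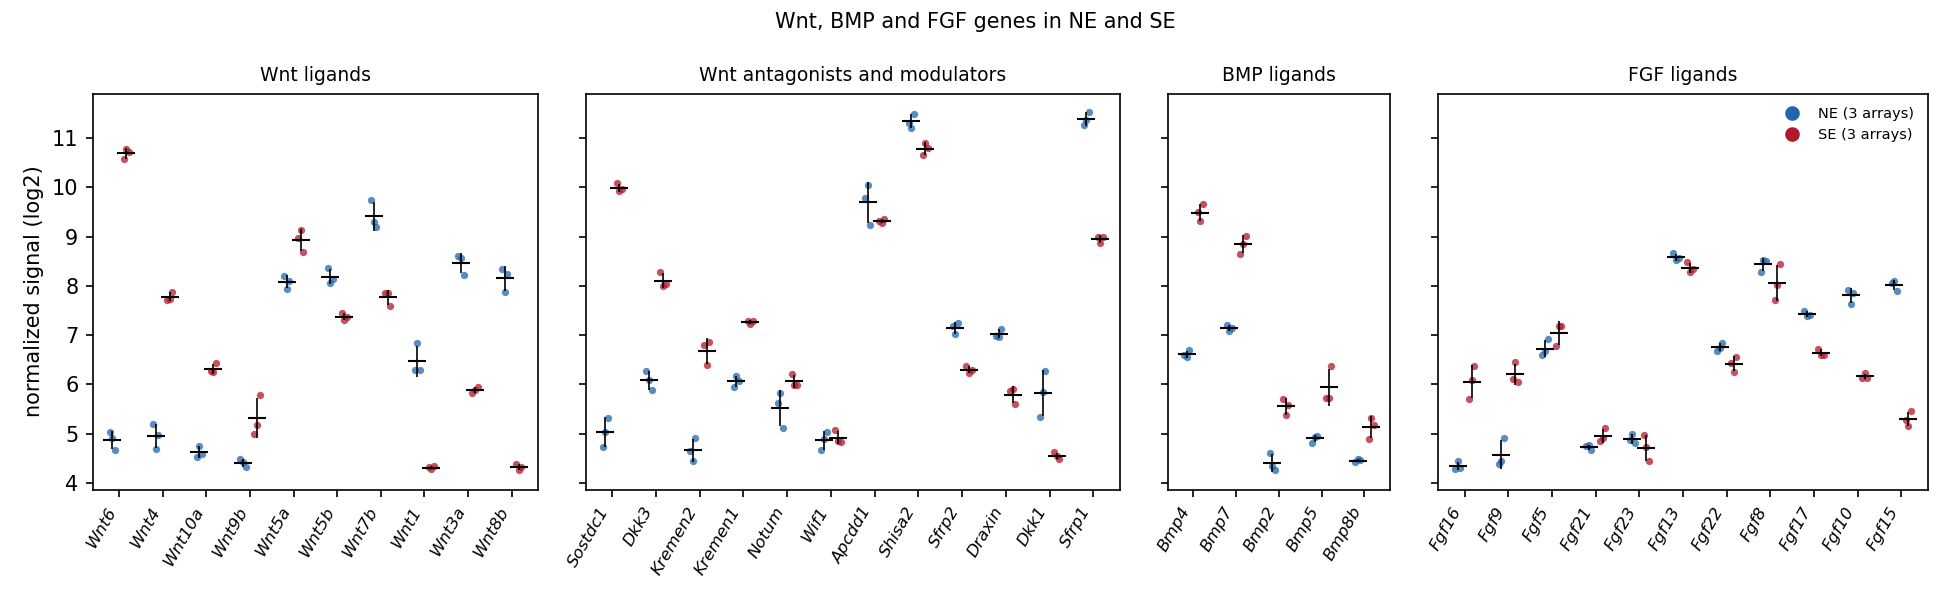
Normalized log2 signal (vertical axis) of Wnt ligands, Wnt antagonists and modulators, BMP ligands and FGF ligands on the 3 NE arrays (blue) and the 3 SE arrays (red); each dot is 1 array, horizontal bars are means and vertical bars the SD. Wnt6, Sostdc1 and Bmp4 lie higher in SE, Wnt8b, Sfrp1 and Fgf15 lie higher in NE, and the Fgf8 arrays of the tissues overlap.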

The subsequent expression analysis with whole-mount in situ hybridization indicated that Wnt ligands, co-receptors, and receptors were actually expressed in the proximity of the neural plate border between the SE and NE (Fig. 3A–W).

To explore the roles of Wnt signaling in fate specification, we examined the protein expressions of DKK1 and KREMEN1, which are antagonists/modulators for canonical and noncanonical Wnt (Glinka et al., 1998), more precisely (Fig. 3X-i). DKK1 proteins were detected in the neural plate border at both the cranial and caudal levels during neurulation (Fig. 3X-c; arrowheads). This local DKK1 expression was not observed in the *Dkk1* knockout mouse embryo (Fig. 3d, e). Concurrently, KREMEN1 proteins as well as its transcripts were localized specifically at the neural plate border (Fig. 3U–W, f–i; arrowheads). Similarly, SFRP1 and LRP5 proteins, an antagonist and co-receptor of canonical Wnt, respectively, were also prominently localized in the neural plate border (Fig. 3j–l). Together, these findings suggested that Wnt signaling is one of the candidate pathways controlling the specification between NE or SE fate in uncommitted progenitors during neural tube closure.

### 3.3 Canonical Wnt Signaling Promotes the SE Fate in the Neural Plate Border During Primary Neurulation

To determine whether Wnt signaling affects these two cell fates, we generated transgenic mice misexpressing *Dkk1* (Fig. 4A). To create *Dkk1*-misexpressing embryos, we crossed the *CAG-loxP-lacZ-loxP-Dkk1* transgenic mouse — in which the *lacZ* gene is flanked by two *loxP* sites and the *Dkk1* cDNA is misexpressed under the control of the *CAG* promoter — with the *β-actin-cre* transgenic mouse (Fig. 4A). The resultant double-transgenic embryos expressed the Dkk1 protein ectopically (*CAG-Dkk1*) (Kimura-Yoshida et al., 2005). Despite rather ubiquitous *Dkk1* misexpression, given that the inhibitory effect on Wnt signaling through *Dkk1* appears to require Kremen1/2 co-receptors and Lrp5/6 receptors (Cruciat and Niehrs, 2013), *Dkk1* will attenuate Wnt signaling notably in local areas where Kremen1/2 and Lrp5/6 as well as Wnt ligands are expressed during neurulation (Fig. 3).

Morphological abnormalities in *CAG-Dkk1* embryos were detectable around E8.5. Notably, the forebrain appeared to be expanded (Fig. 4B′) and the growth of the forelimbs and hindlimbs was greatly diminished in *CAG-Dkk1* embryos at E18.5 (Fig. 4C′). Considering the effects of *Dkk1* deficiency, which exhibits ectopic digits and forebrain reduction (Mukhopadhyay et al., 2001), the *CAG-Dkk1* morphological deformities also support the notion that the effect of *Dkk1* misexpression is the inverse of the effect of *Dkk1* deficiency. Concurrently, the expression patterns of the canonical Wnt markers β-catenin and Top-gal reporter were down-regulated in *Dkk1*-misexpressed embryos (Fig. S2A-F, A′–F′).

To explore the possibility that *Dkk1* can affect the specification between NE- and SE cell fates, we examined molecular markers in *CAG-Dkk1* embryos with high-resolution immunohistochemistry (Fig. 4D–K′). The NE markers SOX2, N-cadherin, and Tuj1 were localized in the NE as they are normally (Fig. 4E–H), but they were also found ectopically in the presumptive SE region in the *CAG-Dkk1* embryos (Fig. 4E′–H′; arrowheads). Conversely, the SE markers E-cadherin and TROMAI were severely reduced in the SE region of the *CAG-Dkk1* embryos (Fig. 4I′–K′). Together these findings suggested that *Dkk1* misexpression promotes the specification of NE fate and inhibits that of SE fate in the neural plate border.

Consistent with the above molecular markers, the presumptive SE of *CAG-Dkk1* embryos was transformed from a simple epithelium to a pseudostratified- or stratified-like epithelium (Fig. S3A–C′). To analyze the histological abnormalities of SE and NE in *CAG-Dkk1* embryos more precisely, we examined their fine structures by means of conventional scanning electron microscopy (SEM) and by viewing ultra-thin sections using transmission electron microscopy (TEM) (Fig. S3D–H′). In the wild-type embryos at E8.5, the morphological features of the SE, neural plate border and NE regions were distinct, and the neural plate border, previously referred to as “flattened cells” extended to the end of neural folds along with the longitudinal axis (Fig. S3D, E; flattened border cells in blue, NE in pink and SE in yellow, respectively) (Waterman, 1976). In contrast, flattened cells in the neural plate border between the NE and SE of the *CAG-Dkk1* embryos became unclear, and the morphological features of the border region were more similar to those of the NE (Fig. S3D′–H′; the border region in green). Together, the fine morphological analyses suggested that in the *CAG-Dkk1* embryos, the medial SE region, which is derived from the neural plate border, possessed the characteristics of NE.

In addition, our developmental studies of the *CAG-Dkk1* embryos using an *in vitro* culture system indicated that the timing of the neural tube closure appeared to be delayed in the *CAG-Dkk1* embryos (Fig. S3I–K′). The telencephalic neuropore, which closes nearly within 6 h in the wild type (ss 3–4; Fig. S3I–K), was still open and extended laterally after 6 h of culture in the *CAG-Dkk1* embryos (Fig. S3I′–K′). This finding suggests the possibility that altered cell fate specification of the neural plate border in *CAG-Dkk1* embryos can affect the timing of the neural tube closure.

To investigate whether *Dkk1* deficiency may have the opposite effect on the specification between SE and NE, we analyzed *Dkk1* null mutant embryos with specific markers (Fig. 4L–X, Fig. S2D′′–F′′) (Pietila et al., 2011). The NE markers SOX2 and N-cadherin were significantly reduced in the *Dkk1*^−/−^ embryos at E8.5 (Fig. 4M′, N′, Q, R). Conversely, the SE markers *Tfap2c* and TROMAI were upregulated in the *Dkk1*^−/−^ embryos, and they were also ectopically found in the presumptive NE region at both E8.25 and E8.5 during neurulation (Fig. 4O′, S, T, U′, V, W′, X; arrowheads). These findings demonstrate that the anterior neural plate border in *Dkk1*-deficient embryos was specified into an SE cell fate at the expense of an NE cell fate, and that these are the inverse of the ectodermal phenotypes in *Dkk1*-misexpressing embryos (Fig. 4E′–K′).

To determine whether these two cell fates can be affected by canonical Wnt, we generated transgenic mice in which *Wnt8A*, a canonical Wnt ligand, is ubiquitously misexpressed (Fig. S2G–P). Indeed, the expression domain of β-catenin and Top-gal reporter expression were greatly expanded to the most anterior end of the SE in *Wnt8A*-misexpressed embryos compared to the wild-type embryos (Fig. S2A″–C″,D‴–F‴), indicating enhancement of canonical Wnt activity. In accord with the hypothesis that the specification between NE and SE fates is altered, the NE markers Sox2 and N-cadherin were down-regulated (Fig. S2K, L), whereas the SE markers *Tfap2c*, E-cadherin, and TROMAI were enhanced by *Wnt8A* misexpression (Fig. S2H′, I′, M–P). Together these findings strongly suggest that canonical Wnt signaling is crucial to specification of the SE fate from uncommitted progenitors in the neural plate border.

### 3.4 The *Grhl3* Gene is Expressed in the Uncommitted Neural Folds Upon Neural Tube Closure

To identify the transcriptional factors that can mediate the fate specification of SE cells, we re-surveyed the expression profiles of the DNA microarrays (Figs. S4, S5). In particular, we focused on SE-specific transcriptional factors under the control of canonical Wnt signaling. In the microarray, 151 genes were more highly expressed in the SE than in the NE (fold change > 3 and p-value < 0.05). Of these 151 genes, 20 are considered transcriptional factors, based on GO slim ontology (Fig. S5). 

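Aldh1a3, which encodes a retinaldehyde dehydrogenase that makes retinoic acid, was not detected on any NE array and was at least 180-fold higher in SE, at a log2 signal of 12.29 ± 0.097 (SD, n = 3 arrays). Arg1, which encodes arginase, was at least 26.4-fold higher in SE, Cdh3, which encodes P-cadherin, at least 20.6-fold, and Ahnak, which encodes a large scaffold protein, 22.6-fold, although the probes of each differed. The log2 differences were from 1.75 to 4.5 at the 3 probes of Ahnak, from 0.76 to 4.68 at the 4 probes of Cdh3, 3.71 and 5.11 at the 2 of Arg1, and 2.80 and 7.83 at the 2 of Aldh1a3. In the opposite direction, the forkhead gene Foxd4 was 152-fold higher in NE, with detection on 1 of 3 SE arrays. Miat was 36.4-fold higher in NE, and the forebrain and eye field genes Lhx5 and Rax, not detected on any SE array, at least 37.8-fold and at least 25.1-fold, with log2 differences of -3.40 and -4.85 at the 2 probes of Rax. At a fold change above 3 and an unadjusted p under 0.05 from limma, 288 genes were higher in SE, from 402 probes of which 36 had no single gene symbol, and 176 genes were higher in NE, from 233 probes of which 29 had none. Of the probes higher in SE, 84 were not detected on any NE array, and of those higher in NE, 53 were not detected on any SE array.
All 21 genes of epithelial junctions and keratins that were detected were higher in SE at an adjusted p under 0.05 from limma (21 adjusted over the list alone). Krt7 and Krt8, keratins of simple epithelia, were 32.0-fold and 14.0-fold higher, with Krt7 detected on 1 of 3 NE arrays, the tight junction genes Cldn4 and Cldn6 21.7-fold and 20.0-fold, and Cdh1, which encodes E-cadherin, 9.96-fold, with log2 differences of 0.43 and 3.32 at its 2 probes. The list shifted towards SE with a camera adjusted p of 3.98e-18, and an adjusted p of 0.0673 with an estimated correlation. The study's array figures show 9 of these genes, which were picked on these samples and are not independent evidence. Of 18 genes of the anterior neural ectoderm, 17 were higher in NE, 0 in SE and 1 did not pass (17 adjusted over the list alone). The forebrain gene Fezf2 was 14.1-fold higher in NE, the forebrain and eye regulator Six3 2.22-fold, and Sox2 2.05-fold. The camera adjusted p was 7.13e-12, and the adjusted p was 0.0673 with an estimated correlation; 4 genes of this list are in the study's array figures. En1 was 26.9-fold higher in NE, but its log2 signal was 9.70, 11.05 and 9.71 on NE arrays 1, 2 and 3, and its other probe had a log2 difference of -2.10.
Markers of other cell types differed as well. Of 13 genes of cephalic mesenchyme, 11 were higher in SE and 2, Mest and Cdh11, in NE (11 and 2 adjusted over the list alone), with Alx4, a homeobox gene of craniofacial mesenchyme, at least 15.4-fold and the matrix gene Dcn at least 5.58-fold higher in SE. Their 2 probes each differed, with log2 differences of 0.41 and 4.26 for Alx4 and 1.02 and 2.63 for Dcn. Mest and Cdh11 were named after their values were seen. The camera adjusted p was 4.13e-05, and the adjusted p was 0.300 with an estimated correlation. Of 8 genes of blood and endothelium, 6 were higher in SE, 0 in NE and 2 did not pass (6 and 0 adjusted over the list alone), led by the embryonic globin gene Hbb-y, 9.00-fold; the camera adjusted p was 0.00554, and the adjusted p was 0.456 with an estimated correlation. Of 11 ribosomal protein genes, 1 was higher in NE, 0 in SE and 10 did not pass (1 adjusted over the list alone), with a camera adjusted p of 0.782, and an adjusted p of 0.803 with an estimated correlation.
The number of genes above 3-fold in SE was 137 without background correction, 169 with an offset of 50, 185 over probes detected on all 6 arrays and 158 in the deposited scaled values, and all of these were among the 288. Over probes detected on all 6 arrays 12 epithelial, 11 anterior neural and 5 mesenchyme genes passed, since fewer genes were then tested. Without NE replicate 1 or 2 only 11 anterior neural genes passed, without any 1 SE array 6 mesenchyme genes, and without moderated variances 2 blood genes. With 1 array left out, a probe detected in that tissue only could not reach the 3 arrays required and was not tested. The lower counts there are thus not a measure of lost significance.

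**Figure D2:**
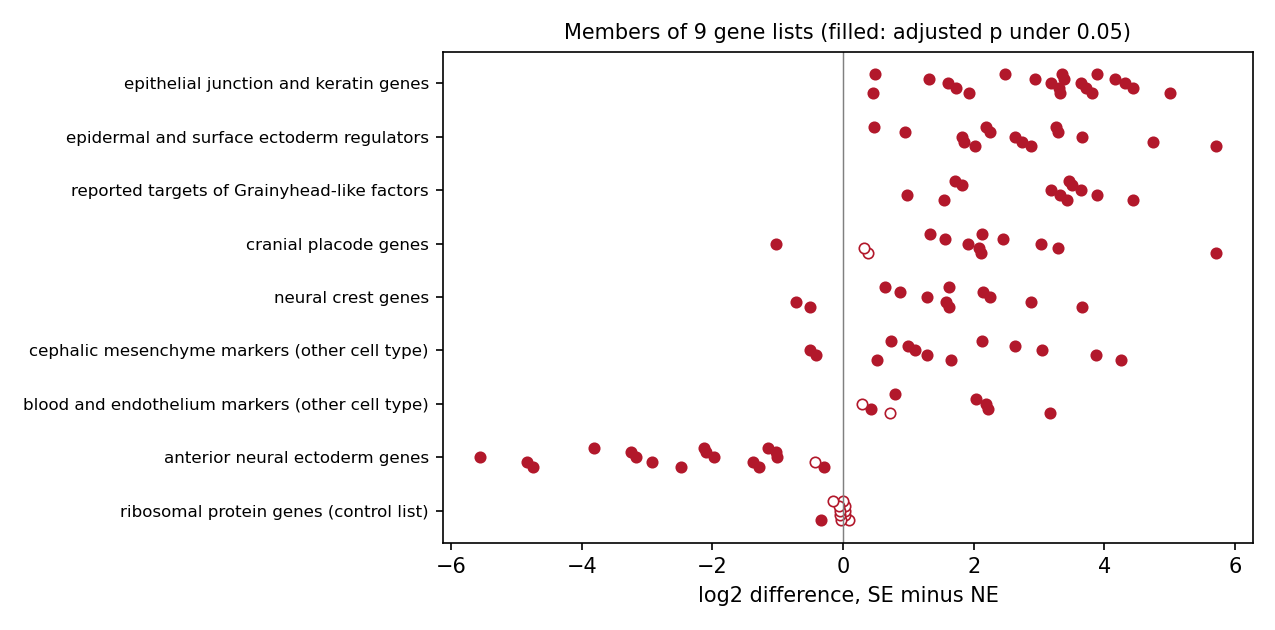
Log2 difference of SE minus NE (horizontal axis) for the detected members of 9 gene lists; each circle is 1 gene and filled circles have an adjusted p under 0.05 from limma. All 21 epithelial genes lie above 0, 17 of 18 anterior neural genes are filled and lie below 0, and 10 of 11 ribosomal protein genes are open and lie near 0.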

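Of the 20 transcription factors in Fig. S5, 17 were tested, and all 17 were higher in SE by more than 3-fold with an adjusted p under 0.05 from limma (17 adjusted over the list alone). The study chose these genes on the same samples, so the count is not independent evidence of their direction. Their folds ranged from 3.53 for Rbms1, an RNA-binding protein gene, to 52.2 for Foxi2. The Distal-less homeobox genes Dlx3 and Dlx6, which act in placodes and the branchial arches, were 9.79-fold and 8.16-fold higher in SE, and Tfap2c and Tfap2a, AP-2 factors of the non-neural ectoderm, 6.65-fold and 4.74-fold. The 3 probes of Tfap2a had log2 differences from 0.72 to 2.24. Tcea3, a transcription elongation factor gene, was 5.53-fold higher, and the homeodomain genes Pou4f1, Irx3, Isl1 and Irx5 were 5.48-fold, 4.38-fold, 4.31-fold and 4.23-fold higher. Twist1, a factor of mesenchyme and neural crest, was 4.35-fold higher; Twist1 and Foxc1 also belong to the list of cephalic mesenchyme genes. Klf5, a Krüppel-like factor of epithelial and stem cells, was 4.04-fold higher.
Of 18 regulators of epidermis and surface ectoderm listed separately, 15 were detected and all 15 were higher in SE (15 adjusted over the list alone), with a camera adjusted p of 2.92e-13, and an adjusted p of 0.0704 with an estimated correlation. The study's array figures show 7 of these 15 genes.

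**Figure D3:**
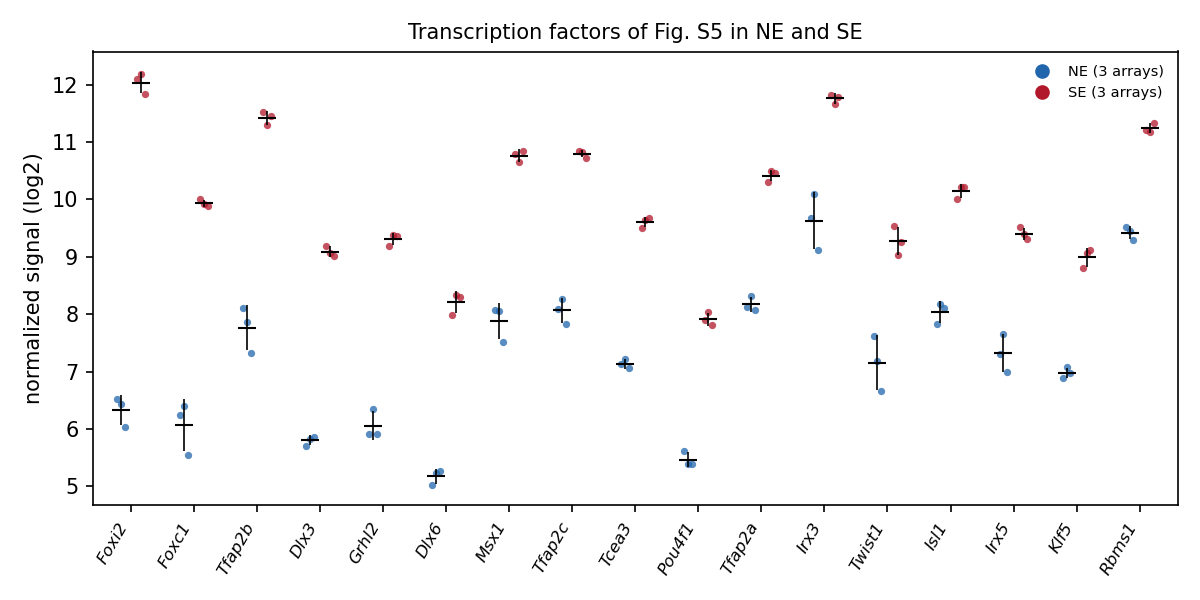
Normalized log2 signal (vertical axis) of 17 transcription factors of Fig. S5 on the 3 NE arrays (blue) and the 3 SE arrays (red); each dot is 1 array, horizontal bars are means and vertical bars the SD. For each gene the 3 SE arrays lie above the 3 NE arrays.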

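Grhl2, a Grainyhead-like transcription factor of epithelia, had a log2 signal of 9.31 ± 0.10 (SD, n = 3 arrays) in SE and 6.06 ± 0.25 (SD, n = 3 arrays) in NE. This is a 9.54-fold higher signal in SE, a log2 difference of 3.25 (standard error 0.13, adjusted p = 1.80e-06 from limma). Grhl3, a family member that acts in epidermal barrier formation and neural tube closure, was 1.93-fold higher in SE (adjusted p = 6.85e-04 from limma), at log2 signals of 7.27 ± 0.21 in SE and 6.32 ± 0.11 in NE. Grhl1 was 1.38-fold higher in SE (adjusted p = 0.00807 from limma). Each of the 3 genes was detected on all 6 arrays. Of 14 reported targets of Grainyhead-like factors, 12 were detected and all 12 were higher in SE (12 adjusted over the list alone), including Ap1m2, a subunit of an epithelial sorting adaptor, by 11.4-fold and the tight junction gene Cldn3, not detected on any NE array, by at least 10.4-fold. The camera adjusted p was 8.45e-12, and the adjusted p was 0.0673 with an estimated correlation. Of these 12 targets, 5 also belong to the list of epithelial junction and keratin genes, and 6 are in the study's array figures. In the same samples the embryonic globin gene Hba-x was 4.67-fold higher in SE.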

We chose to focus on the *Grainyhead-like2* (*Grhl2*) transcription factor (*Tcfcp2I3*), which was upregulated over sixfold more in SE than in NE (Fig. S5; red letters).

The *Grhl* family of CP2 transcription factors consists of important regulators of epidermal development in diverse species: *grainyhead* (*grh*) is a key determinant of epidermal barrier formation, wound healing, tube size, and neuroblast development in *Drosophila*, and *Grhl* genes play crucial roles in epidermal differentiation as well as neural tube closure in mammals (Pyrgaki et al., 2011, Rifat et al., 2010, Werth et al., 2010). In addition to *Grhl2*, *Grhl3* is also expressed during epidermal maturation (Auden et al., 2006) and genetically interacts with the *Grhl2* gene to achieve neural tube closure (Rifat et al., 2010). Hence, *Grhl3* is likely to be another candidate for SE specification via Wnt signaling.

To test the possibility that these *Grhl* genes can contribute to the fate specification of SE cells in conjunction with neural tube closure, we first examined the expression of *Grhl2* and *Grhl3* transcripts with *in situ* hybridization from the late gastrula to neurula stages (Fig. 5A–N). At the early to late bud stages, *Grhl2* transcripts were detected in the most proximal-embryonic region, and the expression domain became restricted to the prospective border of the NE and SE in the rostral region (Fig. 5A–G), whereas *Grhl3* was preferentially expressed in the more caudal border between the NE and SE, where the levels of *Grhl2* transcripts were rather low (Fig. 5H–N).

Considering that canonical Wnt promotes the SE fate within the uncommitted neural plate border (Fig. 4, Fig. S2), we tested whether *Grhl2* and –*3* factors are upregulated in the neural plate border in conjunction with neural tube closure (Fig. 5O–a). *Grhl2* proteins were found broadly throughout the cranial SE cells already from the head fold stage (Fig. 5O–Q; green) before the neurulation stage and continuing after the neural tube closure stage, mostly co-localized to the TROMAI-positive cells. On the other hand, *Grhl3*-β-gal expression, which is marked by Cre-IRES-NLS *LacZ* driven by the *Grhl3* locus (Camerer et al., 2010), was not detected at the early somite stage (Fig. 5R). At the initiation of neural plate folding, *Grhl3*-β-gal appeared to form a line of dots along the border, and the expression appeared to increase in the midline region from the most rostral to the caudal direction (Fig. 5S, T; magenta). Compared to GRHL2, GRHL3 was evident in the proximity of the neural plate border between SE and NE (Fig. 5U–X).

These findings indicated that GRHL2 is expressed in SE cells from the early stage irrespective of the epithelial fusion of the neural folds and that GRHL3 is upregulated in the neural folds in conjunction with the neural tube closure event. To further address whether the DKK1-positive sharp boundary can demarcate the GRHL3-positive cells, we examined the expression of GRHL3 and DKK1 proteins and found that the *Grhl3* products were located consistently on the SE side of the sharp boundary delineated by DKK1 products (Fig. 5Y, Z, a). These expression data suggest the possibility that *Grhl3* mediates the SE fate specification of uncommitted progenitor cells via canonical Wnt signaling in coordination with the dorsal midline epithelial fusion of neural folds.

### 3.5 The *Grhl3* Gene is Necessary to Specify the SE Fate of Uncommitted Progenitors

To address whether *Grhl3* promotes the SE fate of uncommitted progenitors marked by DKK1/KREMEN1, we examined the lineage of SE cells in the *Grhl3* null mutant background (Camerer et al., 2010). Notably, in the absence of *Grhl3* function (*Grhl3^cre-nZ/cre-nZ^*), the prospective SE cells, which are labeled by IRES β-gal expression driven by the endogenous *Grhl3* promoter, were ectopically found within the neural tissue (Fig. 6A′–C′). Next, to examine whether the mis-localized β-gal-positive cells possess NE or SE character, we performed a marker analysis with immunohistochemistry (Fig. 6D–E′). Normally, at E8.5 the neural tube at the levels of the hindbrain and anterior spinal cord is largely closed and TROMAI-positive SE cells and N-cadherin-positive NE cells are exclusively separated into surface and neural tube layers in wild-type embryos (Fig. 6D). However, β-gal-positive *Grhl3* heterozygous mutant cells within the SE region ectopically expressed N-cadherin in addition to TROMAI (Fig. 6E).

Moreover, β-gal-positive *Grhl3*-deficient cells were often observed within NE tissues in *Grhl3^cre-nZ/cre-nZ^* embryos and appeared to express N-cadherin but not TROMAI (Fig. 6E′). These results suggest that β-gal-positive cells appeared to specify into NE cells when the *Grhl3* gene dosage was reduced, and thus that *Grhl3*-deficient cells tend to be mis-specified into the NE fate. In addition, uncommitted progenitor cells, which are specified into neither NE nor SE and which are marked by TROMAI-negative and N-cadherin-negative cells, were increased in *Grhl3*-deficient embryos (Fig. 6F′).

To determine whether GRHL3-positive cells are relevant to neural crest cells, we investigated SOX9 expression (Fig. 6G–M′). Most of the GRHL3/β-gal-positive cells did not contribute Sox9-expressing neural crest cells in the *Grhl3* heterozygous or homozygous mutant embryos at the level of the forebrain and caudal spinal cord (Fig. 6G–M′). In addition, these neural crest cells appeared to be unaffected by *Grhl3*-deficiency (Fig. 6G–M′). Taken together, the present results indicate that *Grhl3* primarily participates in SE fate specification in the neural plate border in conjunction with the epithelial fusion of neural folds.

### 3.6 *Grhl3* Interacts Genetically with the Canonical Wnt Pathway in Terms of SE Specification

To validate whether *Grhl3* expression is controlled by Wnt signaling, we first analyzed this expression in *Dkk1*-deficient embryos (Fig. 7A–E′). In the *Dkk1*^−/−^ embryos, the *Grhl3* transcripts and protein products were ectopically expanded to the entire neural plate border at the forebrain level (Fig. 7A–E′; arrowheads in A′–C′; arrows in E′). Next, to investigate whether the regulatory mechanism by Wnt signaling depends on the transcription level through *cis*-elements of the *Grhl3* gene, we surveyed the mouse *Grhl3* intron 15th, which is highly conserved among vertebrates and carries the enhancer activity in the zebrafish periderm cells at the early gastrula stage (de la Garza et al., 2013).

The transgene construct that harbors the conserved *Grhl3* 15th intron region linked to a reporter gene, *lacZ*, was constructed, after which transgenic mouse lines were generated and the β-gal reporter activity of F1 transgenic embryos was analyzed (Fig. 7F–G′). Consequently, the transgene displayed the enhancer activity in the SE at the levels of the hindbrain and spinal cord, but not at that of the forebrain, which appears to recapitulate the endogenous *Grhl3-lacZ* knocked-in expression patterns at E8.25 (Figs. 6A–C, 7G, H). To further test whether this enhancer activity can be affected by *Dkk1* expression, we examined the reporter activity in the *Dkk1*-deficient-background and found that it was enhanced in the SE of the forebrain as well as in those of the hindbrain and spinal cord (Fig. 7G′). These precise expression studies together suggest that *Grhl3* expression in the neural plate border during neural tube closure is regulated by canonical Wnt signaling at the level of transcription.

To further investigate whether phenotypic defects in the *Dkk1*-deficient embryos are partly brought about by the ectopic expression of the *Grhl3* gene due to increased canonical Wnt signaling, we crossed *Grhl3* mutant mice with *Dkk1* mutant mice and examined whether a reduction in the *Grhl3* gene dosage could rescue the anterior defects of *Dkk1*-deficient embryos (Fig. 7I–L″). Consequently, anterior NE marked by *Six3*, *Foxg1*, and *Emx2* was partly restored in *Dkk1*^−/−^ embryos by reducing one copy of the *Grhl3* gene (Fig. 7I″–K″). Concurrent with the alteration in NE markers, the expanded expression of *Tfap2a*, an SE marker at the level of the forebrain (Fig. 7L′), was reduced toward the normal condition in the *Dkk1*^−/−^; *Grhl3^+/cre-nZ^* embryos (Fig. 7L″). These findings indicate that the reduction in *Grhl3* activity can partly compensate for a failure in anterior development due to *Dkk1* deficiency. They also support the idea that *Dkk1* promotes NE specification by repressing *Grhl3* expression in the neural plate border.

To test the relationship between canonical Wnt signaling and *Grhl3* genetically in terms of neural tube closure, we generated the compound mutant *Grhl3*; *β-catenin* by crossing double heterozygous mice (Fig. 8A–C‴). The *Grhl3^+/cre-nZ^* embryos did not exhibit neural tube defects, whereas the *Grhl3^cre-nZ/cre-nZ^* embryos displayed neural tube closure defects; all embryos had thoraco-lumbo-sacral spina bifida and a curled tail (100%), but only a small fraction of embryos also exhibited exencephaly (5.5%) (Fig. 8A, B′, C′) (Rifat et al., 2010, Ting et al., 2003). The *Grhl3^cre-nZ/cre-nZ^*; *β-catenin*^*+/*−^ embryos exhibited fully penetrant spina bifida, similar to *Grhl3^cre-nZ/cre-nZ^* alone, but more than half of the embryos displayed exencephaly (55.0%) (Fig. 8A, B″, C″). In addition, *Grhl3^+/cre-nZ^*; *β-catenin*^*+/*−^ mutant embryos showed the thoraco-lumbo-sacral spina bifida phenotype, although penetrance was not high (curled tail 8.7%; curled tail and spina bifida 4.3%) (Fig. 8A, B‴, C‴). The enhanced manifestations of neural tube defects in the *Grhl3* and *β-catenin* double-mutant embryos provide compelling evidence of a positive genetic interaction between the canonical Wnt pathway and *Grhl3*. Our data further support the notion that canonical Wnt signaling is epistatic to the *Grhl3* gene.

To further confirm whether *β-catenin* itself plays crucial roles in neural tube closure specifically within the GRHL3-positive uncommitted progenitor cells, we analyzed the conditional knockout (CKO) mutation of *floxed-β-catenin* driven by Cre recombinase from the *Grhl3* locus (Fig. 8D–J′). Consistent with the notion that *Grhl3* is expressed only in the prospective SE of the neural plate border at E8.5 (Fig. 5, Fig. 8D–F), β-catenin expression was specifically lost in the SE but not the NE of the neural plate border (Fig. 8F′). *β-catenin*-CKO embryos displayed spina bifida closely resembling that of the *Grhl3 ^cre-nZ/cre-nZ^* embryos (Fig. 8B′, C′, G′–I′).

In agreement with the above hypothesis that canonical Wnt signaling regulates the fate specification of uncommitted progenitors in the neural plate border, in the *β-catenin-*CKO embryos these progenitor cells, which are marked as TROMAI-negative and N-cadherin-negative cells, appeared to be increased compared to the wild type (Fig. 8J′). Together with the above two lines of evidence that *Grhl3* expression in the neural plate border is regulated at the transcriptional level by the canonical Wnt signaling (Fig. 7A–G′) and that the defects in fate specification observed in the *Dkk1*-deficient embryos can be restored by the removal of *Grhl3* gene dosage (Fig. 7I–L″), these findings strongly suggested that *Grhl3* and *β-catenin* genetically interact to achieve correct closure of the neural tube primarily in the fate specification of neural plate border cells. These results also support that the Wnt antagonists DKK1 and KREMEN1 may be required to maintain an uncommitted progenitor state and/or to keep away from SE specification for the neural plate border, whereas canonical Wnt participates in SE specification by activating *Grhl3* expression (Fig. 9, *see* Discussion).

## 4 Discussion

In this study, we observed genetic mechanisms underlying the fate specification of uncommitted progenitor cells in the neural plate border/neural fold coordinately coupled to neural tube closure in both time and space (Fig. 9). Notably, the *Grhl3* transcription factor can promote the SE fate as one of the downstream effectors of canonical Wnt signaling. Given that *Grhl3* directly contributes to neural tube closure genetically interacting with *β-catenin*, we propose that the fate specification of uncommitted progenitor cells in the neural plate border by canonical Wnt signaling and *Grhl3* is crucial for neural tube closure (Fig. 9).

The results of the present study showed that the specification of progenitor cells into the NE or SE fate is progressively controlled in both time and space by canonical Wnt and its antagonists during neural tube closure (Fig. 9A). Prior to the fusion of neural folds, the neural plate border possesses an uncommitted progenitor character such as Oct4, Klf5 and SSEA4 expression, which is specified into neither NE nor SE, and loses this undifferentiated character at the time of fusion (Fig. 1). Wnt antagonists DKK1/KREMEN1 contribute to the maintenance of the uncommitted progenitor character and/or to the avoidance of the SE specification by canonical Wnt during neurulation (Fig. 1, Fig. 3, Fig. 4). The properly balanced cell fate specification between NE and SE cells within the neural plate border during neurulation might lead to a progressive midline fusion of the neural folds and coincidental separation of the neural tube and SE, whereas a failure in cell fate specification in the neural plate border/neural fold might lead to neural tube defects (Fig. 9B).

*β-Catenin-*CKO mutation within the neural plate border, where the SE fate specification is altered, results in neural tube defects (Fig. 8G′–J′). Additionally, the gain and loss of *Dkk1* expression appear to affect the timing of neural tube closure (Fig. S2; unpublished data; C.K.-Y. and I.M.). Thus, we propose that the precise progressive mechanisms of fate specification in uncommitted progenitors involving canonical Wnt and its antagonists may determine the correct neural tube closure via epithelial development in the vertebrate embryo (Fig. 9).

Considering that cranial neural crest cells are delaminating from the non-neural ectoderm in the vicinity of the neural plate border/neural fold prior to neural tube closure in the mouse (Nichols, 1987, Weston and Thiery, 2015), it can be questioned whether the neural crest is relevant to uncommitted progenitor cells in the neural plate border and whether its population is primarily affected in our studies. Our study also supports the previous finding that a very few cranial neural crest cells appear to delaminate from uncommitted progenitors within the neural plate border at the forebrain level and from a considerable amount of neural crest cells at the hindbrain level (Fig. 2F, G). However, given that SOX9-negative uncommitted progenitor cells are still present at both the forebrain and hindbrain levels and that trunk neural crest cells emigrate from the dorsal neural tube after the completion of the fate specification of uncommitted progenitors (Fig. 2E–I), the decision of fate specification into neural crest cells appears to be not directly linked to neural tube closure. Additionally, *Grhl3*-positive cells apparently contribute to few neural crest cells in the *Grhl3* heterozygous and homozygous mutant embryos (Fig. 6G–M′).

Concurrent with these cell behaviors, the formation of neural crest cells appeared not to be affected by *Dkk1*-misexpression or by *Dkk1* and *Grhl3* deficiency (Fig. 6G′–M′, Figs. S6, S7). Hence, although the fate decisions of neural crest cells appear to be controlled by stage-dependent differential responsiveness to canonical Wnt signaling activation after emigration in the mouse embryo (Hari et al., 2012), it is likely that the altered fate specification through canonical Wnt observed in this study is not due primarily to alterations of the fate decision of the neural crest.

*Grhl3* has been shown to play crucial roles in neural tube closure (Gustavsson et al., 2008, Rifat et al., 2010). However, there is little understanding of how *Grhl3* expression is controlled during primary neurulation. In the present study, *Grhl3* was shown to be one of the pivotal downstream effectors of canonical Wnt signaling for SE specification in uncommitted progenitors of the neural plate border/neural fold (Fig. 6, Fig. 7, Fig. 8, Fig. 9). This is in good agreement with the notion that *Grainyhead* transcription factors play conserved roles in epidermal differentiation in the animal kingdom (Wang and Samakovlis, 2012). Disruption of *Xenopus Grhl1* leads to defects in epidermal differentiation, as evidenced by the loss of expression of the keratin gene (Tao et al., 2005). Similarly, *Xenopus Grhl3* activates specific markers of superficial epidermal cells in deep proliferating progenitor cells (Chalmers et al., 2006). Mouse *Grhl1-*deficient embryos display defects in skin and hair, partly due to the reduction of desmosomal cadherins (Wilanowski et al., 2008). Consistent with that finding, in the present study the reduction of *Grhl3* activity appeared to inhibit SE specification (Fig. 6, Fig. 7, Fig. 8); i.e., neural plate border cells marked by *Grhl3*-expression tend to transform into NE cells in *Grhl3*-mutant embryos. These convergent lines of evidence support the idea that *Grhl3*-positive cells will differentiate into an SE fate by trans-activating SE-specific genes in a cell autonomous fashion and, conversely, that *Grhl3*-negative cells will tend to become NE cells in the neural plate border.

*Grhl3* plays crucial roles in the specification of SE fate of the uncommitted neural plate border for neural tube closure. The epithelial fusion and remodeling allow the reorganization of two multicellular structures spanning an anatomical and physiological gap to form a new, unified structure. The process of epithelial fusion involves cellular protrusions that extend from the leading edges of apposing SE cells (Waterman, 1976, Geelen and Langman, 1979, Pyrgaki et al., 2010). Indeed, fine structures of SE cells of the neural plate border appeared to be affected in the *Dkk1*-misexpressing embryos (Fig. S3). Given that apposing epithelial contact seems to be specific within neural folds, these cellular behaviors may be initiated by *Grhl3* as a crucial downstream effector of canonical Wnt signaling.

Considering our hypothesis that the fate specification of uncommitted progenitors is crucial for neural tube closure, it can be argued that *Grhl3*-deficient embryos display neural tube defects solely at the level of the caudal spinal cord and not at the forebrain and trunk levels (Rifat et al., 2010, Ting et al., 2003). We assume that the roles of *Grhl3* in fate specification might be complemented by *Grhl2* expression redundantly at the forebrain level (Fig. S8). To explore this possibility, we examined *Grhl2* expression in the *Grhl3* mutant background and found that at the forebrain level, *Grhl2* expression extended locally to the most medial SE (i.e., the neural plate border/neural fold) in the *Grhl3*-deficient embryos (Fig. S8A–D, E–H′), whereas at the caudal level the compensatory *Grhl2* expression in the neural plate border/neural fold is not evident (Fig. S8A–H).

Consistent with our hypothesis, the *Grhl3*-deficient embryos displayed cranial neural tube defects by the removal of one copy of the *Grhl2* gene dosage (Rifat et al., 2010). In addition, our misexpression studies with *Grhl2* revealed that *Grhl2* was able to induce the SE fate ectopically in the NE region (Fig. S8H′–P′), confirming the compensatory function of *Grhl2* in place of *Grhl3* for fate specification during neurulation. Consequently, we consider that the absence of both *Grhl2* and *Grhl3* expression in the neural plate border will cause neural tube defects.

Thus, together with the expression of stem cell markers and Wnt antagonists in the neural plate border (Fig. 1, Fig. 3), these findings lead us to propose that the properly balanced fate specification of uncommitted progenitor cells in the neural plate border/neural fold by canonical Wnt and one of its downstream effectors, *Grhl3*, may be crucial for correct neural tube closure (Fig. 9).

## Funding

This work was supported in part by a grant-in-aid for Scientific Research on Priority Areas and on Innovative Areas and Scientific Research (B) and (C) from the Ministry of Education, Culture, Sports, Science, and Technology, Japan, KAKENHI Grant Numbers, 24116713 26291053, 25461720; and by the Naito Foundation, the Mitsubishi Foundation, the Uehara Foundation and the Takeda Science Foundation. The funders had no role in the study design, data collection and analysis, decision to publish, or preparation of the manuscript.

## Authors' Contributions

CK-Y and IM initiated the research and planned most of the experiments. KE and CN generated the mouse *Dkk1*^flox/flox^ strain. CK-Y and KM performed most of the experiments. CK-Y, CN, and IM contributed to the writing of the manuscript.

## Conflict of Interest Disclosure

The authors have declared that they have no conflict of interest.

## Figures and Tables

**Fig. 1:**
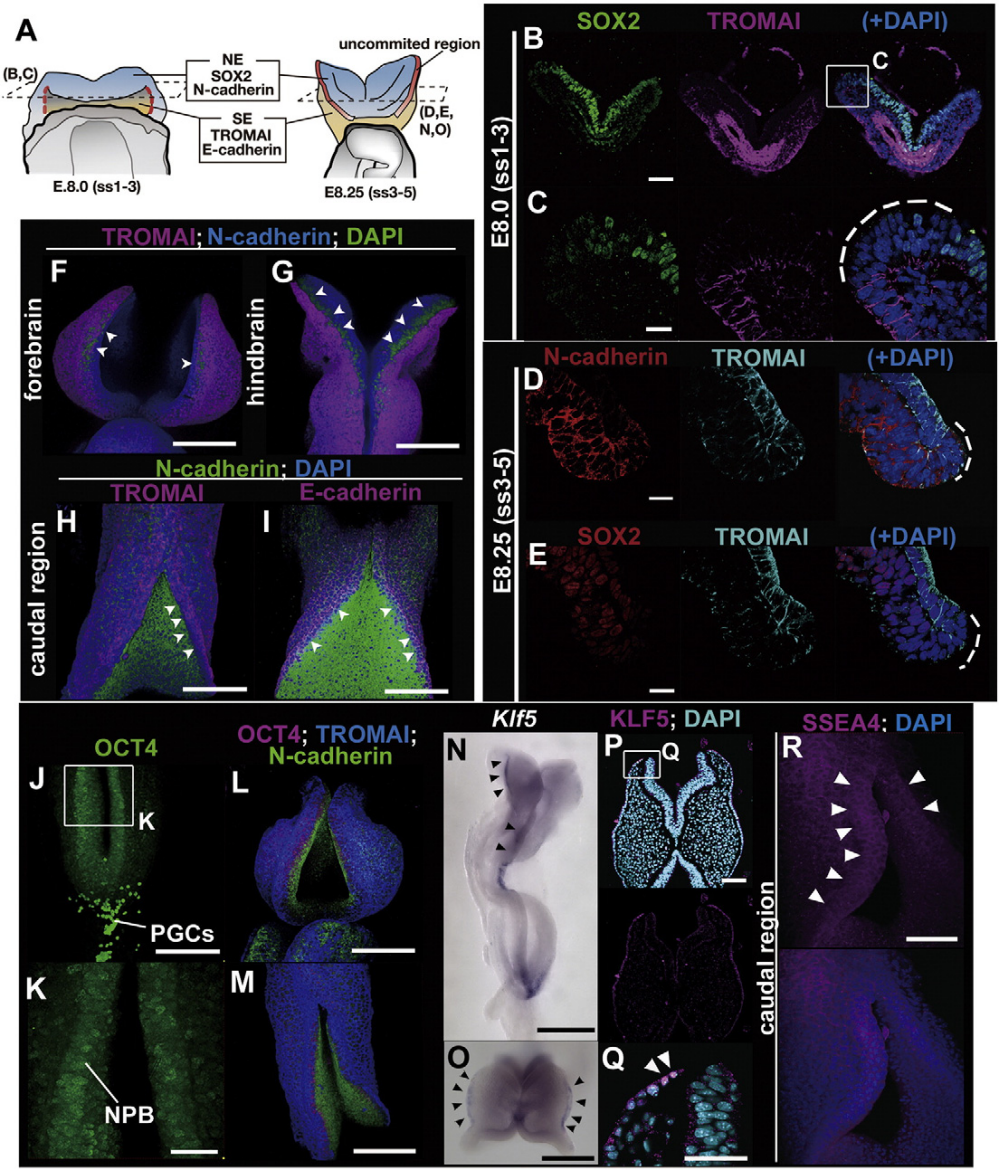
Comparative expression analysis with NE, SE, and stem cell markers during primary neurulation. (A) Schematic expression patterns in E8.0 (somite stages 1–3) and E8.25 (somite stages 3–5) embryos. (B–M, P–R) Images of section (B–E, P, Q) and whole-mount (F–M, R) immunohistochemistry stained at E8.0 (B, C), E8.25 (D, E) and E8.5 (somite stages 5–8) (F–I, J–M, R) with Sox2/TROMAI (B, C, E), N-cadherin/TROMAI (D, F–H), N-cadherin/E-cadherin (I), OCT4 (J, K), OCT4/TROMAI/N-cadherin (L, M) KLF5 (P, Q) and SSEA4 (R). (N, O) Whole mount *in situ* hybridization using *Klf5* probe at E8.5 (dorsolateral view, N; dorsal view, O). Each panel shows a region where neither SE nor NE markers are expressed as dotted lines (C–E) and arrowheads (F–I). The expression of OCT4, a stem marker, specifically labels the boundary between NE and SE at E8.5, although the expression level is lower than that of primordial germ cells (J–M). *Klf5*, which is a *Krüppel-like* transcription factor that plays crucial roles in maintaining embryonic stem (ES) cell pluripotency, is expressed in the neural plate border (arrowheads, N–Q). SSEA4 is a cell surface marker of human ES, embryonic germ (EG), and induced pluripotent stem (iPS) cells and is expressed in the proximity of the neural plate border (arrowheads, R). NPB, neural plate border; PGCs, primordial germ cells. Scale bar represents 300 μm in N; 200 μm in F–J, L, M; 100 μm in B, O, P, R; 50 μm in K, Q; and 20 μm in C–E.

**Fig. 2:**
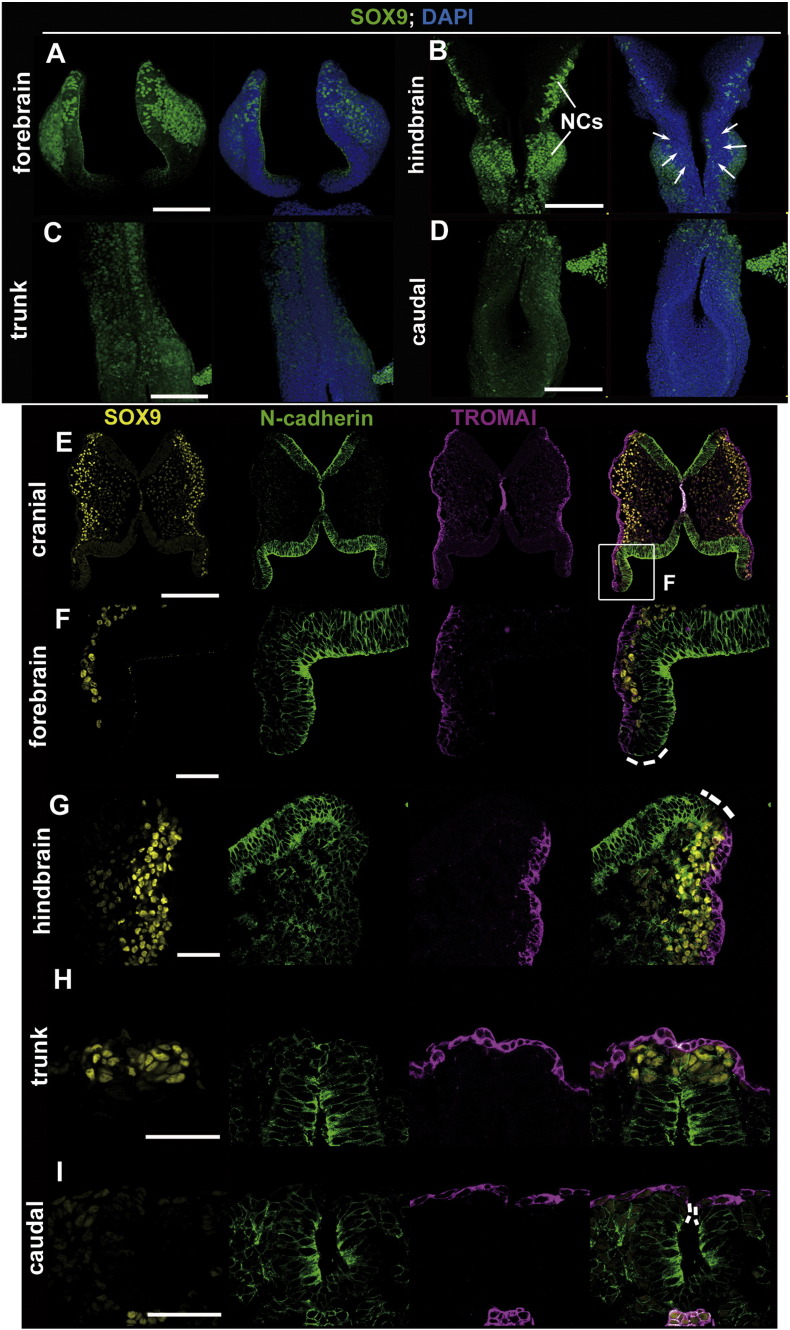
Behaviors of SOX9-positive neural crest cells during neurulation. (A–D) Whole-mount immunohistochemistry stained at E8.5 with SOX9 antibody. SOX9-positive cells are present in pre- and post-migratory neural crest cells at the forebrain, hindbrain and trunk levels but few were present at the caudal level (A–D). In this study, we defined “trunk” as the anterior spinal cord level in which the neural tube is closed completely, and “caudal” as the caudal spinal cord level in which the neural tube is still open. (E–I) Sectional images of immunohistochemistry at the level of the forebrain (E, F), hindbrain (E, G), trunk (H) and caudal (I) with SOX9 (yellow)/N-cadherin (green)/TROMAI (magenta). At the level of the hindbrain, SOX9-positive cells were present in the proximity of the neural plate border (G; white dotted lines). Dotted white lines indicate the neural plate border. NCs, neural crest cells. Scale bar represents 200 μm in A–E; 50 μm in F–I.

**Fig. 3:**
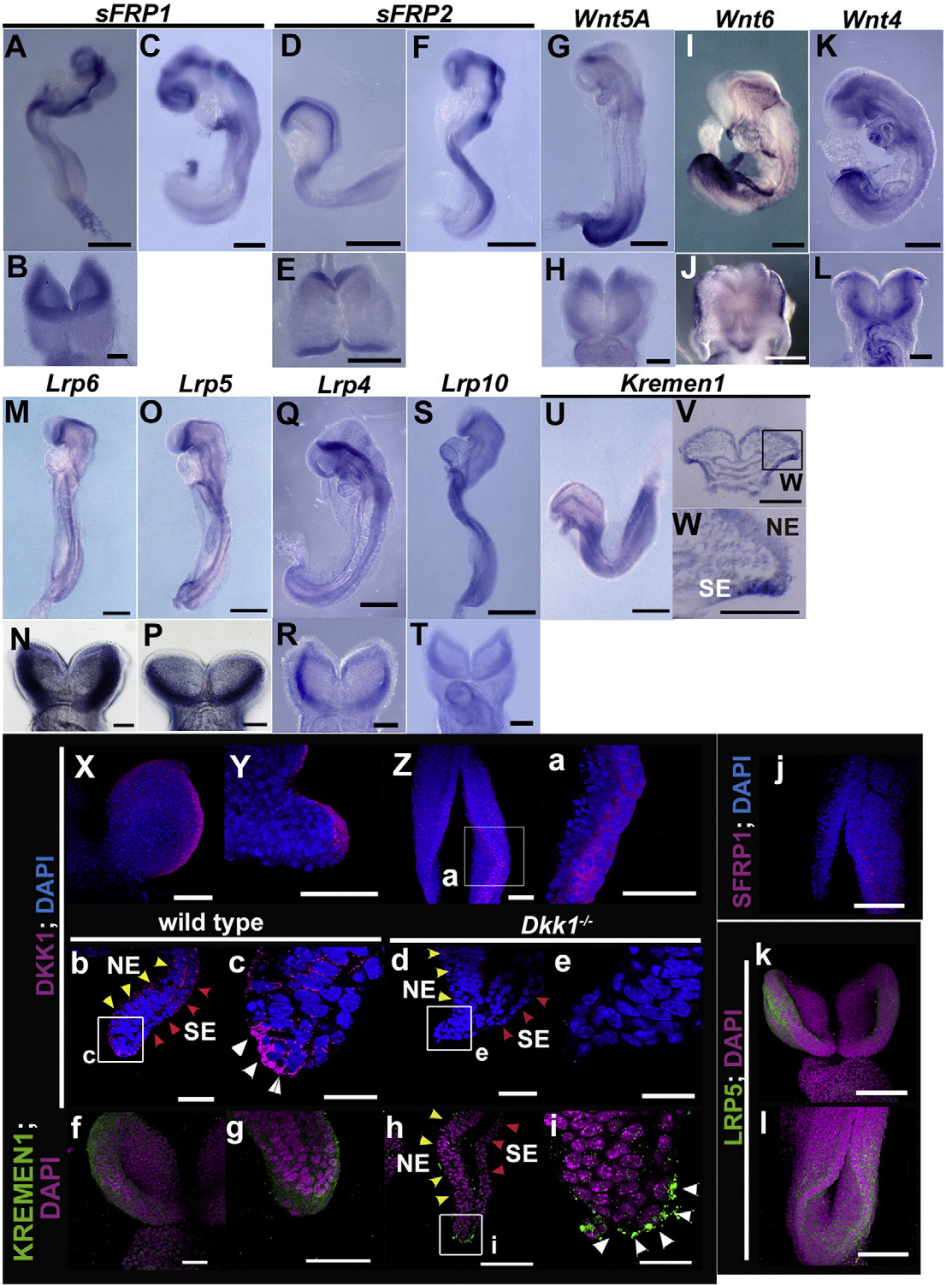
Wnt signaling-related genes are expressed in the proximity of the neural plate border. (A–W) Whole-mount *in situ* hybridization analysis (A–U) and its sectional views (V, W) of wild-type embryos at E8.25 (D, E, U–W), E8.5 (A, B, F, M–P, S, T) and E8.75 (C, G–L, Q, R). Lateral views (A, C, D, F, G, I, K, M, O, Q, S, U), frontal views (B, H, L, N, P, R, T), and dorsal view (E, J). *sFRP1* (A–C), *sFRP2* (D–F), *Wnt5A* (G, H), *Wnt6* (I, J), *Wnt4* (K, L), *Lrp6* (M, N), *Lrp5* (O, P), *Lrp4* (Q, R), *Lrp10* (S, T) and *Kremen1* (U–W). (X-l) Immunohistochemical analyses of whole-mount embryos (X-a, f, g, j–l) and transverse sections (b–e, h, i) in wild-type (X-c, f–l) and *Dkk1^−/−^* embryos (d, e). DKK1 (X-e; magenta), KREMEN1 (f–i; green), SFRP1 (j; magenta) and LRP5 (k, l; green) proteins are localized at the neural plate border (white arrowheads in c and i), and DKK1 expression is not detected in the *Dkk1^−/−^* embryos (d, e). NE, neural ectoderm; SE, surface ectoderm. Scale bars: 300 μm in A, C, D, F, G, I, K, M, O, Q, S, U; 200 μm in j–l; 100 μm in B, E, H, J, L, N, P, R, T, V-a, f–h; 50 μm in b, d, e; 20 μm in c, i.

**Fig. 4:**
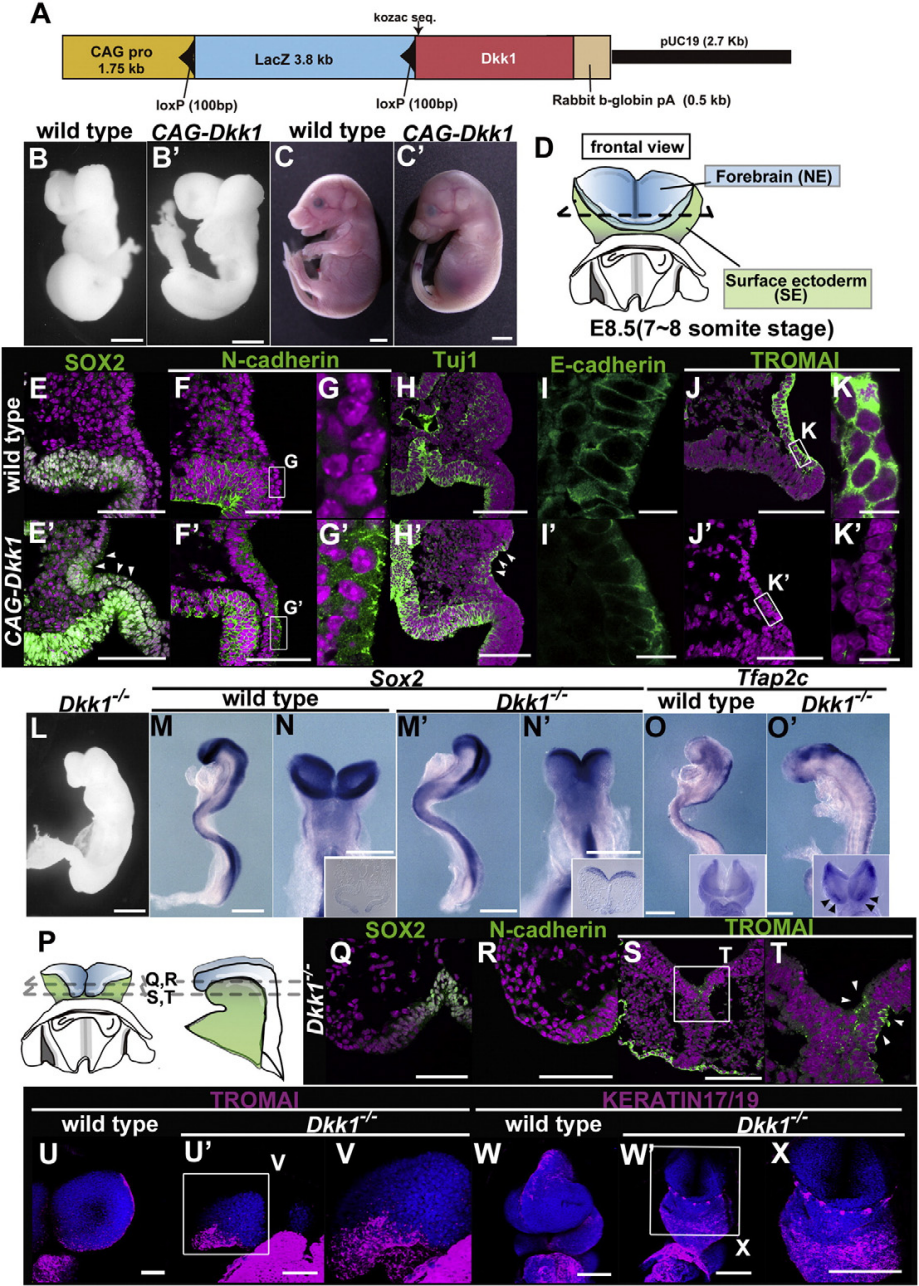
Molecular marker analyses in *CAG-Dkk1* and *Dkk1^−/−^* mutant embryos. (A) A schematic construct of the *CAG-Dkk1* transgene. (B–C′, L) The gross appearances of wild-type (B, C), *CAG-Dkk1* (B′, C′), and *Dkk1^−/−^* (L) embryos at E8.5 (B, B′, L) and E18.5 (C, C′). (D, P) Transverse sections of embryos. Each section plane is represented by a corresponding line in the scheme in *CAG-Dkk1* (D) and *Dkk1^−/−^* (P). (E–K′, Q–X) Immunohistochemical analyses with frozen sections of the wild-type (E–K), *CAG-Dkk1* (E′–K′), and *Dkk1^−/−^* (Q–T) and with whole embryos of the wild-type (U, W) and *Dkk1^−/−^* embryos (U′, V, W′, X) at E8.5 (E–K′, Q–T), E8.25 (U–V) and E8.75 (W–X). SOX2 (E, E′, Q), N-cadherin (F–G′, R), Tuj1 (H, H′), E-cadherin (I, I′), TROMAI (J–K′, S–V), and KERATIN17/19 (W, X) merged with nuclei staining (TOTO-3; magenta in E-H′, J–K′, Q–T; blue in U–X). (M–O′) Whole-mount *in situ* hybridization in the wild-type (M–O) and *Dkk1^−/−^* embryos (M′–O′) at E8.5. Lateral and frontal views of *Sox2* expression (M–N′) with sectional views and lateral views of *Tfap2c* expression with their frontal views (O, O′). Scale bars: 3 mm in C, C′; 300 μm in B, B′, L–O′, W–X; 100 μm in E–F′, H, H′, J, J′, Q–U′; 10 μm in I, I′, K, K′.

**Fig. 5:**
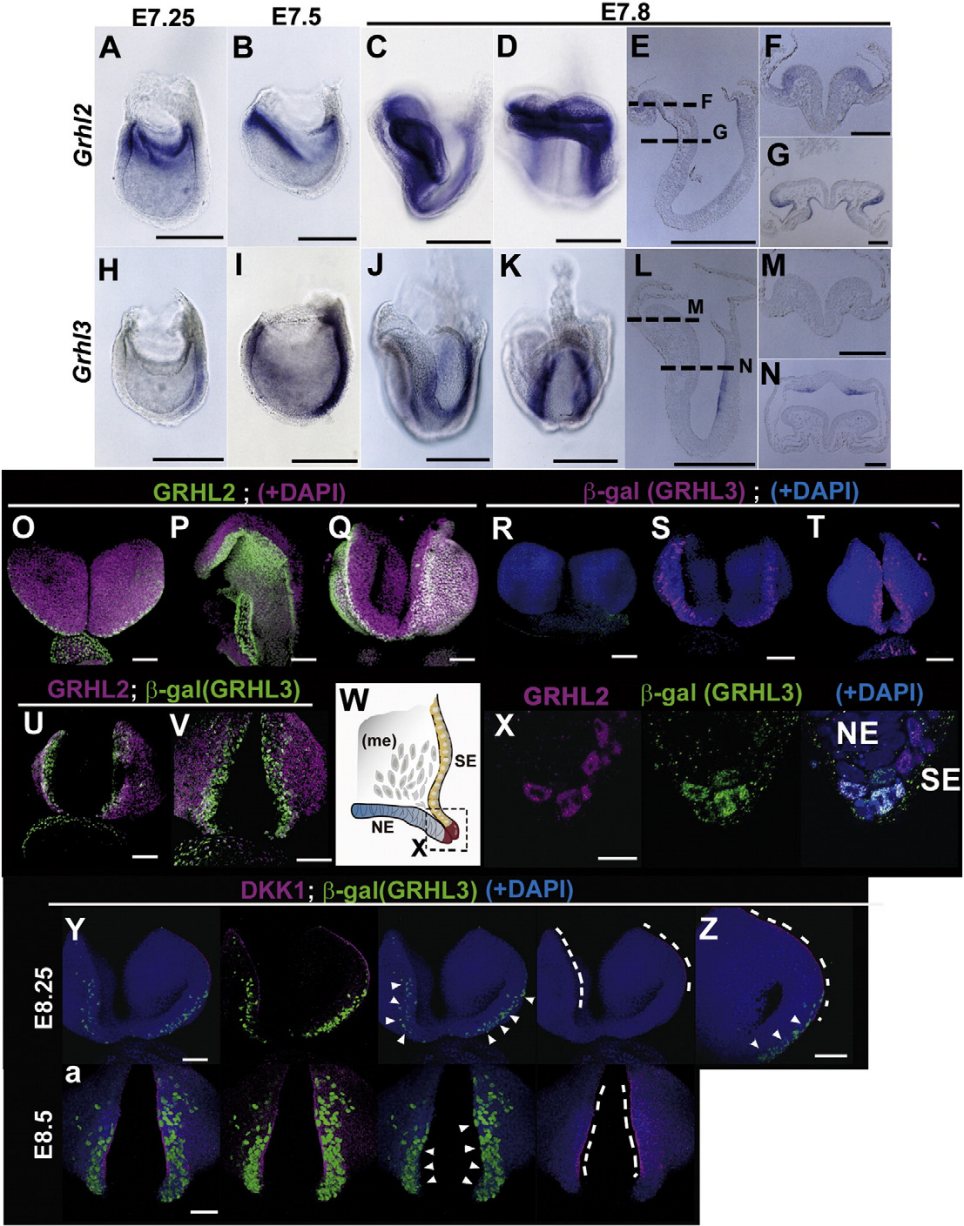
*Grhl* genes are expressed in the prospective SE. (A–N) *In situ* hybridization of whole-mount embryos (A–D, H–K), sagittal sections (E, L), and transverse sections (F, G, M, N) at E7.25 (A, H), E7.5 (B, I), and E7.8 (C–G, J–N). Lateral view (A–C, H–J), frontal view (D), and caudal view (K). (O-a) Whole-mount immunofluorescent staining (O–V, Y-a) and sectioning image (X) at E8.0 (O, P, R), E8.25 (S, U, Y), and E8.5 (Q, T, V, Z). (W) A section plane (X) is indicated in the schematic. Expression of GRHL2 (O–Q: GRHL2, green; nuclei, magenta) and β-gal antibody (R–T: GRHL3, magenta; nuclei, blue) in wild-type (O–Q) and *Grhl3^cre-nZ/+^* (R-a). (U–X) *β*-gal (GRHL3; green) and GRHL2 (magenta) merged with DAPI staining (nuclei, blue). (Y-a) DKK1 (magenta; dotted lines), β-gal (GRHL3, green; arrowheads) and nuclei (DAPI, blue). Scale bars: 300 μm in A–E, H–L; 100 μm in F, G, M–V, Y-a; 10 μm in X.

**Fig. 6:**
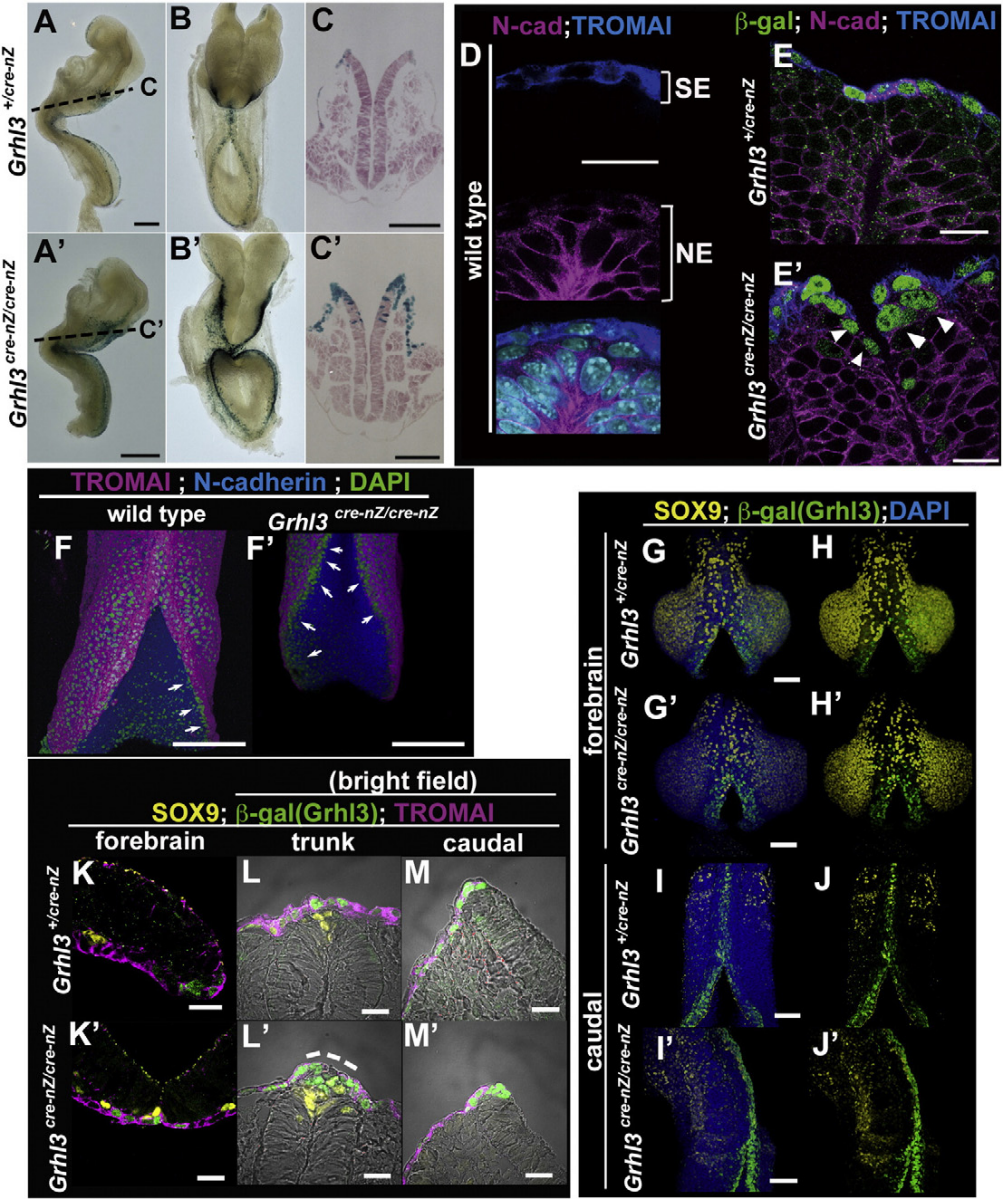
SE in the neural plate border is converted into the NE fate in the *Grhl3* mutant embryos. (A–C′) Lineage analysis of *Grhl3* expression in *Grhl3^+/cre-nZ^* (A–C) and *Grhl3 ^cre-nZ/cre-nZ^* (A′–C′) embryos at E8.25 with X-gal staining. Transverse sections counterstained with eosin (C, C′). (D, E, E′) Immunohistochemical analyses of whole embryo (D) and frozen section (E, E′) at E8.25 in wild-type (D), *Grhl3^cre-nZ/+^* (E), and *Grhl3^cre-nZ/cre-nZ^* (E′) embryos. β-gal (GRHL3, green), N-cadherin (magenta), TROMAI (blue), and DAPI (cyan). β-gal-positive cells express N-cadherin in addition to TROMAI within the SE layer in *Grhl3* heterozygous mutant embryos (E). β-gal-positive cells are mislocalized within the NE tissue in *Grhl3* null embryos (E′, white arrowheads). (F, F′) Immunohistochemical analyses of whole embryos at E8.5 in wild-type (F) *Grhl3^cre-nZ/cre-nZ^* (F′). DAPI (green), N-cadherin (blue), and TROMAI (magenta) in F and F′. N-cadherin-negative and TROMAI-negative cells correspond to uncommitted neural border progenitor cells (green; arrows in F and F′). (G–M′) Immunohistochemical analysis with a neural crest marker, SOX9 using whole-mount embryos (G–J′) and frozen sections (K–M′) in *Grhl3^cre-nZ/+^* (G–M) and *Grhl3^cre-nZ/cre-nZ^* (G′–M′). SOX9 (yellow), β-gal (GRHL3, green), TROMAI (magenta) and nuclei (DAPI, blue). Regarding cell behaviors of the SOX9-positive neural crest, a clear difference was not detected between heterozygous and homozygous mutant embryos. Scale bars: 300 μm in A, A′; 200 μm in D–F′; 100 μm in C, C′, G–J′; 20 μm in K–M′.

**Fig. 7:**
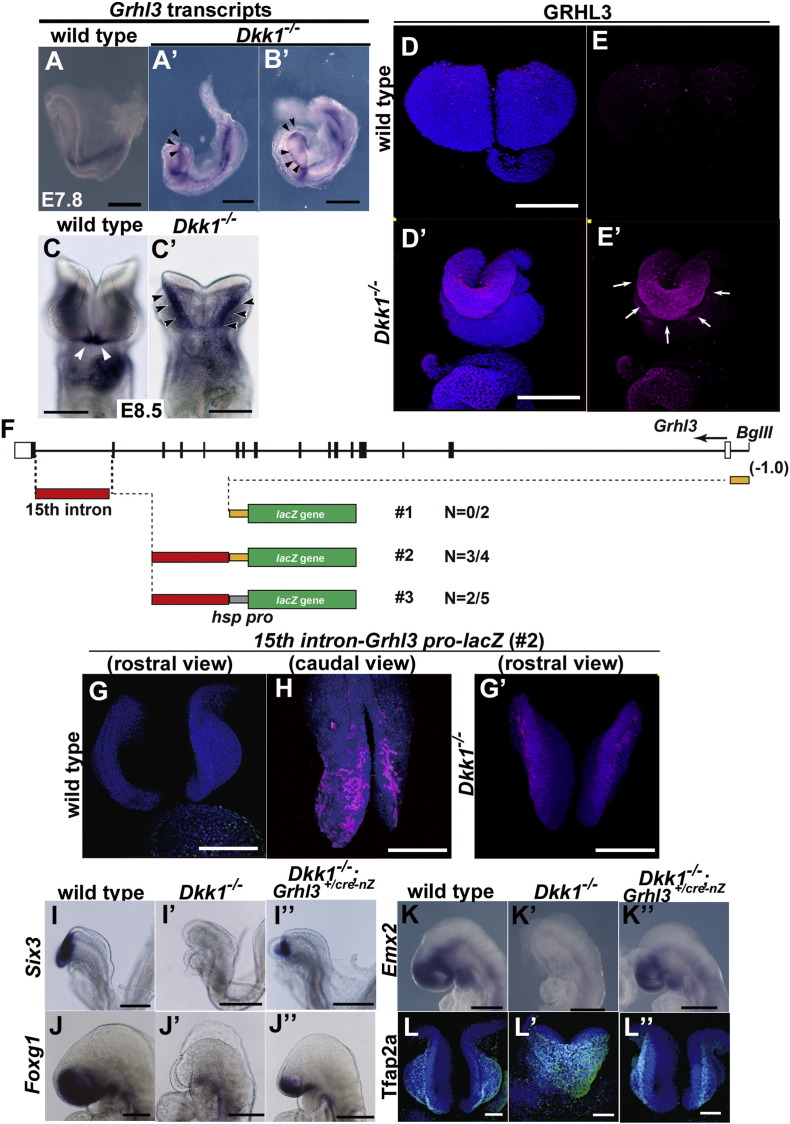
The expression of the *Grhl3* gene in the neural plate border is controlled by *Dkk1* during primary neurulation. (A–C′) *In situ* hybridization of whole-mount embryos at E7.8 (A–B′) and E8.5 (C, C′). Expression of *Grhl3* transcripts in wild-type (A, C) and *Dkk1*^−/−^ (A′–C′). (D, E′) Immunohistochemistry of whole-mount wild-type (D, E) and *Dkk1*^−/−^ embryos (D′, E′). GRHL3 (magenta) and nuclei (DAPI, blue). Both *Grhl3* transcripts and proteins are ectopically expressed in the rostral neural plate border (A′–E′). (F) Schematic diagram of the mouse *Grhl3*-endogeneous (from − 1.0 kb to 0)/or *hsp* promoter construct. The 15th intron region (2.35 kb; *Sal*I–*Bgl*II), which is conserved among vertebrates, fused with the β-gal cassette. (G, G′, H) The expression of β-gal proteins carrying the transgenic #2 construct appears to recapitulate the endogenous *Grhl3* expression in the wild-type (G, H) and *Dkk1*^−/−^ (G′) embryos. (I–L″) The reduction of *Grhl3* gene dosage can partly rescue the forebrain defects in *Dkk1*^−/−^ embryos at E8.25 (I–I″) and E8.5 (J–L″). Whole-mount *in situ* hybridization (I–K″) and immunohistochemistry (L–L″) in wild-type (I–L), *Dkk1*^−/−^ (I′–L′), and *Dkk1*^−/−^*;Grhl3*^+*/cre-nZ*^ (I″–L″). *Six3* (I–I″), *Foxg1* (J–J″), *Emx2* (K–K″), and TFAP2A (L–L″). Scale bars: 300 μm in A–C′, I–K″; 200 μm in D–E′, G, G′, H; 100 μm in L–L″.

**Fig. 8:**
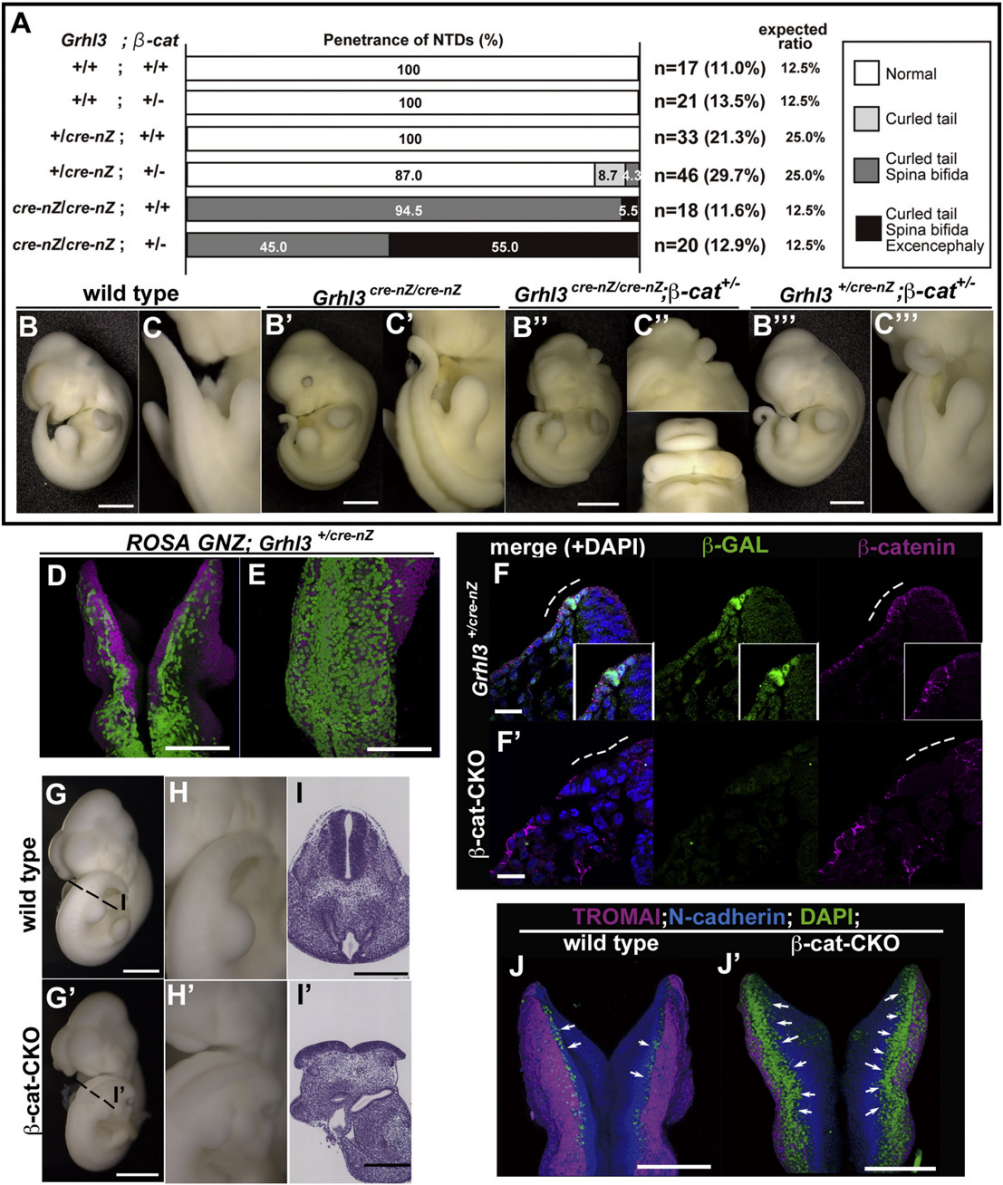
*Grhl3* genetically interacts with *β-catenin* for the SE specification. (A) The number of E11.5 embryos of each genotype from mating crosses between *Grhl3^+/cre-nZ^*; *β-catenin^+/−^* and *Grhl3^+/cre-nZ^* mice and the frequency with which penetrance shows neural tube defects, respectively (n = 155). (B–C‴) Neural tube defects of the compound mutants of *Grhl3*; *β-catenin*. Gross appearance of *Grhl3* mutant and *Grhl3*; *β-catenin* double-mutant embryos. Wild-type (B, C), *Grhl3^cre-nZ/cre-nZ^* (B′, C′), *Grhl3^cre-nZ/cre-nZ^*; *β-catenin*^*+/*−^ (B″, C″), and *Grhl3^+/cre-nZ^*; *β-catenin*^*+/*−^ (B‴, C‴). *Grhl3*; *β-catenin* double heterozygous mutant embryos exhibit spina bifida (B‴, C‴), whereas the *Grhl3* single heterozygous mutant has no defects by appearance (A). Moreover, the *Grhl3^cre-nZ/cre-nZ^*; *β-catenin^+/−^* embryos display exencephaly in addition to spina bifida and curled tail (A, B″, C″). (D, E) Detection of *Grhl3-cre* recombinase-active cells labeled by GFP protein expression (green) with whole-mount immunohistochemistry. *Grhl3-cre-nZ* mice, which were produced by the targeted insertion of the *Cre* gene into the *Grhl3* locus, are crossed with *ROSA-GNZ* mice (Stoller et al., 2008). Dorsal views of doubly transgenic offspring showing GFP expression only in the SE, not in the NE at the hindbrain (D) and trunk (E) levels. (F, F′) The production of *β-catenin* deletion in *Grhl3*-positive SE by crossing *β-catenin^flox/+^* or *β-catenin^flox/flox^* with *Grhl3-cre-nZ* mice. β-gal (GRHL3, green), β-catenin (magenta), and nuclei (DAPI, blue). The expression of *β-catenin* proteins is specifically lost in the *Grhl3*-*β*-*gal*-positive cells of the conditional knockout embryo (F, F′; dotted line). (G–I′) The gross morphology (G–H′) and histology (I, I′) in the wild-type (G–I) and conditional β-catenin knockout (G′–I′) embryos at E10.5. *β-catenin* conditional knockout embryos show spina bifida (G′–H′). (J, J′) Immunohistochemistry of *β-catenin* conditional knockout embryos. TROMAI (magenta), N-cadherin (blue), and nuclei (DAPI, green). Progenitor cells, which express neither NE nor SE markers (green), are expanded by *β-catenin* conditional mutation (J′; arrows). Scale bars: 1 mm in B–C‴; 500 μm in G, G′; 300 μm in I, I′; 200 μm in D, E, J, J′; 20 μm in F, F′.

**Fig. 9:**
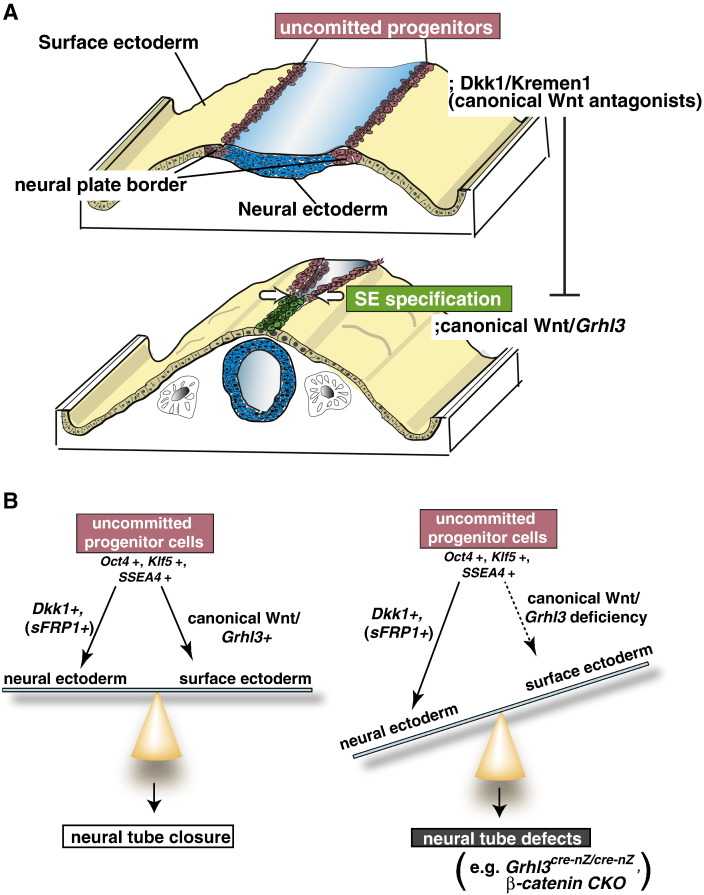
A schematic model of fate specification of uncommitted progenitors in the neural plate border/neural folds being coordinately coupled to neural tube closure. (A) A schematic model illustrating an intimate link between fate specification of the uncommitted progenitor cells and neural tube closure. Prior to the fusion of neural folds, the neural plate border cells between the NE (in blue) and SE (in yellow), which express DKK1/KREMEN1 (in red), are not specified into either the NE or SE fate as an uncommitted progenitor state marked by OCT4, KLF5 and SSEA4 (upper illustration). During the progression of neural tube closure, GRHL3-positive cells (in green) directed by canonical Wnt emerge coordinately in the vicinity of the neural plate border toward the identical direction of the neuropore closure, and then DKK1/KREMEN1-positive cells (in red) become restricted to the opposite side, where the neuropore is still open (lower illustration). (B) At the midline fusion of the neural folds, neural plate border cells lose the stem cell-like character and progressively specify into either SE or NE, regulated by canonical Wnt and its antagonists, respectively. In the *Grhl3^cre-nZ/cre-nZ^* and *β-catenin* conditional knockout embryos, uncommitted progenitor cells are expanded in the neural plate border and consequently they result in hyperplasia of NE with hypoplasia of SE, and consequently, the neural tube fails to close correctly.

# Supplementary material for: Fate Specification of Neural Plate Border by Canonical Wnt Signaling and Grhl3 is Crucial for Neural Tube Closure
**Source:** eBioMedicine. 2015 Apr 18;2(6):513–27. doi: 10.1016/j.ebiom.2015.04.012
**Supplement:** Supplementary file 1 — Supplementary material.

**EBioMedicine**

**Appendix A. Supplementary data**

**Fate specification of neural plate border by canonical Wnt signaling and *Grhl3* is crucial for neural tube closure**

**Chiharu Kimura-Yoshida, Kyoko Mochida, Kristina Ellwanger, Christof Niehrs, and Isao Matsuo**

**Inventory of Supplemental Material:**

**Supplemental Figures**

**Figure S1** related to Figure 3

**Figure S2** related to Figure 4

**Figure S3** related to Figure 4

**Figure S4** related to Figure 5

**Figure S5** related to Figure 5

**Figure S6** related to Figures 2,4

**Figure S7** related to Figures 2,4

**Figure S8** related to Figures 6,8

**Figure S9** related to Figures 1-8

**
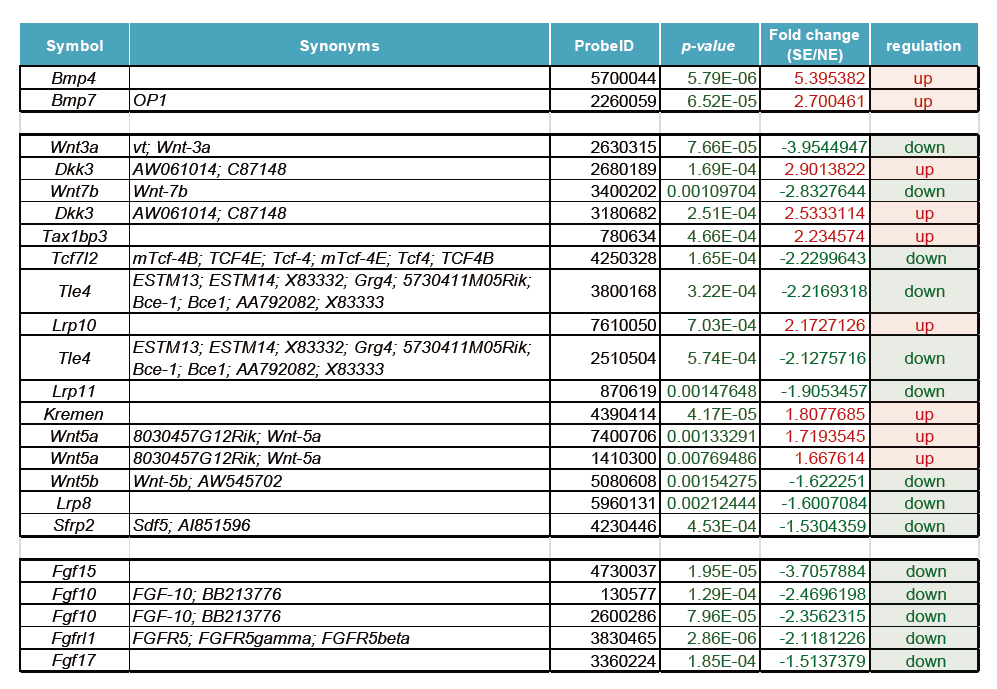
**

**Fig. S1. (related to Fig. 3) A list of growth-factor-related genes, BMP, Wnt and FGF identified by DNA microarray between surface ectoderm (SE) and neural ectoderm (NE) during neurulation.** The signaling-related molecules showed increased or decreased expression in the SE compared to the NE in E8.5 wild-type embryos. A fold change (−) indicates decreased expression in the SE.

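The list in Fig. S1 holds 19 genes, and all 19 were tested. At an adjusted p under 0.05 from limma, 7 were higher in SE and 12 higher in NE, each in the direction of the figure (19 adjusted over the list alone). Since the study chose these genes on the same samples, their directions are not independent evidence. By more than 3-fold, 3 of them were higher in SE and 5 higher in NE. The lipoprotein receptor-related genes Lrp8 and Lrp11 were 2.25-fold and 1.95-fold higher in NE, and Lrp10 was 2.27-fold higher in SE. Ctnnbip1, an inhibitor of the interaction of β-catenin with TCF factors, was 1.55-fold higher in NE. A negative fold change in such a list stands for the ratio of NE to SE, so that a gene higher in NE by 3-fold is written as -3.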

**
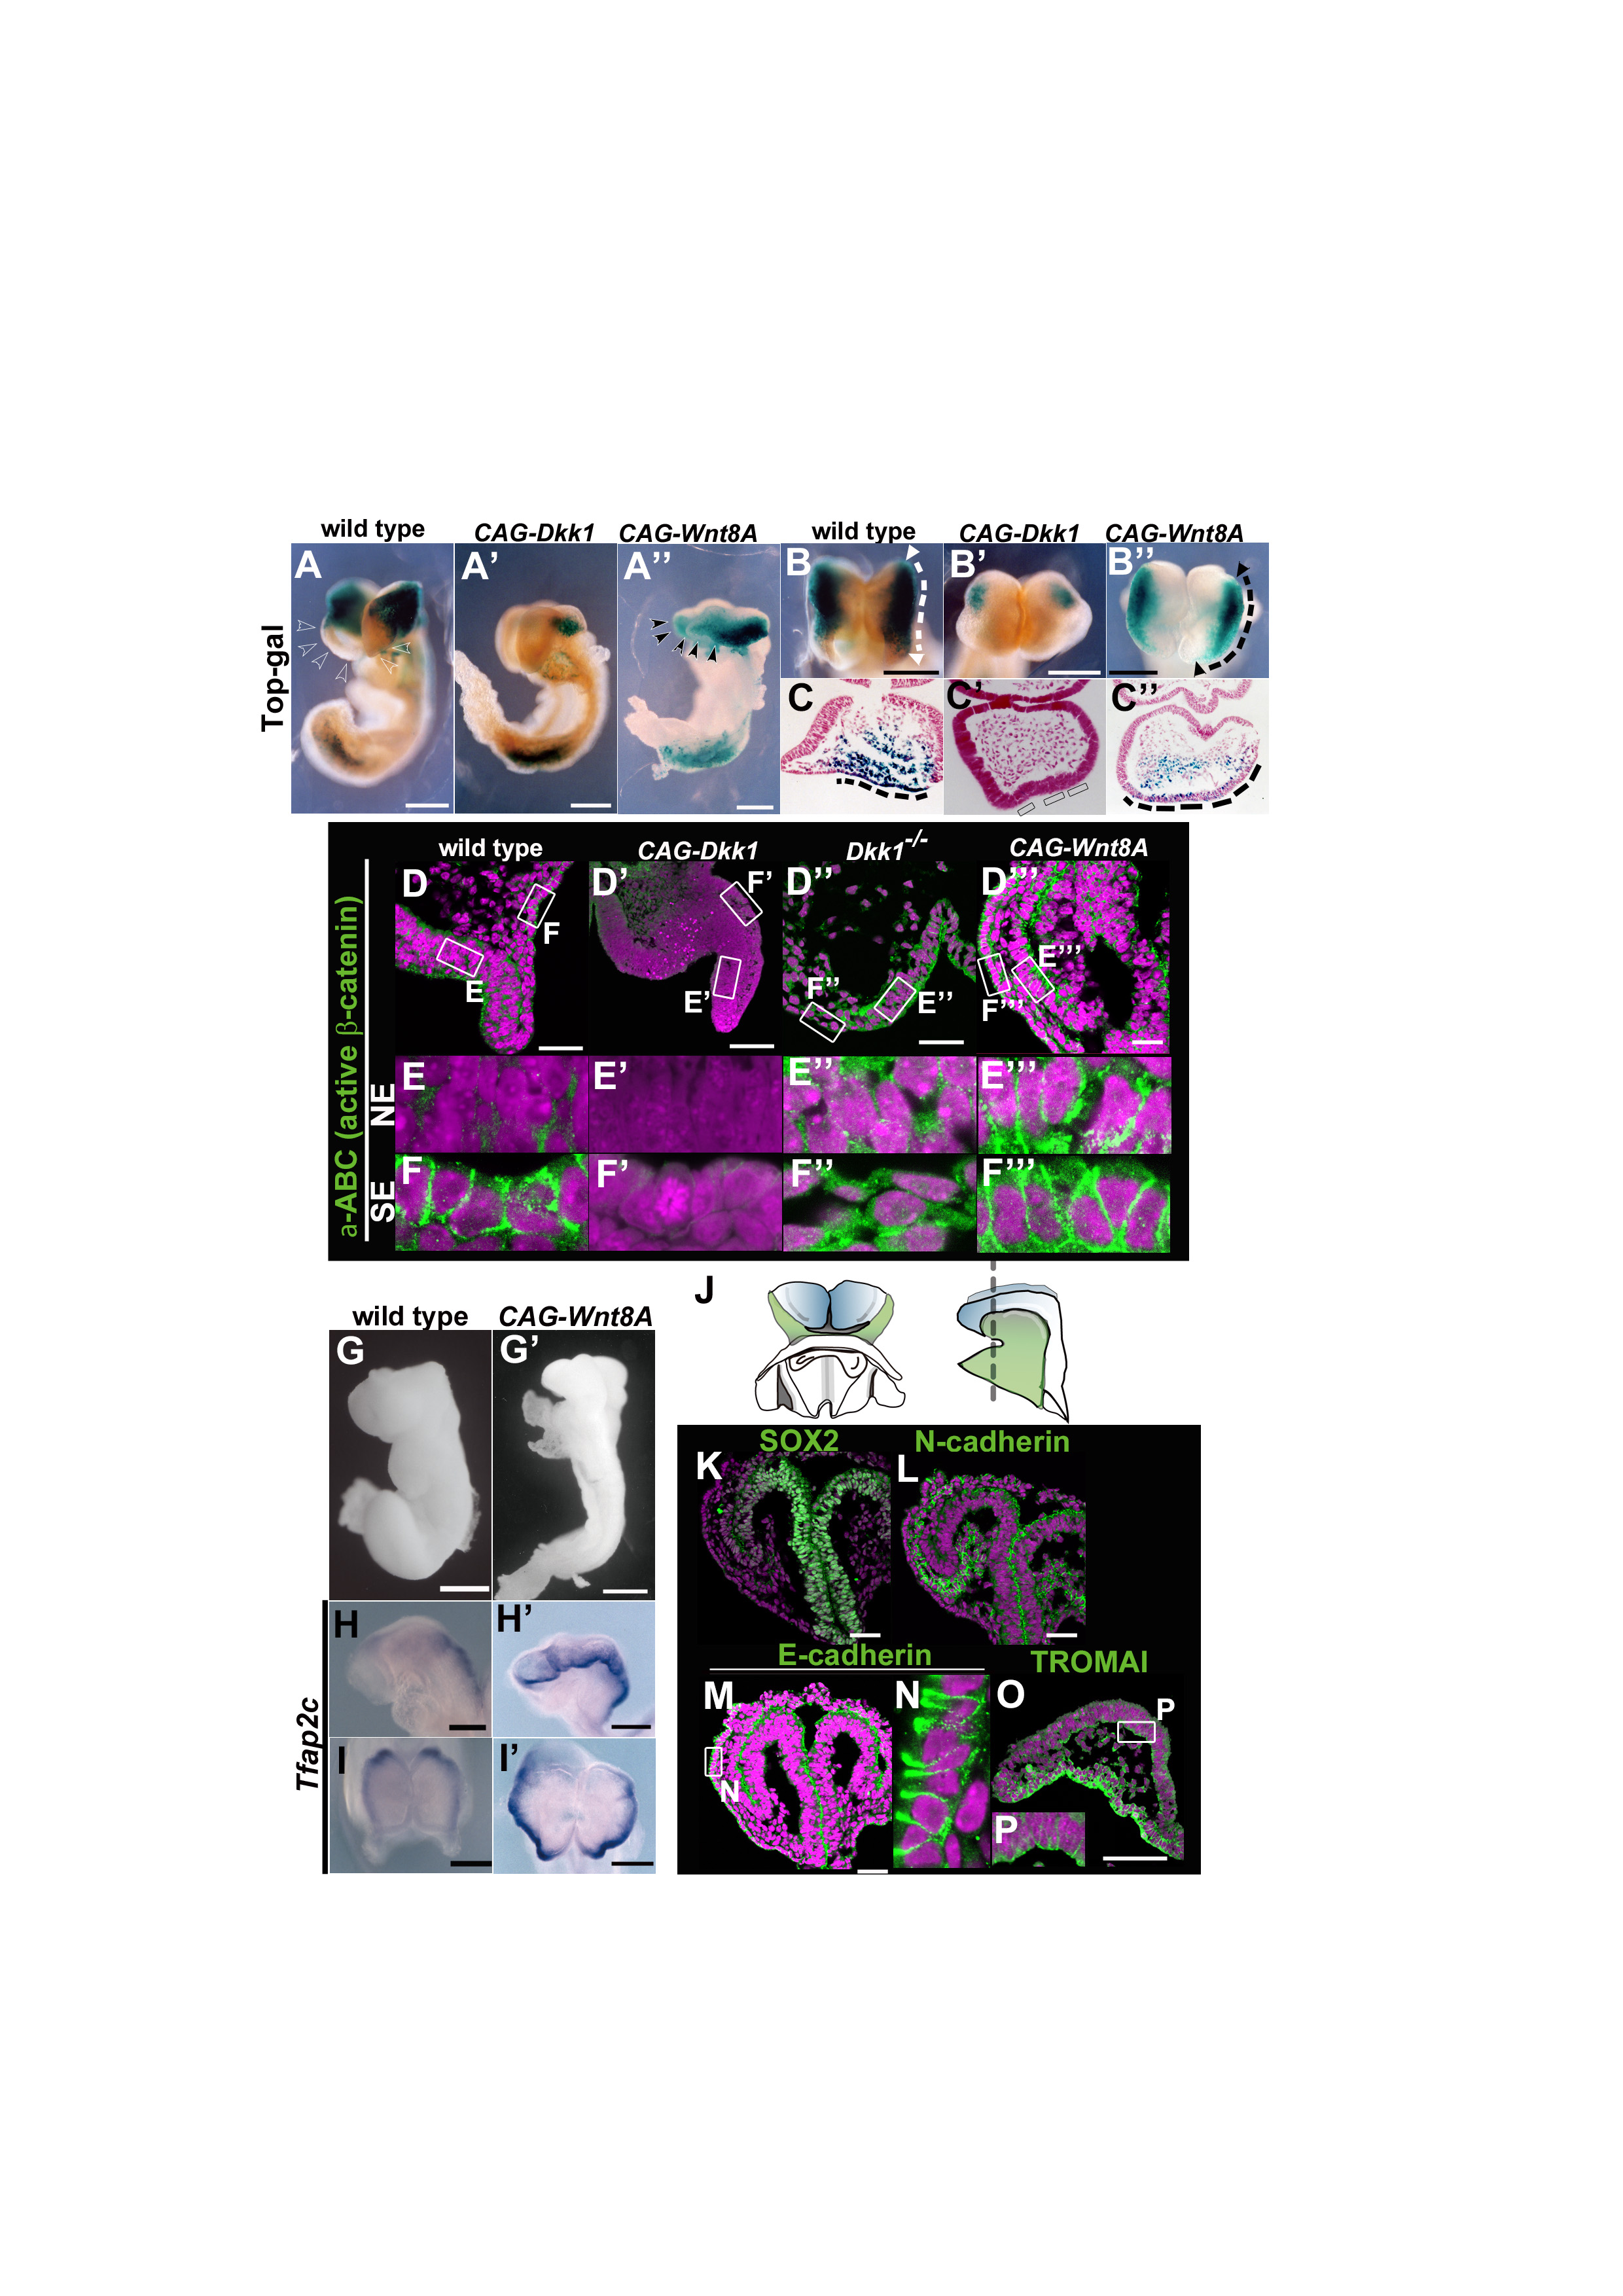
**

**Fig. S2. (related to Fig. 4) Analyses of canonical Wnt activity and molecular markers expression in transgenic and knockout embryos.** (A–Cʹʹ) Expression patterns of the Top-gal reporter in the wild-type (A–C), *CAG-Dkk1* (Aʹ–Cʹ), and *CAG-Wnt8A* embryos (Aʹʹ–Cʹʹ) at E8.5 with X-gal staining. Lateral views (A–Aʹʹ), dorsal views (B–Bʹʹ), and transverse sections (C–Cʹʹ). Top-gal expression is extended to the most anterior SE in the *CAG-Wnt8A* expression but not in the wild type (arrowheads and dotted lines in A,Aʹʹ, C,Cʹʹ). (D–Fʹʹʹ) Active form of β-catenin expression. Active β-catenin expression appears to be more intense in the SE than in the NE of the wild-type embryos (D–F). Misexpression of *Dkk1* exhibits reduced β-catenin activity (Dʹ–Fʹ), whereas *Dkk1* deficiency displays enhanced β-catenin activity in the anterior ectoderm (Dʹʹ–Fʹʹ). In *CAG-Wnt8A* embryos, active β-catenin is upregulated in the NE as well as in the SE (Dʹʹʹ–Fʹʹʹ). (G,Gʹ) Morphological features of wild type (G) and *CAG-Wnt8A* (Gʹ) at E8.5. (H–Iʹ) Whole-mount *in situ* hybridization of wild type (H,I) and *CAG-Wnt8A* (Hʹ,Iʹ) embryos with *Tfap2c,* an SE marker at E8.25. Lateral views (H,Hʹ) and dorsal views (I,Iʹ). (J) Schematics of planes of frontal sections in *CAG-Wnt8A* embryos. (K–P) Immunohistochemistry using SOX2 (K), N-cadherin (L), E-cadherin (M,N), and TROMAI (O,P) in *CAG-Wnt8A*. Scale bars: 300 μm in A–Bʹʹ,G–Iʹ; 100 μm in K–P; 50 μm in D–Dʹʹʹ.

**
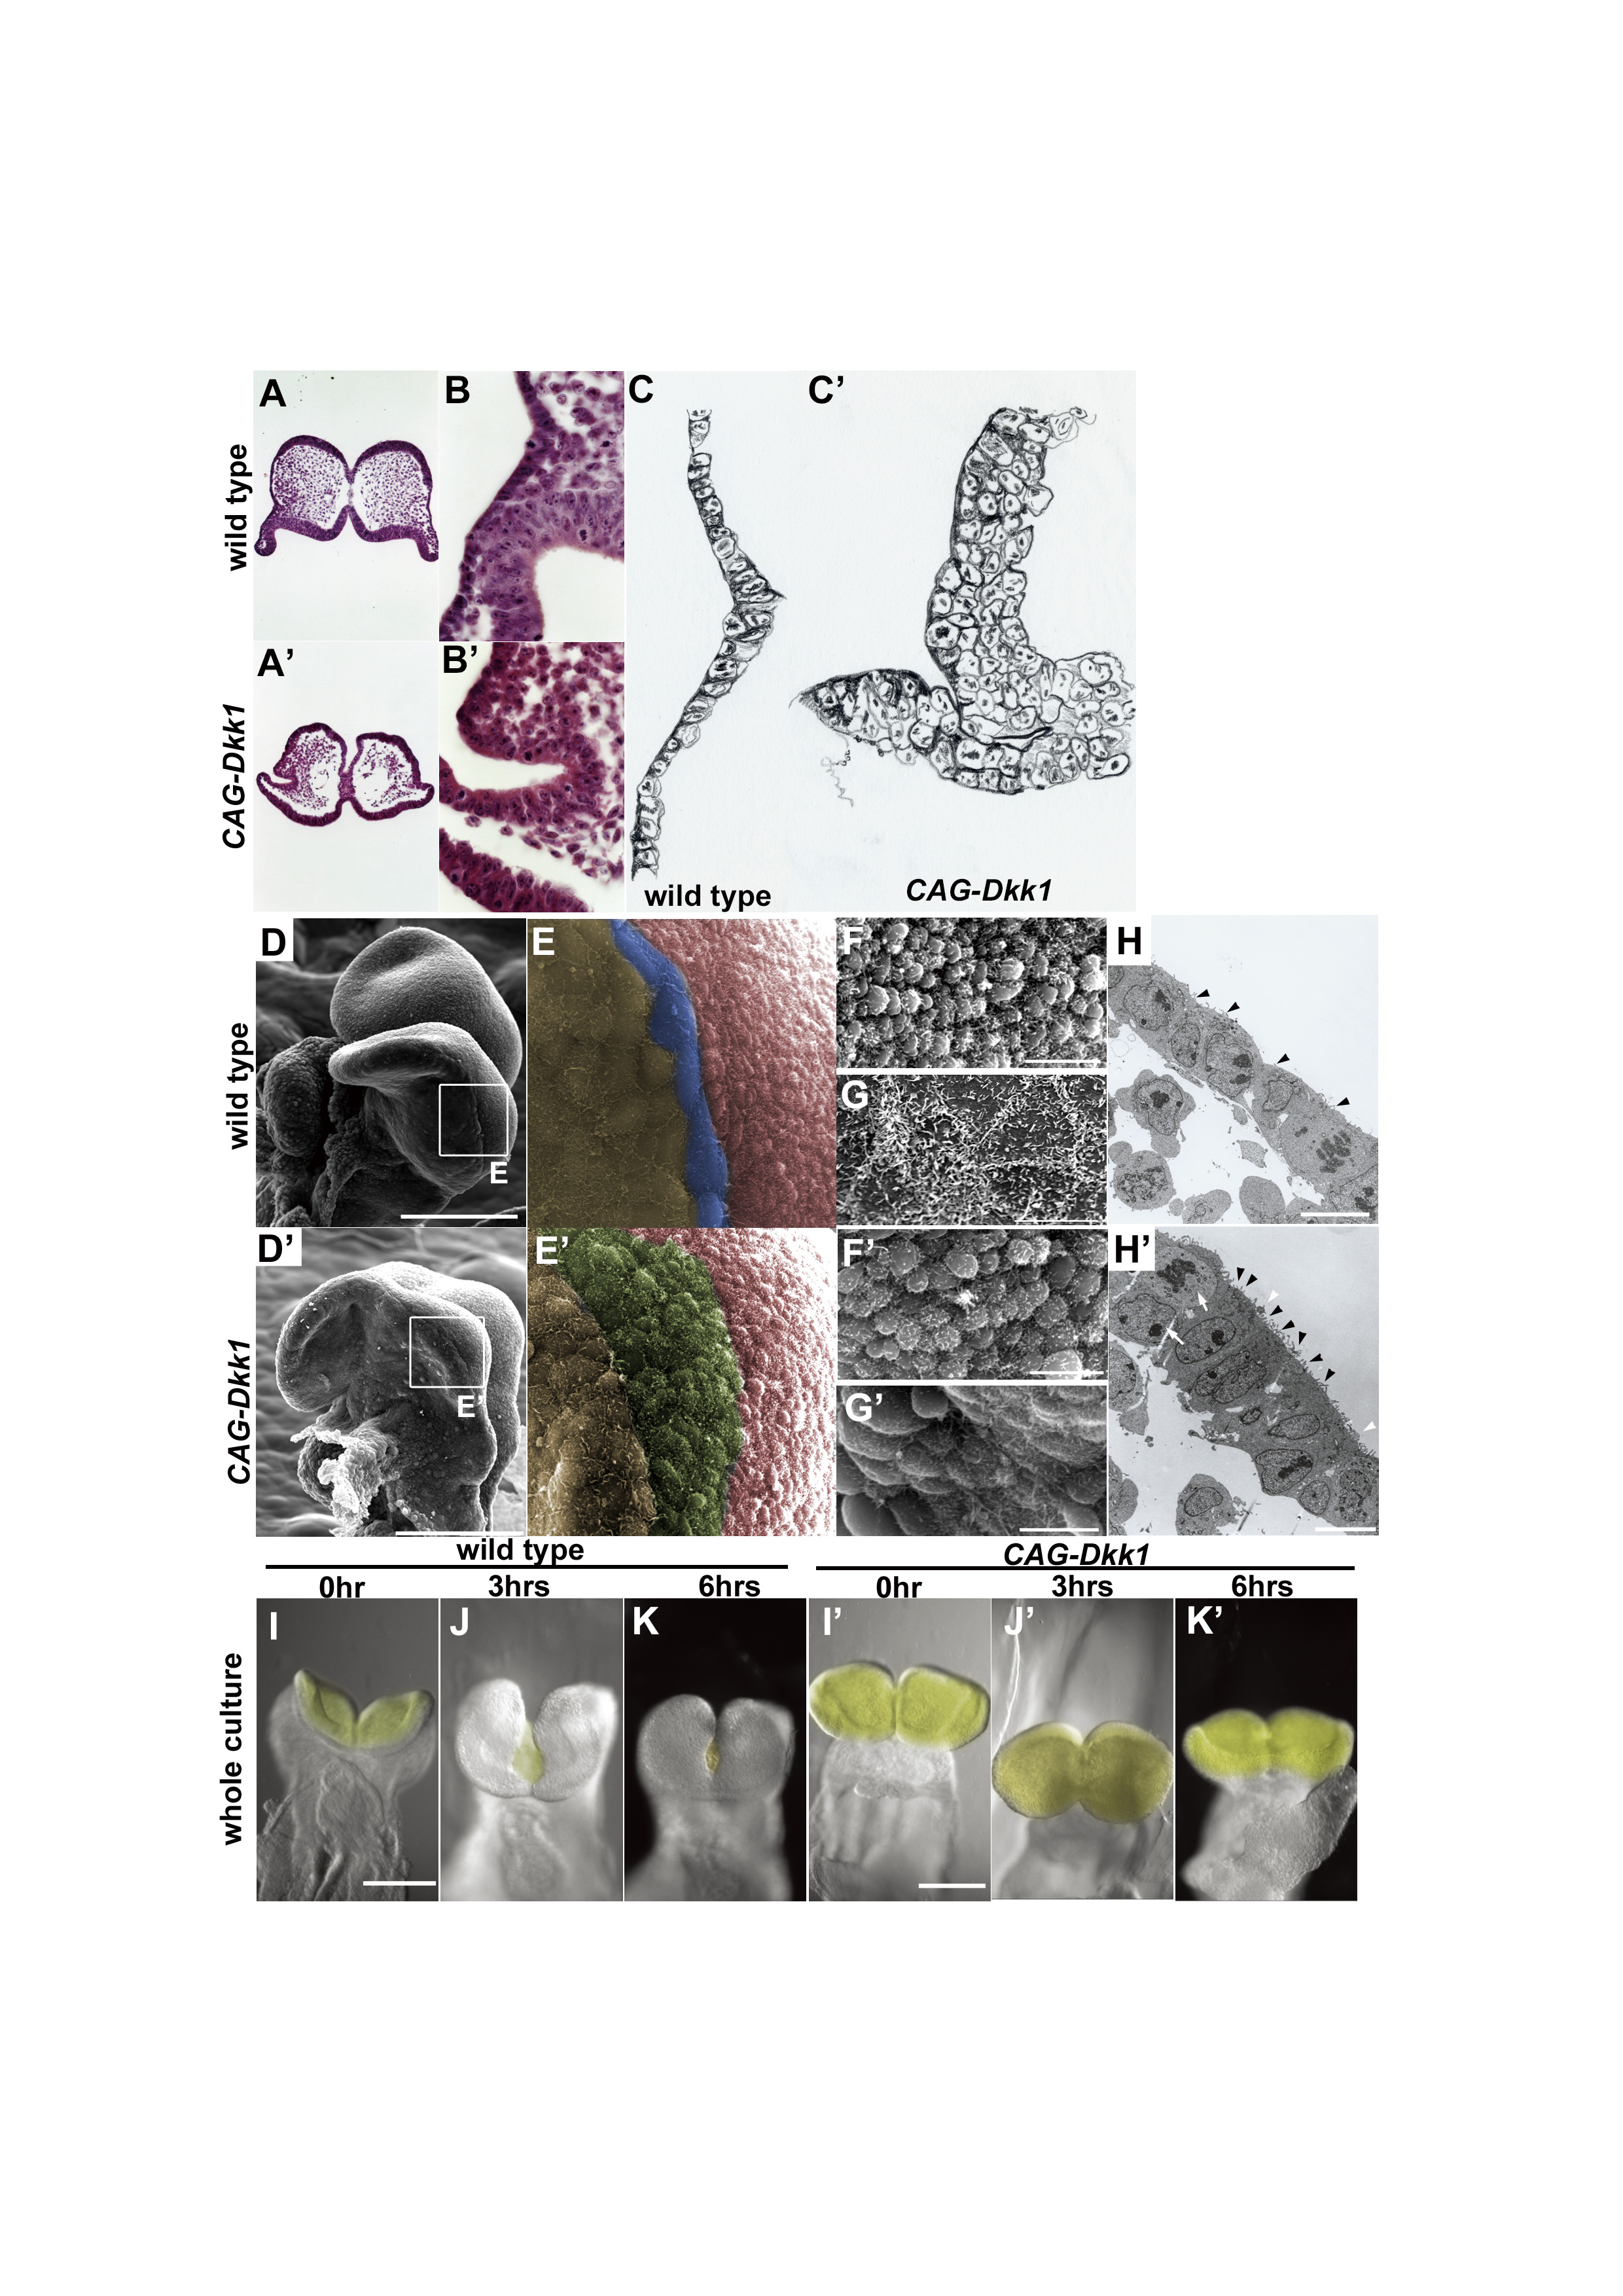
**

**Fig. S3. (related to Fig. 4) Morphological analyses of *CAG-Dkk1* embryos.** (A–Cʹ) Morphological features of wild-type (A–C) and *CAG-Dkk1* (Aʹ–Cʹ) embryos in hematoxylin-and-eosin-stained transverse sections at E8.5 (A–Bʹ). Multiple layers of the presumptive SE region in *CAG-Dkk1* embryos are formed (Bʹ, Cʹ), whereas there is only a simple layer of SE in wild-type embryos (B,C). (D–Hʹ) Fine structures of rostral NE and adjacent SE are shown with scanning electron microscopy (SEM) (D–Gʹ) and transmission electron microscopy (TEM) (H,Hʹ) of wild-type (D–H) and *CAG-Dkk1* embryos (Dʹ–Hʹ) at E8.5. NE (F,Fʹ) and SE (G,Gʹ). The neural plate border, “flattened cells (blue)” between the SE (yellow) and NE (red) is clearly observed in the wild-type embryos at E8.5 (E), whereas the border (Eʹ, green) between the SE and NE regions and bearing characteristics of NE-like cells is evident in the *CAG-Dkk1* embryo (Gʹ). Microvilli (arrowheads) and bleb-like protrusions (open arrowheads) are more abundant in the SE region of the *CAG-Dkk1* embryos than in that of the wild-type embryos (H,Hʹ). (I–Kʹ) External views of whole embryos after *in vitro* cultures (for 0, 3, and 6 h; 4–5 somites at the start of culture) are presented. Wild-type embryos appear to close the telencephalic neuropore mostly after the 6-h culture (K), whereas *CAG-Dkk1* embryos remain open (Kʹ) (opened neural plate in yellow). Scale bars: 200 μm in D,Dʹ, 100 μm in I,Iʹ; 10 μm in F–Hʹ.

**
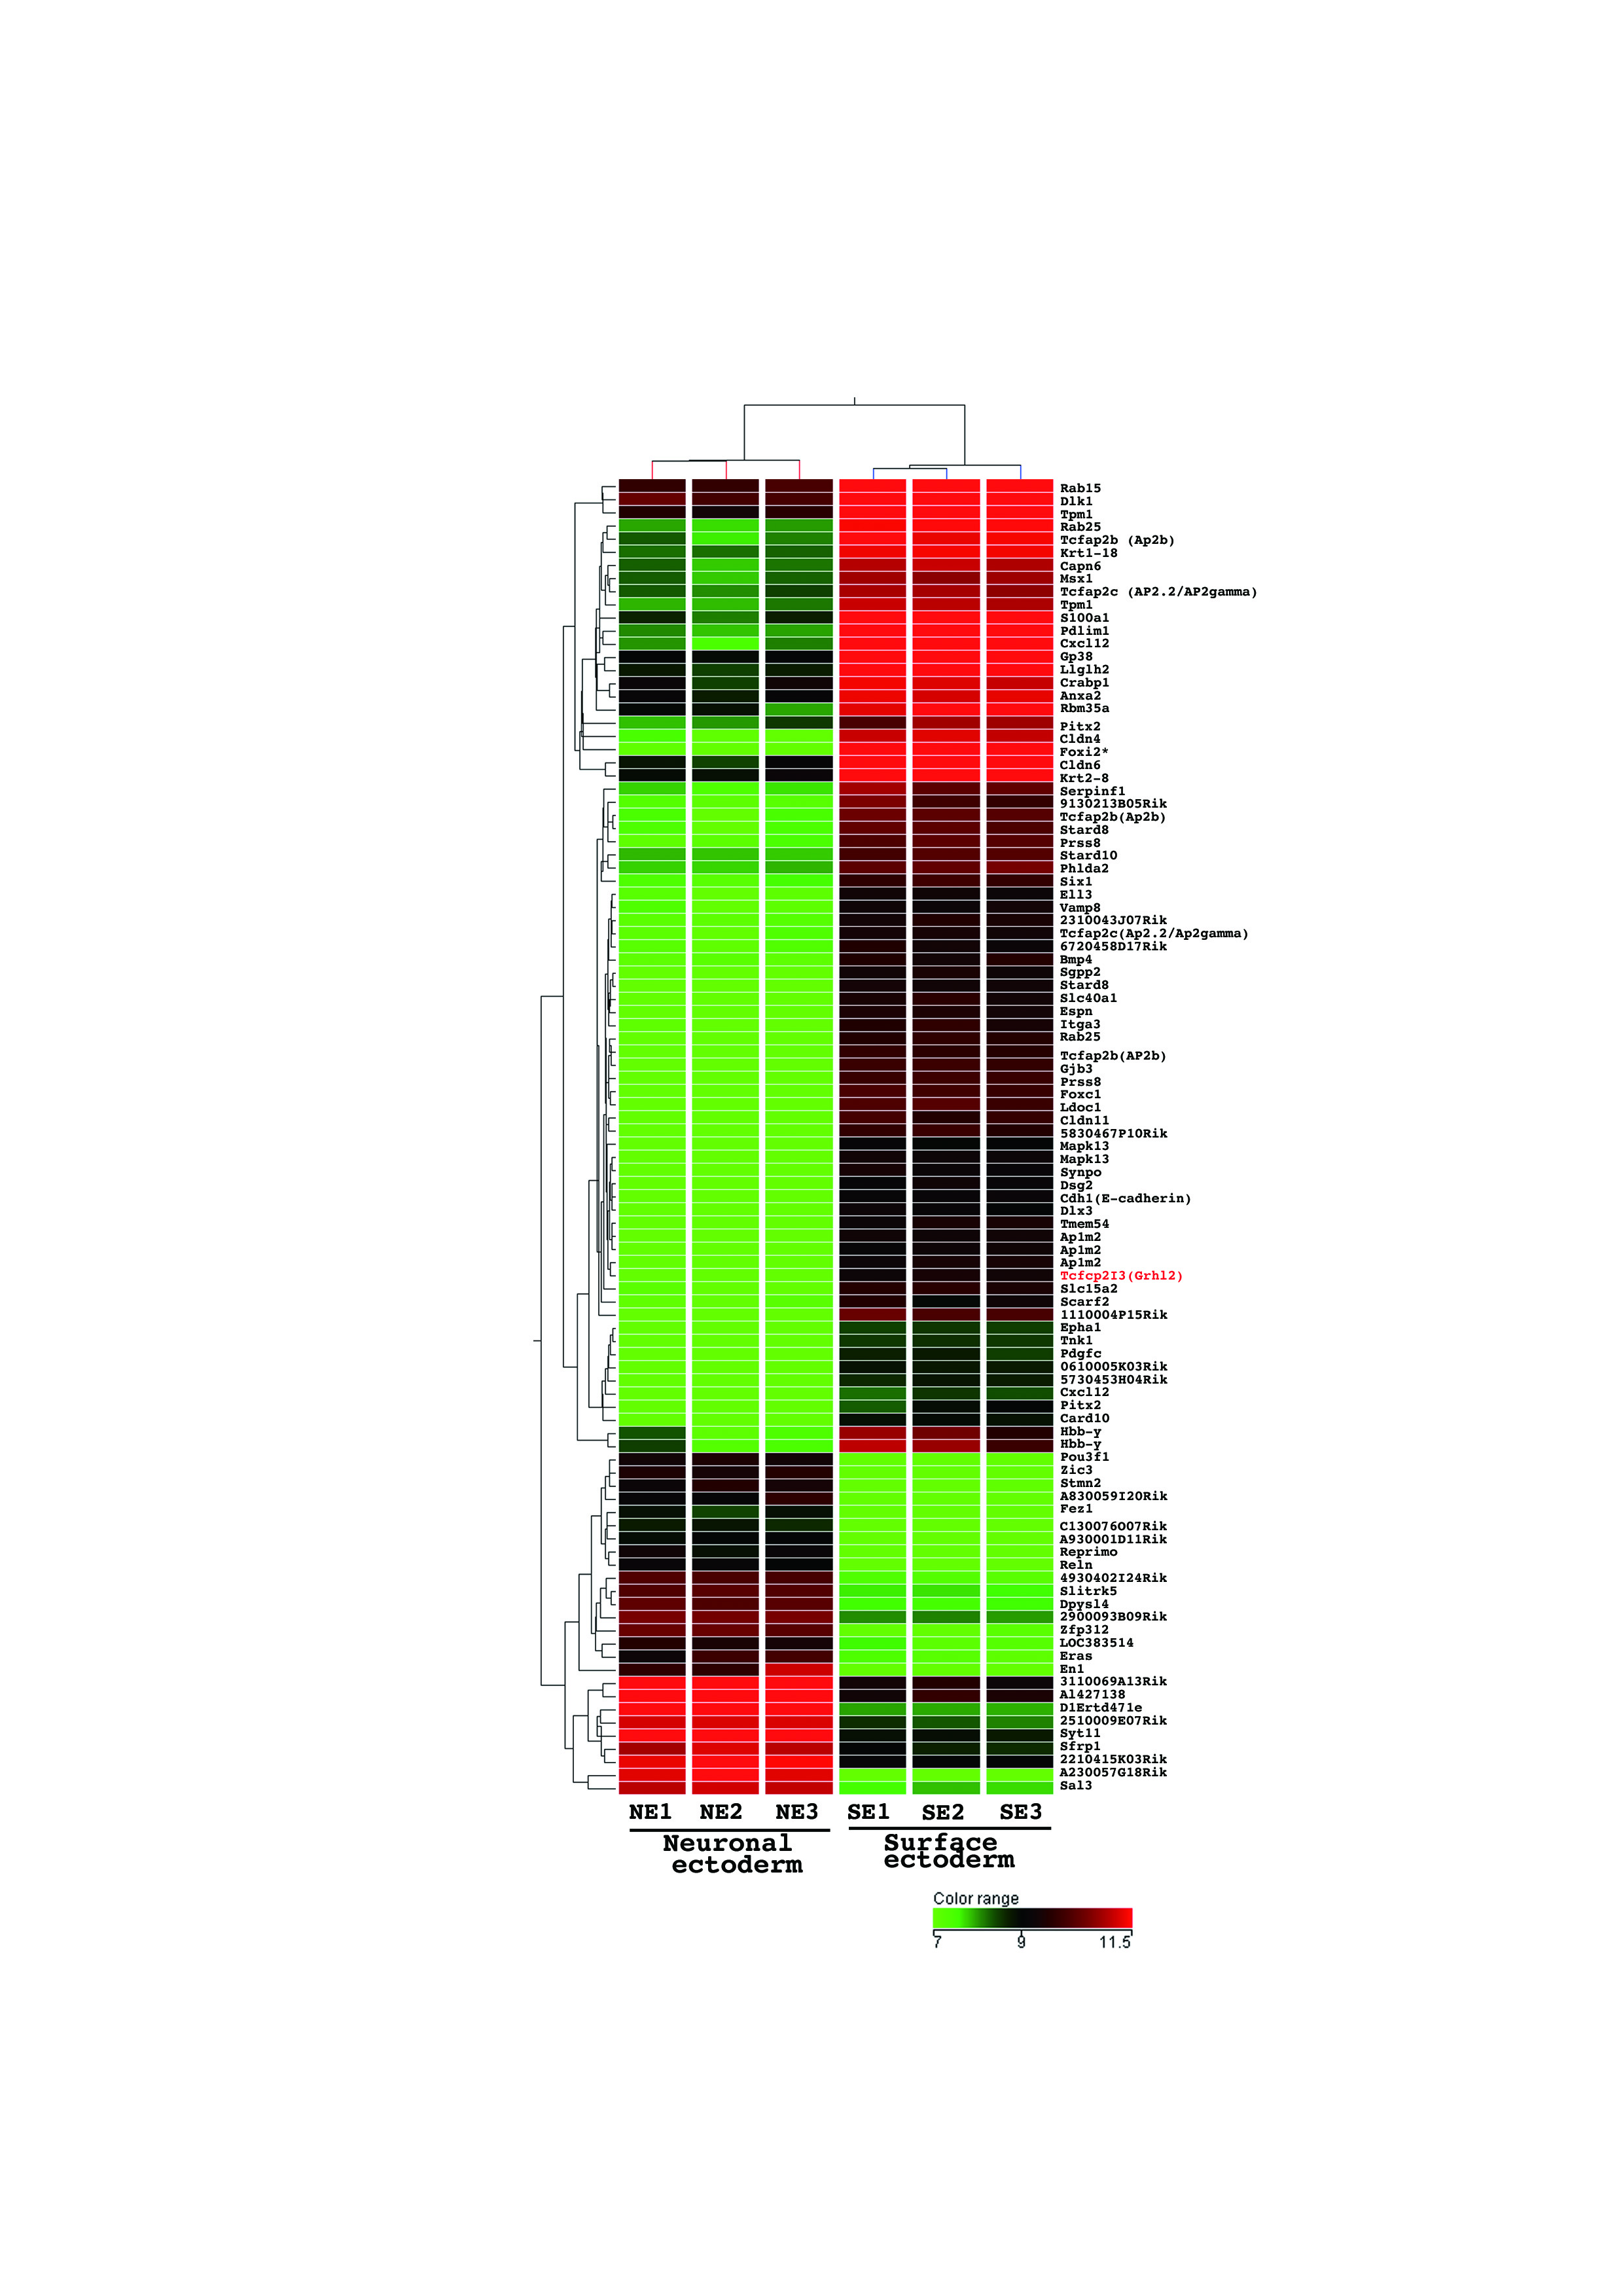
**

**Fig. S4. (related to Fig. 5) A screenshot of the microarray between surface ectoderm and neural ectoderm at E8.5.** Heatmap representation of the down- and up-regulated genes between the NE and SE (p<0.05). Red represents higher copy number and green represents lower copy number.

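En1, a homeobox gene expressed in NE, had a log2 scaled signal of 9.77, 11.10 and 9.80 on NE arrays 1, 2 and 3 in the deposited scaled values, and Esrp1, an epithelial splicing factor gene, 8.93, 7.93 and 8.90. Cxcl12, which encodes a chemokine, had 8.02, 8.11 and 7.46, and Tfap2b, an AP-2 factor of neural crest and ectoderm, 8.30, 8.09 and 7.69. Capn6, which encodes a calpain, had 8.28, 8.15 and 7.84. These genes were picked after their values were seen, because their NE arrays differ. Over all 19590 probes tested, 3352 were higher in SE and 3958 higher in NE at an adjusted p under 0.05 from limma, together 37.3% of those tested. These probes belong to 2254 and 2618 genes with a single symbol. For 51.0% of the probes all 3 arrays of 1 tissue lay above all 3 of the other, where chance gives 10%. Of the probes that differed, 45.9% were higher in SE, and 34.6% were when each array was centred on its median in place of quantile normalization. Across probes, arrays of the same tissue correlated with r from 0.994 to 0.995, and arrays of different tissues with r from 0.955 to 0.962.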

**
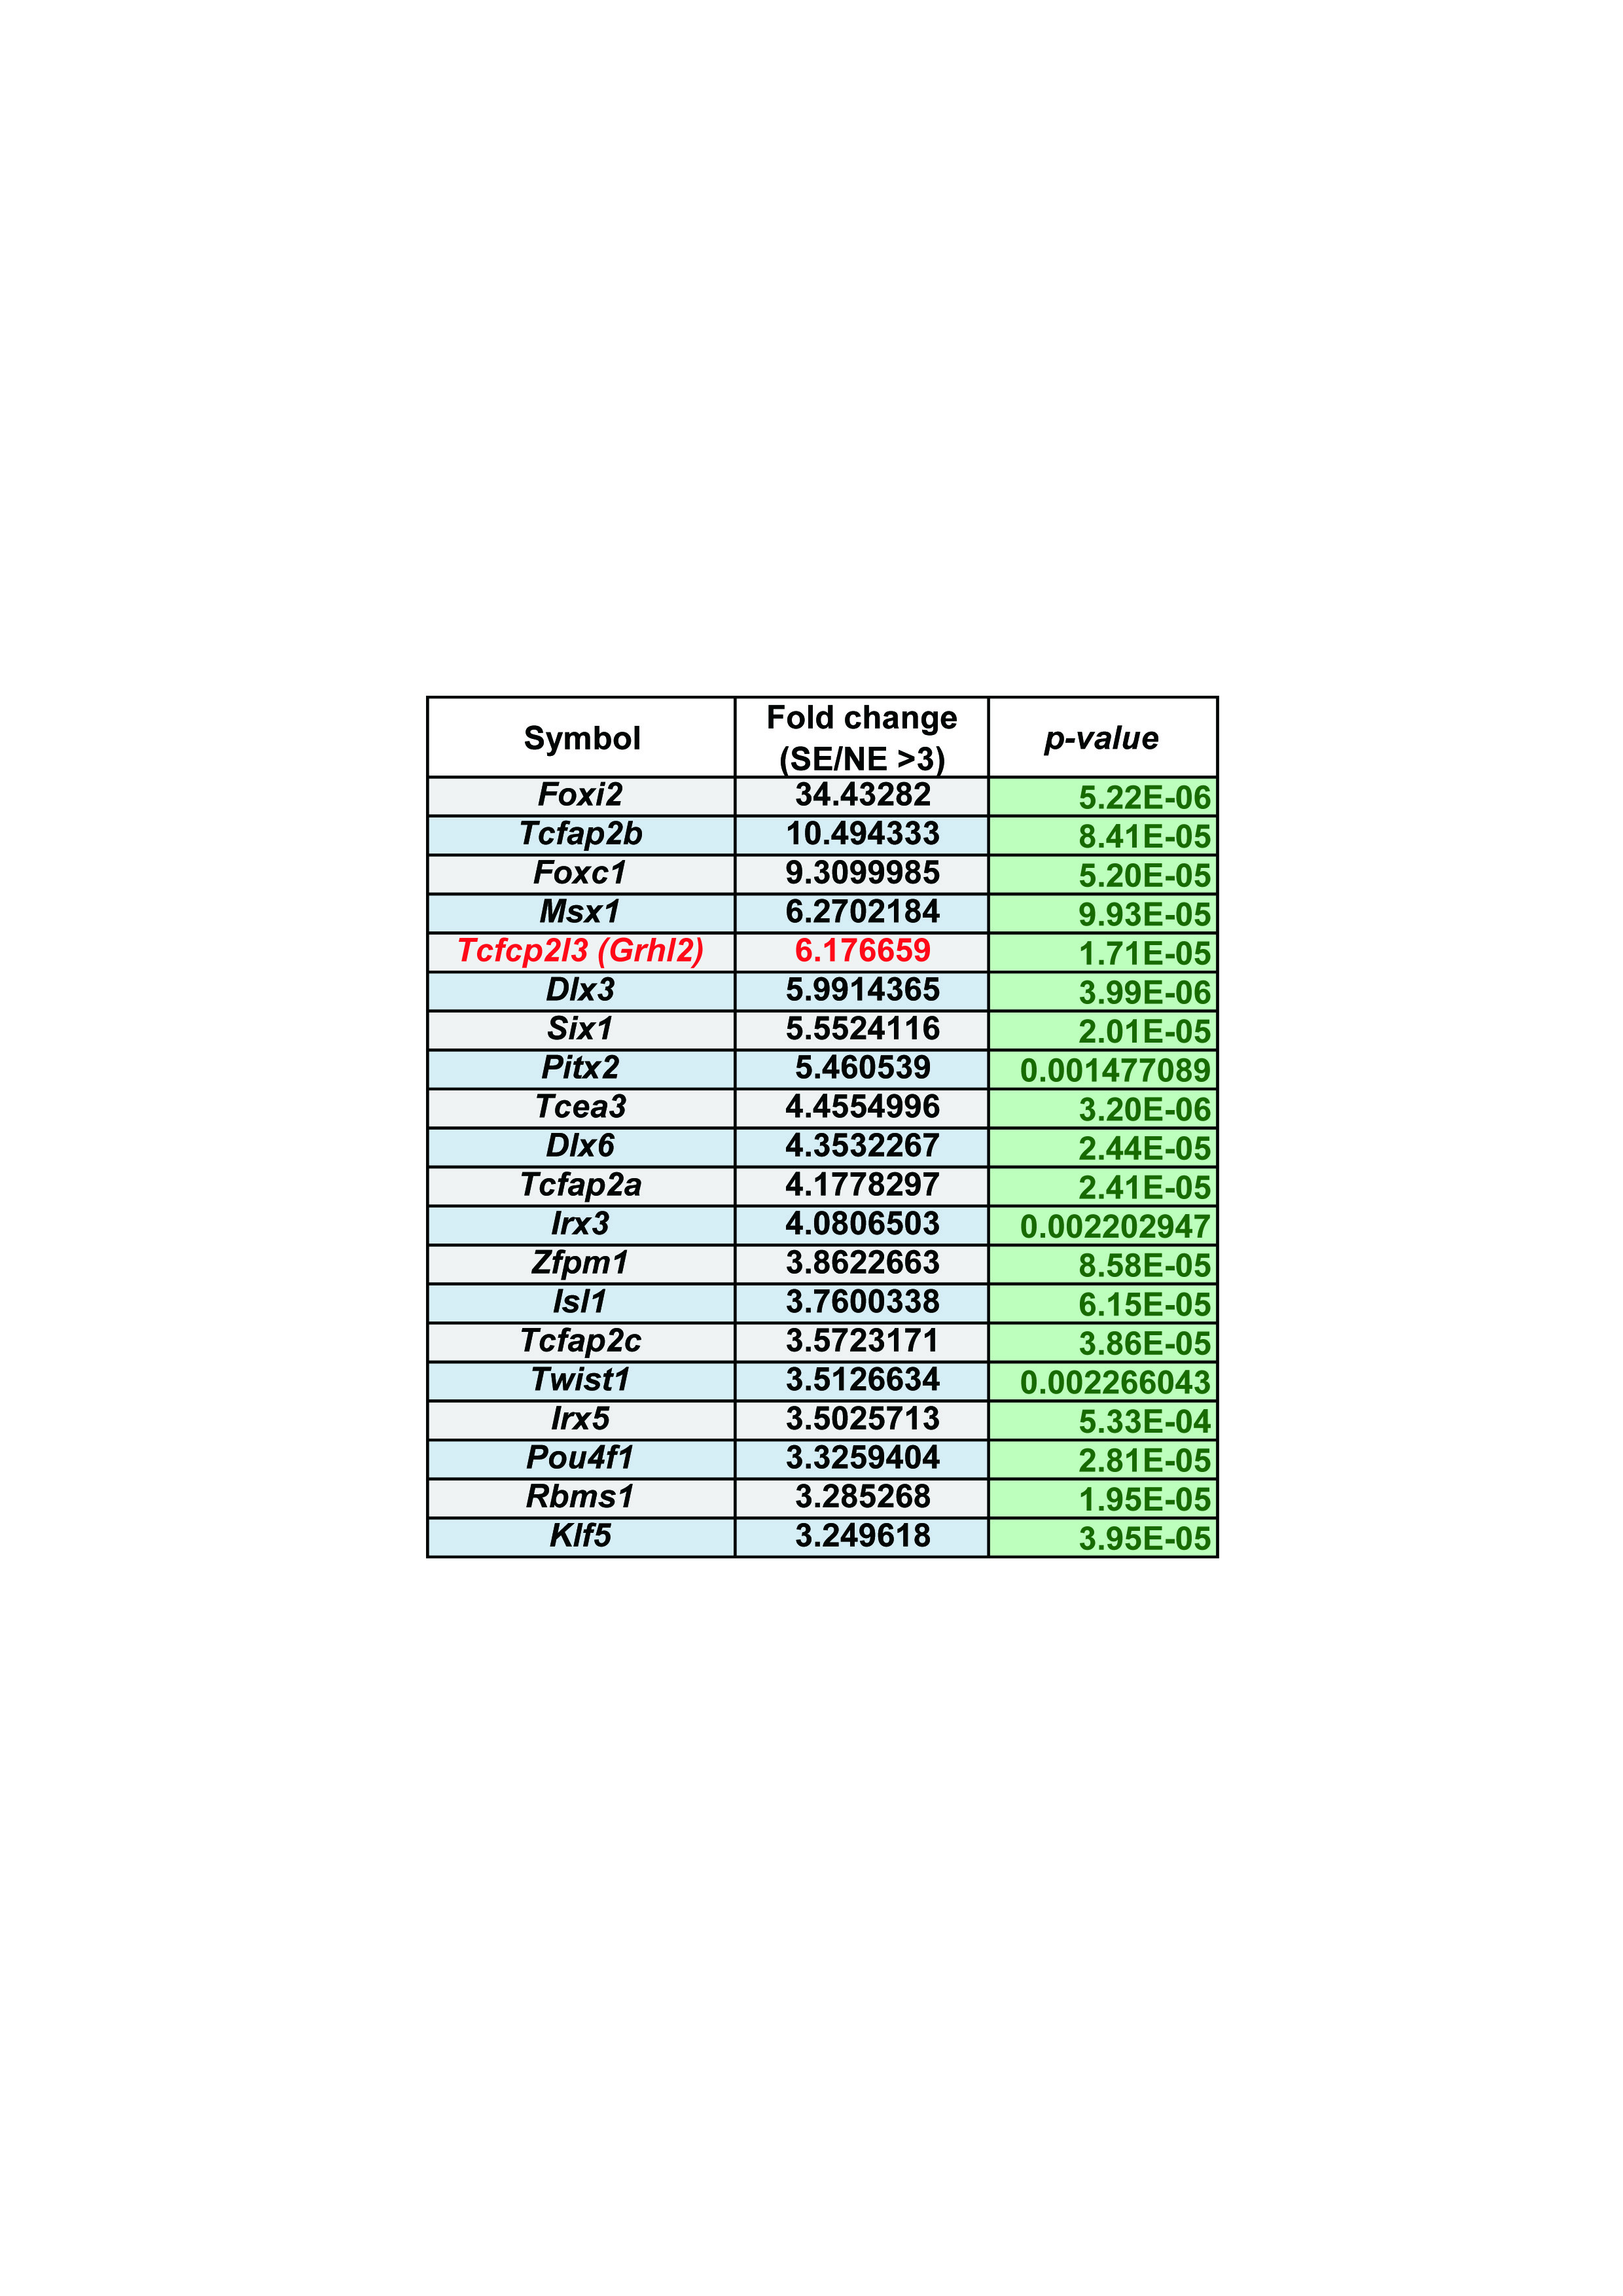
**

**Fig. S5. (related to Fig. 5) A list of transcription factors identified by DNA microarray in the SE compared to the NE.** Listed genes display > 3.0-fold enrichment in surface ectoderm vs. neural ectoderm cells (p<0.05). The most upregulated transcription factor is *Foxi2*.

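Foxc1, a forkhead factor of head mesenchyme, was 14.6-fold higher in SE, with a log2 signal of 9.93 ± 0.061 (SD, n = 3 arrays) in SE and 6.07 ± 0.46 (SD, n = 3 arrays) in NE. Tfap2b was 12.6-fold higher at its brightest probe, and its 6 probes had log2 differences from 1.05 to 3.66. For Foxi2, a forkhead factor of the preplacodal ectoderm, the log2 signal was 12.04 ± 0.18 (SD, n = 3 arrays) in SE and 6.33 ± 0.26 (SD, n = 3 arrays) in NE, the largest fold among the 17 genes of Fig. S5 that were tested. Its log2 difference of 5.71 had a standard error of 0.15 and an adjusted p of 2.97e-07 from limma. Trp63, a transcription factor of stratified epithelia that is not in the figure, was not detected on any NE array and was at least 21.1-fold higher in SE. A fold in such a list compares the signal of 1 gene between the tissues and does not rank the levels of different genes, since probes differ in how strongly they bind.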

**
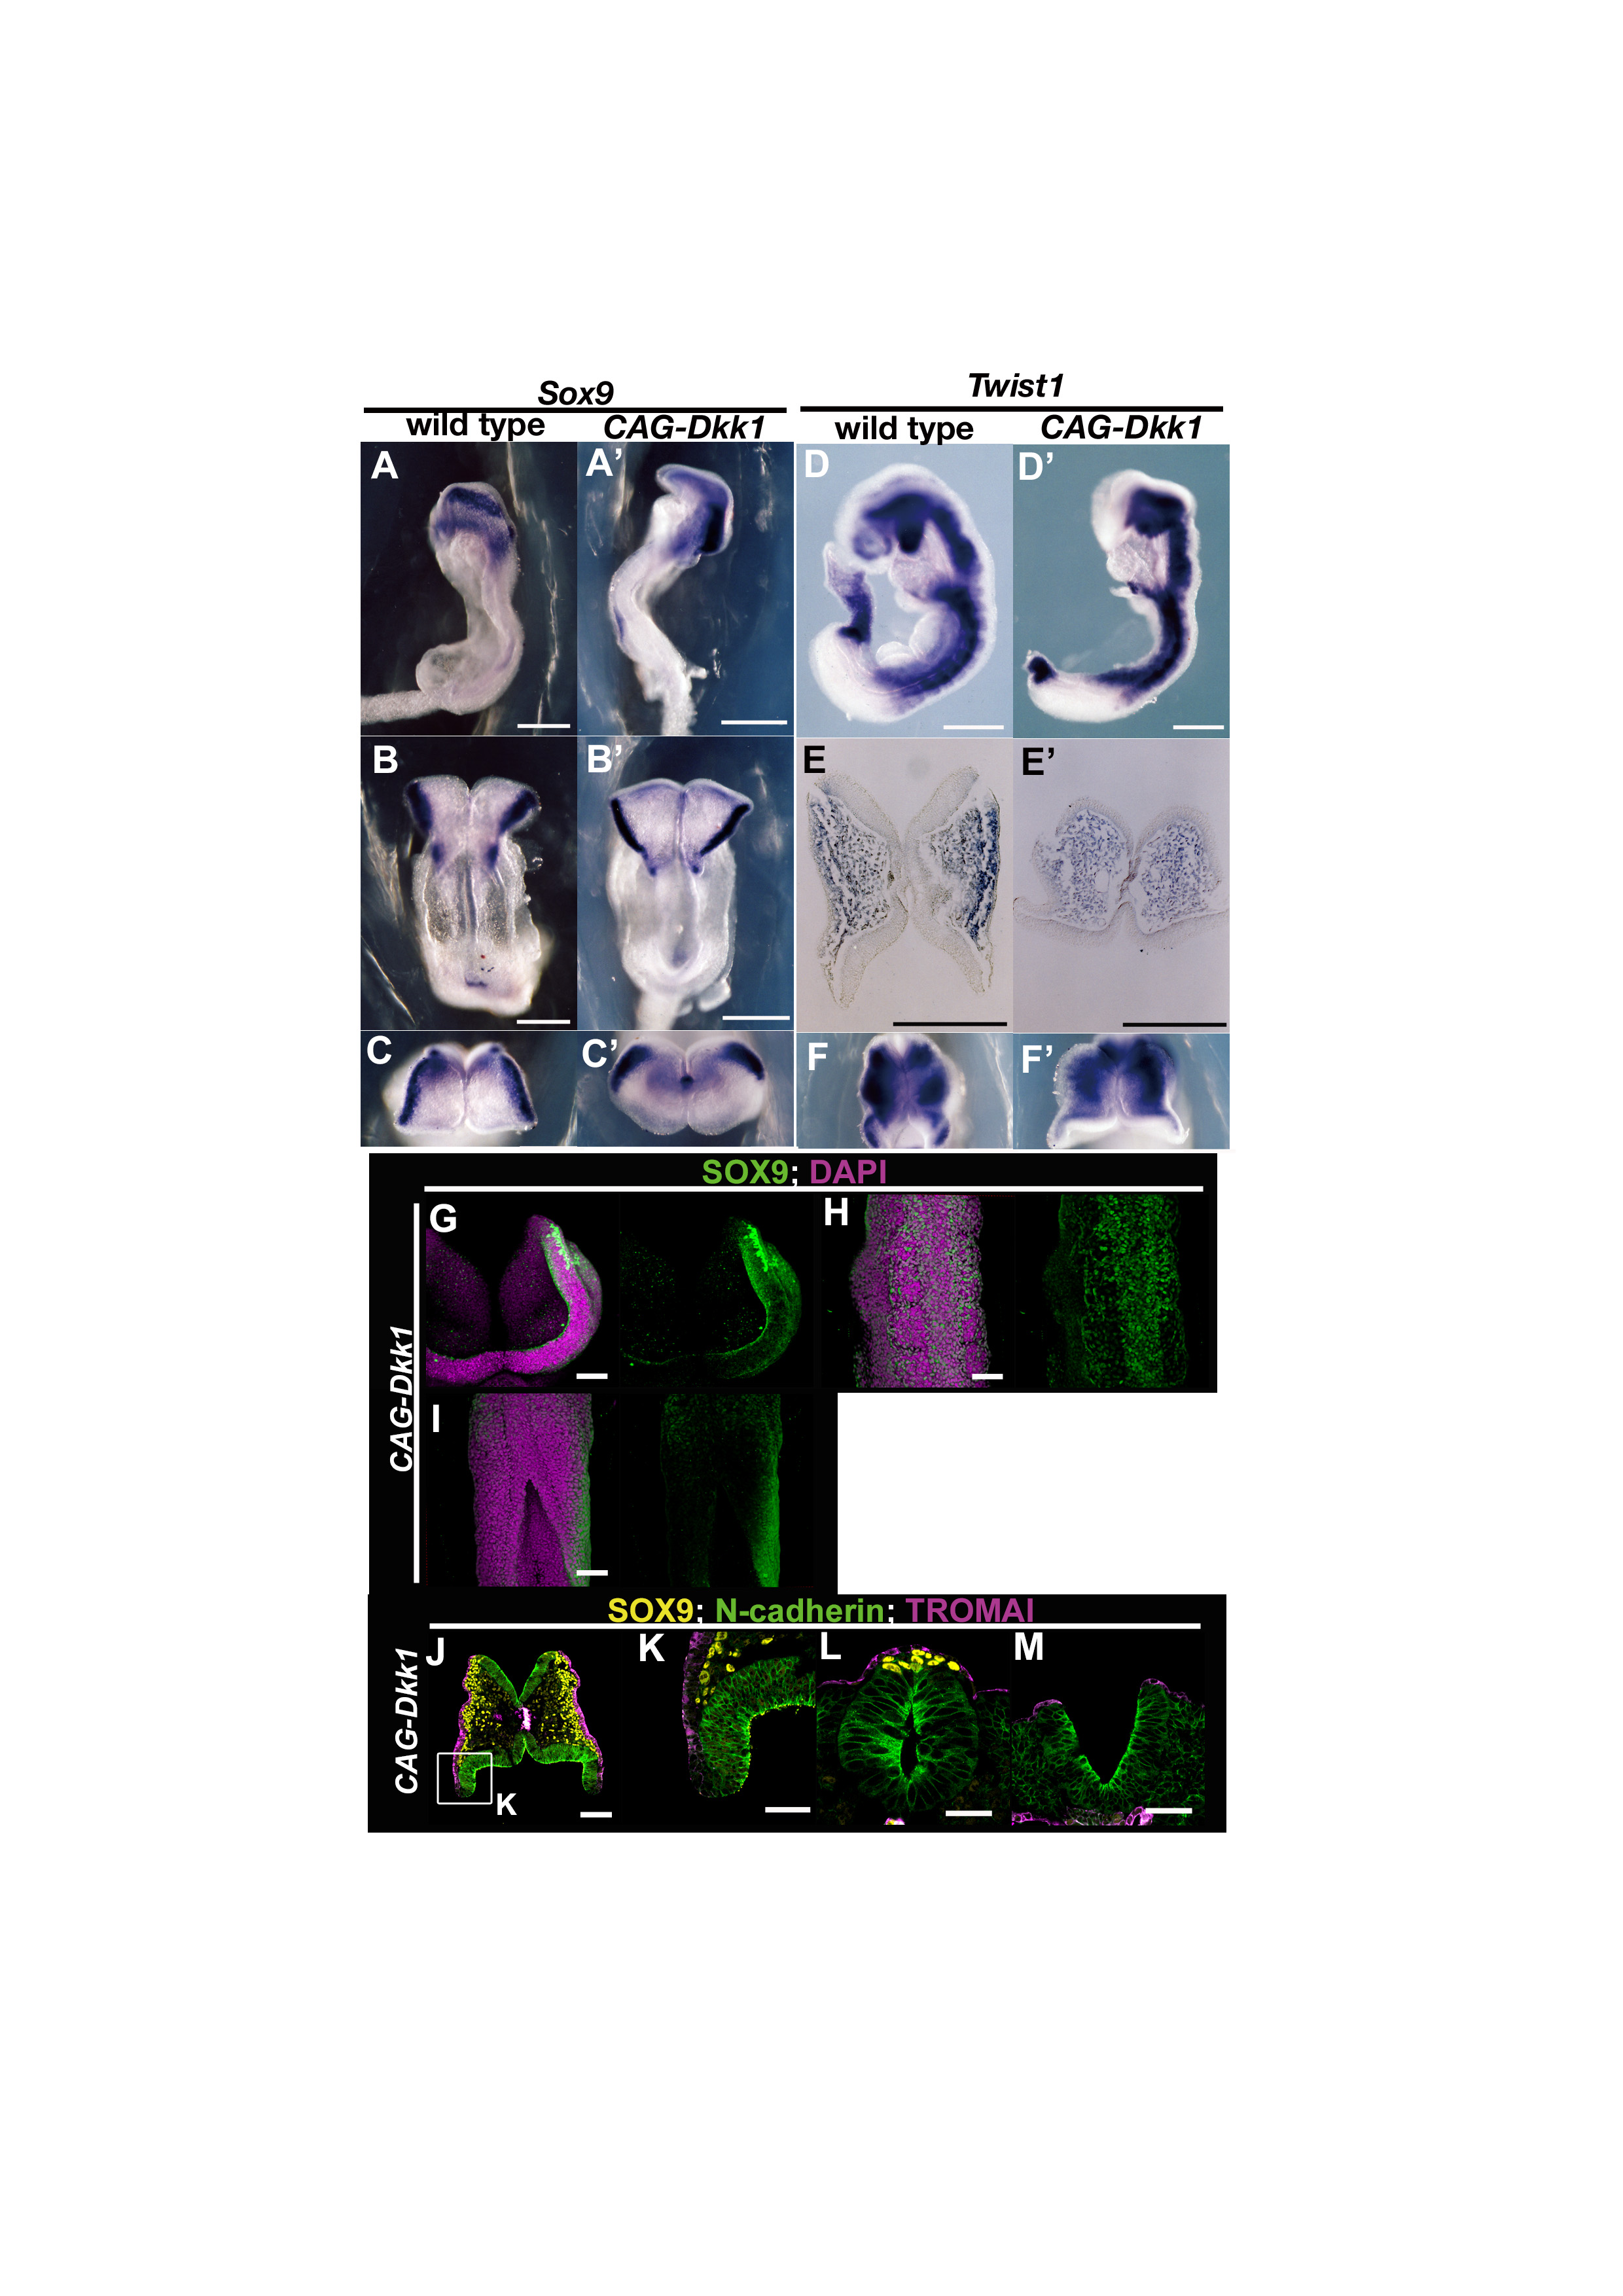
**

**Fig. S6. (related to Figs. 2, 4) The development of neural crest cells appeared to be unaffected in *CAG-Dkk1* embryos.** (A–Fʹ) Whole-mount *in situ* hybridization (A–Cʹ,D,Dʹ,F,Fʹ) and its transverse sections (E,Eʹ). Wild-type (A–F) and *CAG-Dkk1* (Aʹ–Fʹ) embryos at E8.5. *Sox9* (A–Cʹ) and *Twist1* (D–Fʹ). Lateral views (A,Aʹ, D,Dʹ) and dorsal views (B–Cʹ, F,Fʹ). (G–M) Whole-mount embryos (G–I) and frozen sections (J–M) with immunohistochemistry. SOX9 (green in G–I, yellow in J–M), N-cadherin (green in J–M), TROMAI (magenta in J–M) and DAPI (magenta in G–I) at E8.5. The expressions of *Sox9* and *Twist1*, which are markers of neural crest cells and cephalic mesenchyme, appeared to be unaltered in the *CAG-Dkk1* embryos (Aʹ–Fʹ, G–M). Scale bars: 300 μm in A–Bʹ, D–Eʹ; 100 μm in G–J; 50 μm in K–M.

**
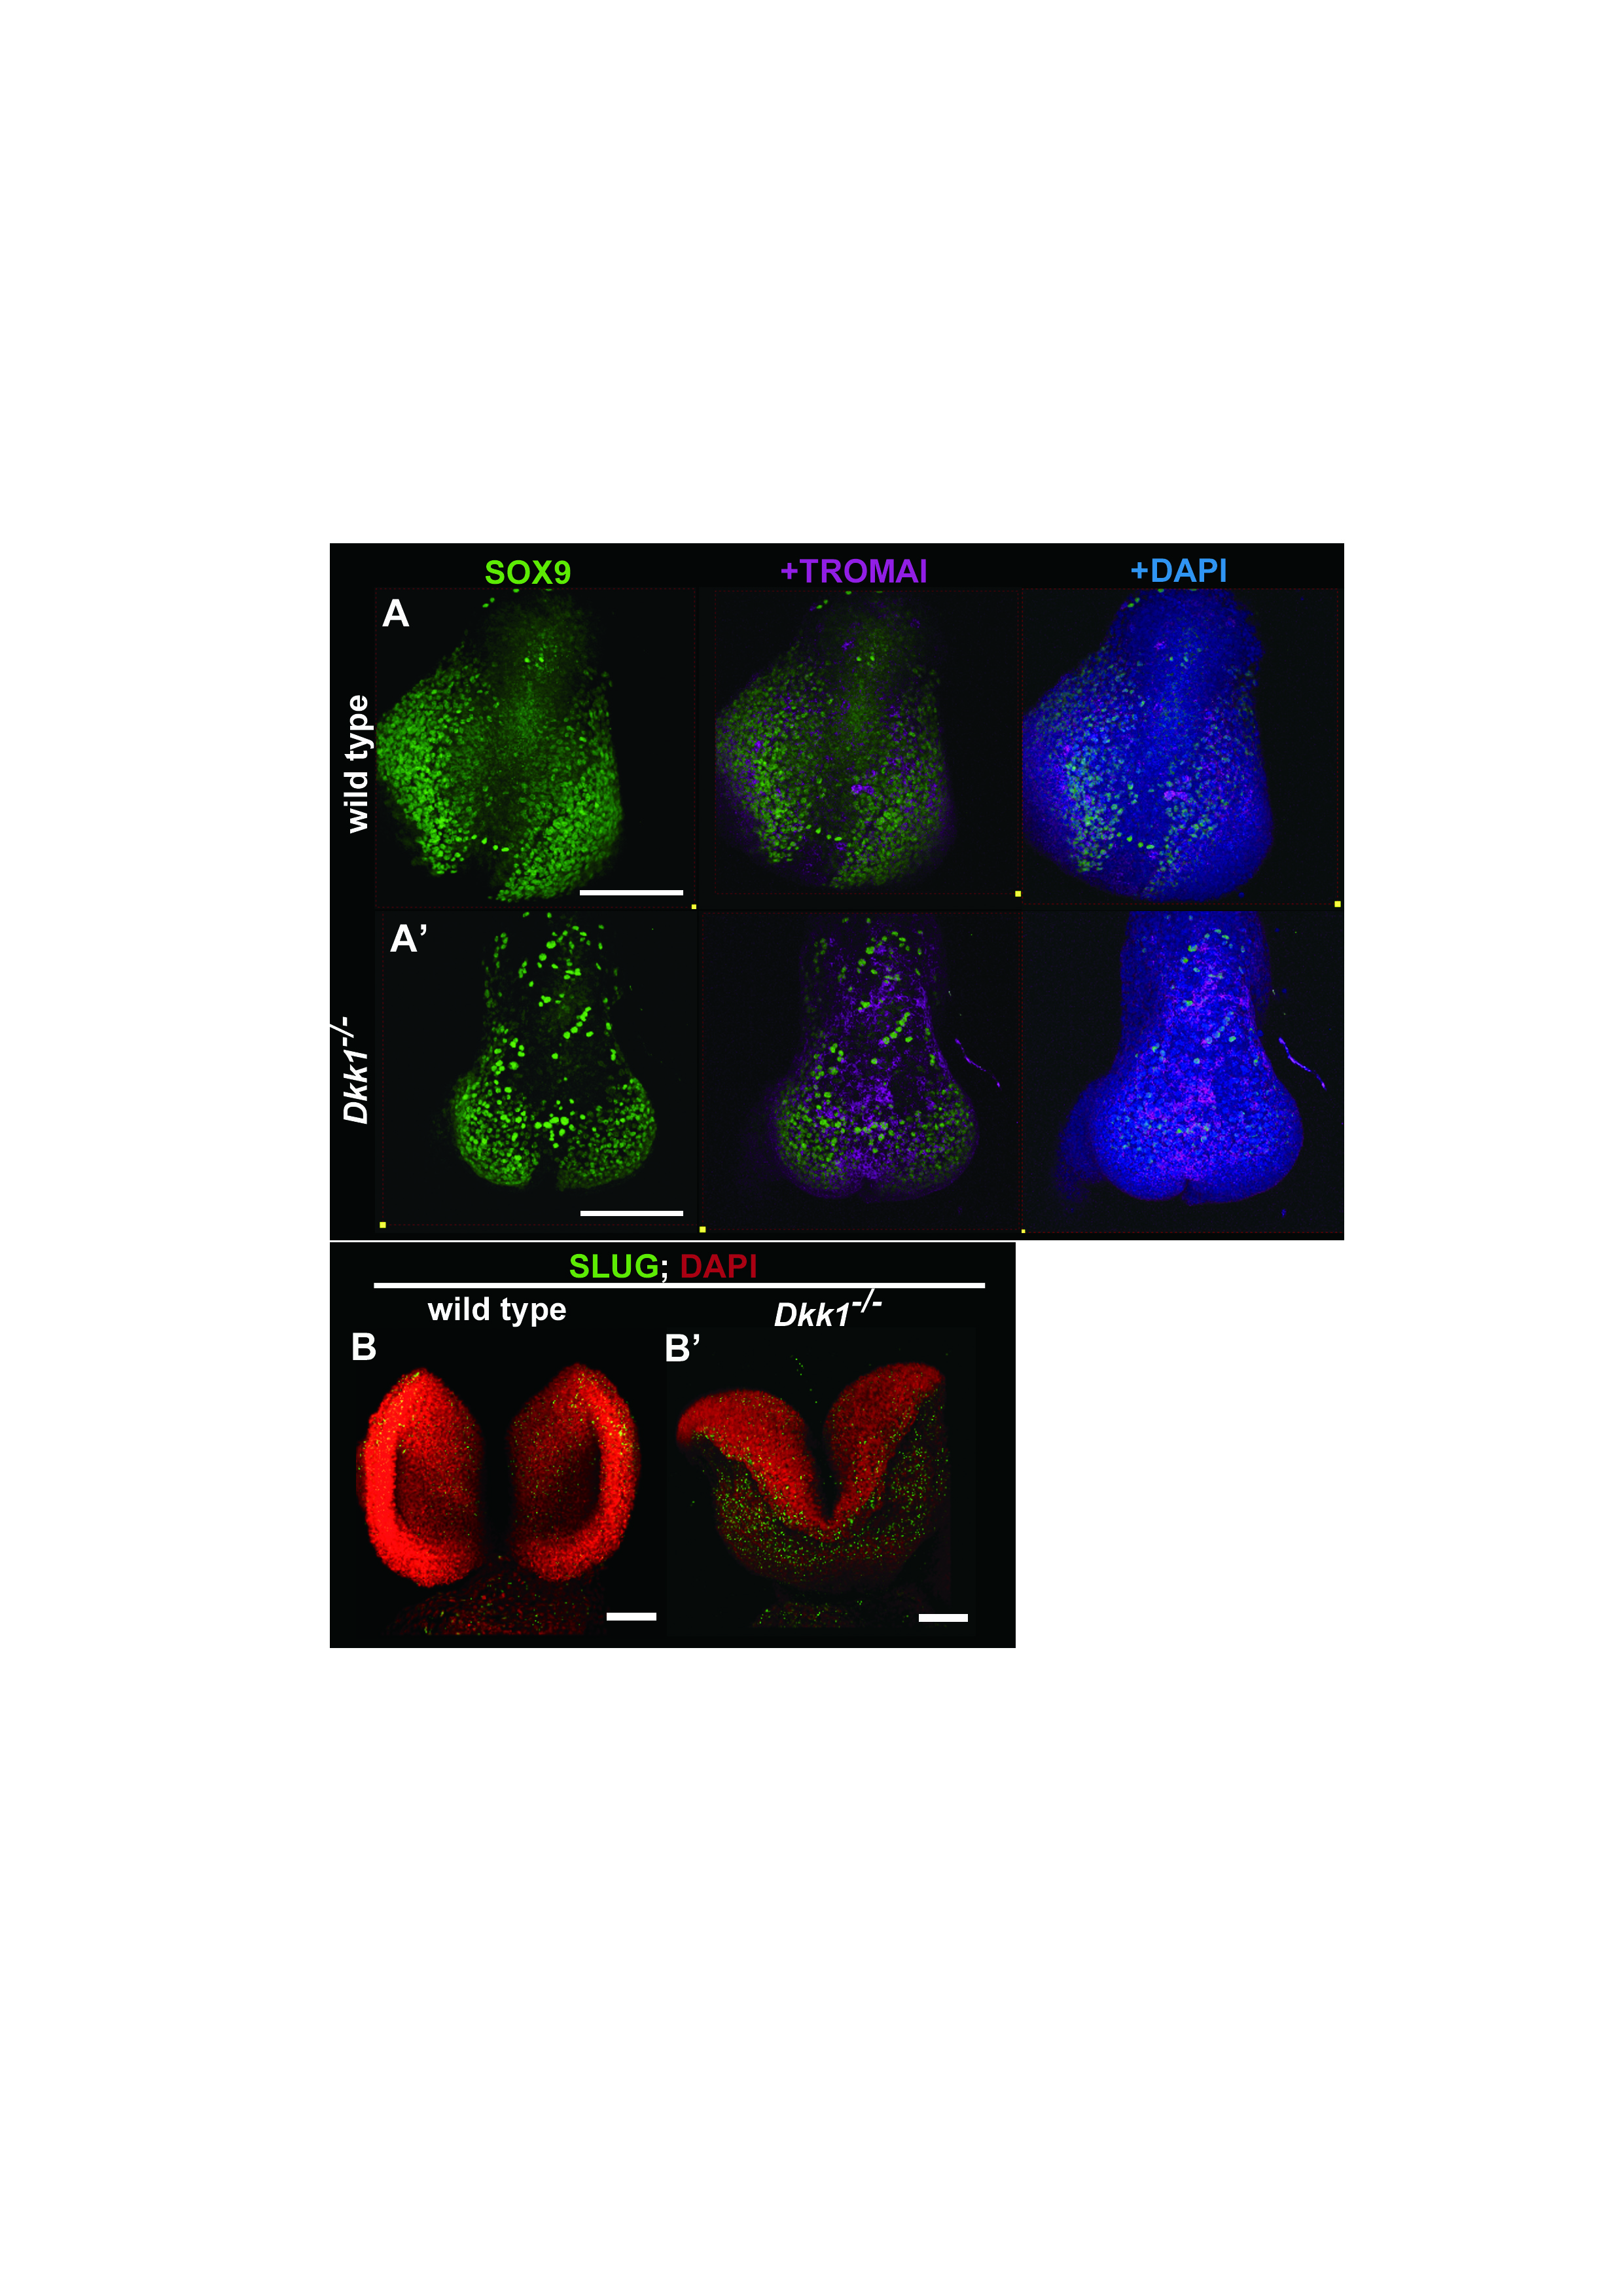
**

**Fig. S7. (related to Figs. 2, 4) Expression of neural crest markers in *Dkk1*^−/−^ embryos.** (A,Aʹ) Whole-mount immunohistochemistry with SOX9 (green in A,Aʹ), SLUG (green in B,Bʹ), TROMAI (magenta in A,Aʹ), and DAPI (nuclei; blue in A,Aʹ and red in B,Bʹ) in wild-type (A,B) and *Dkk1*^−/−^ embryos (Aʹ,Bʹ) at E8.5 (A–Bʹ). The SOX9- and SLUG-positive cells are normally localized in the *Dkk1*^−/−^ embryos, whereas TROMAI-positive SE cells are ectopically increased (Aʹ). Scale bars: 200 μm in A,Aʹ; 100 μm in B,Bʹ.

**
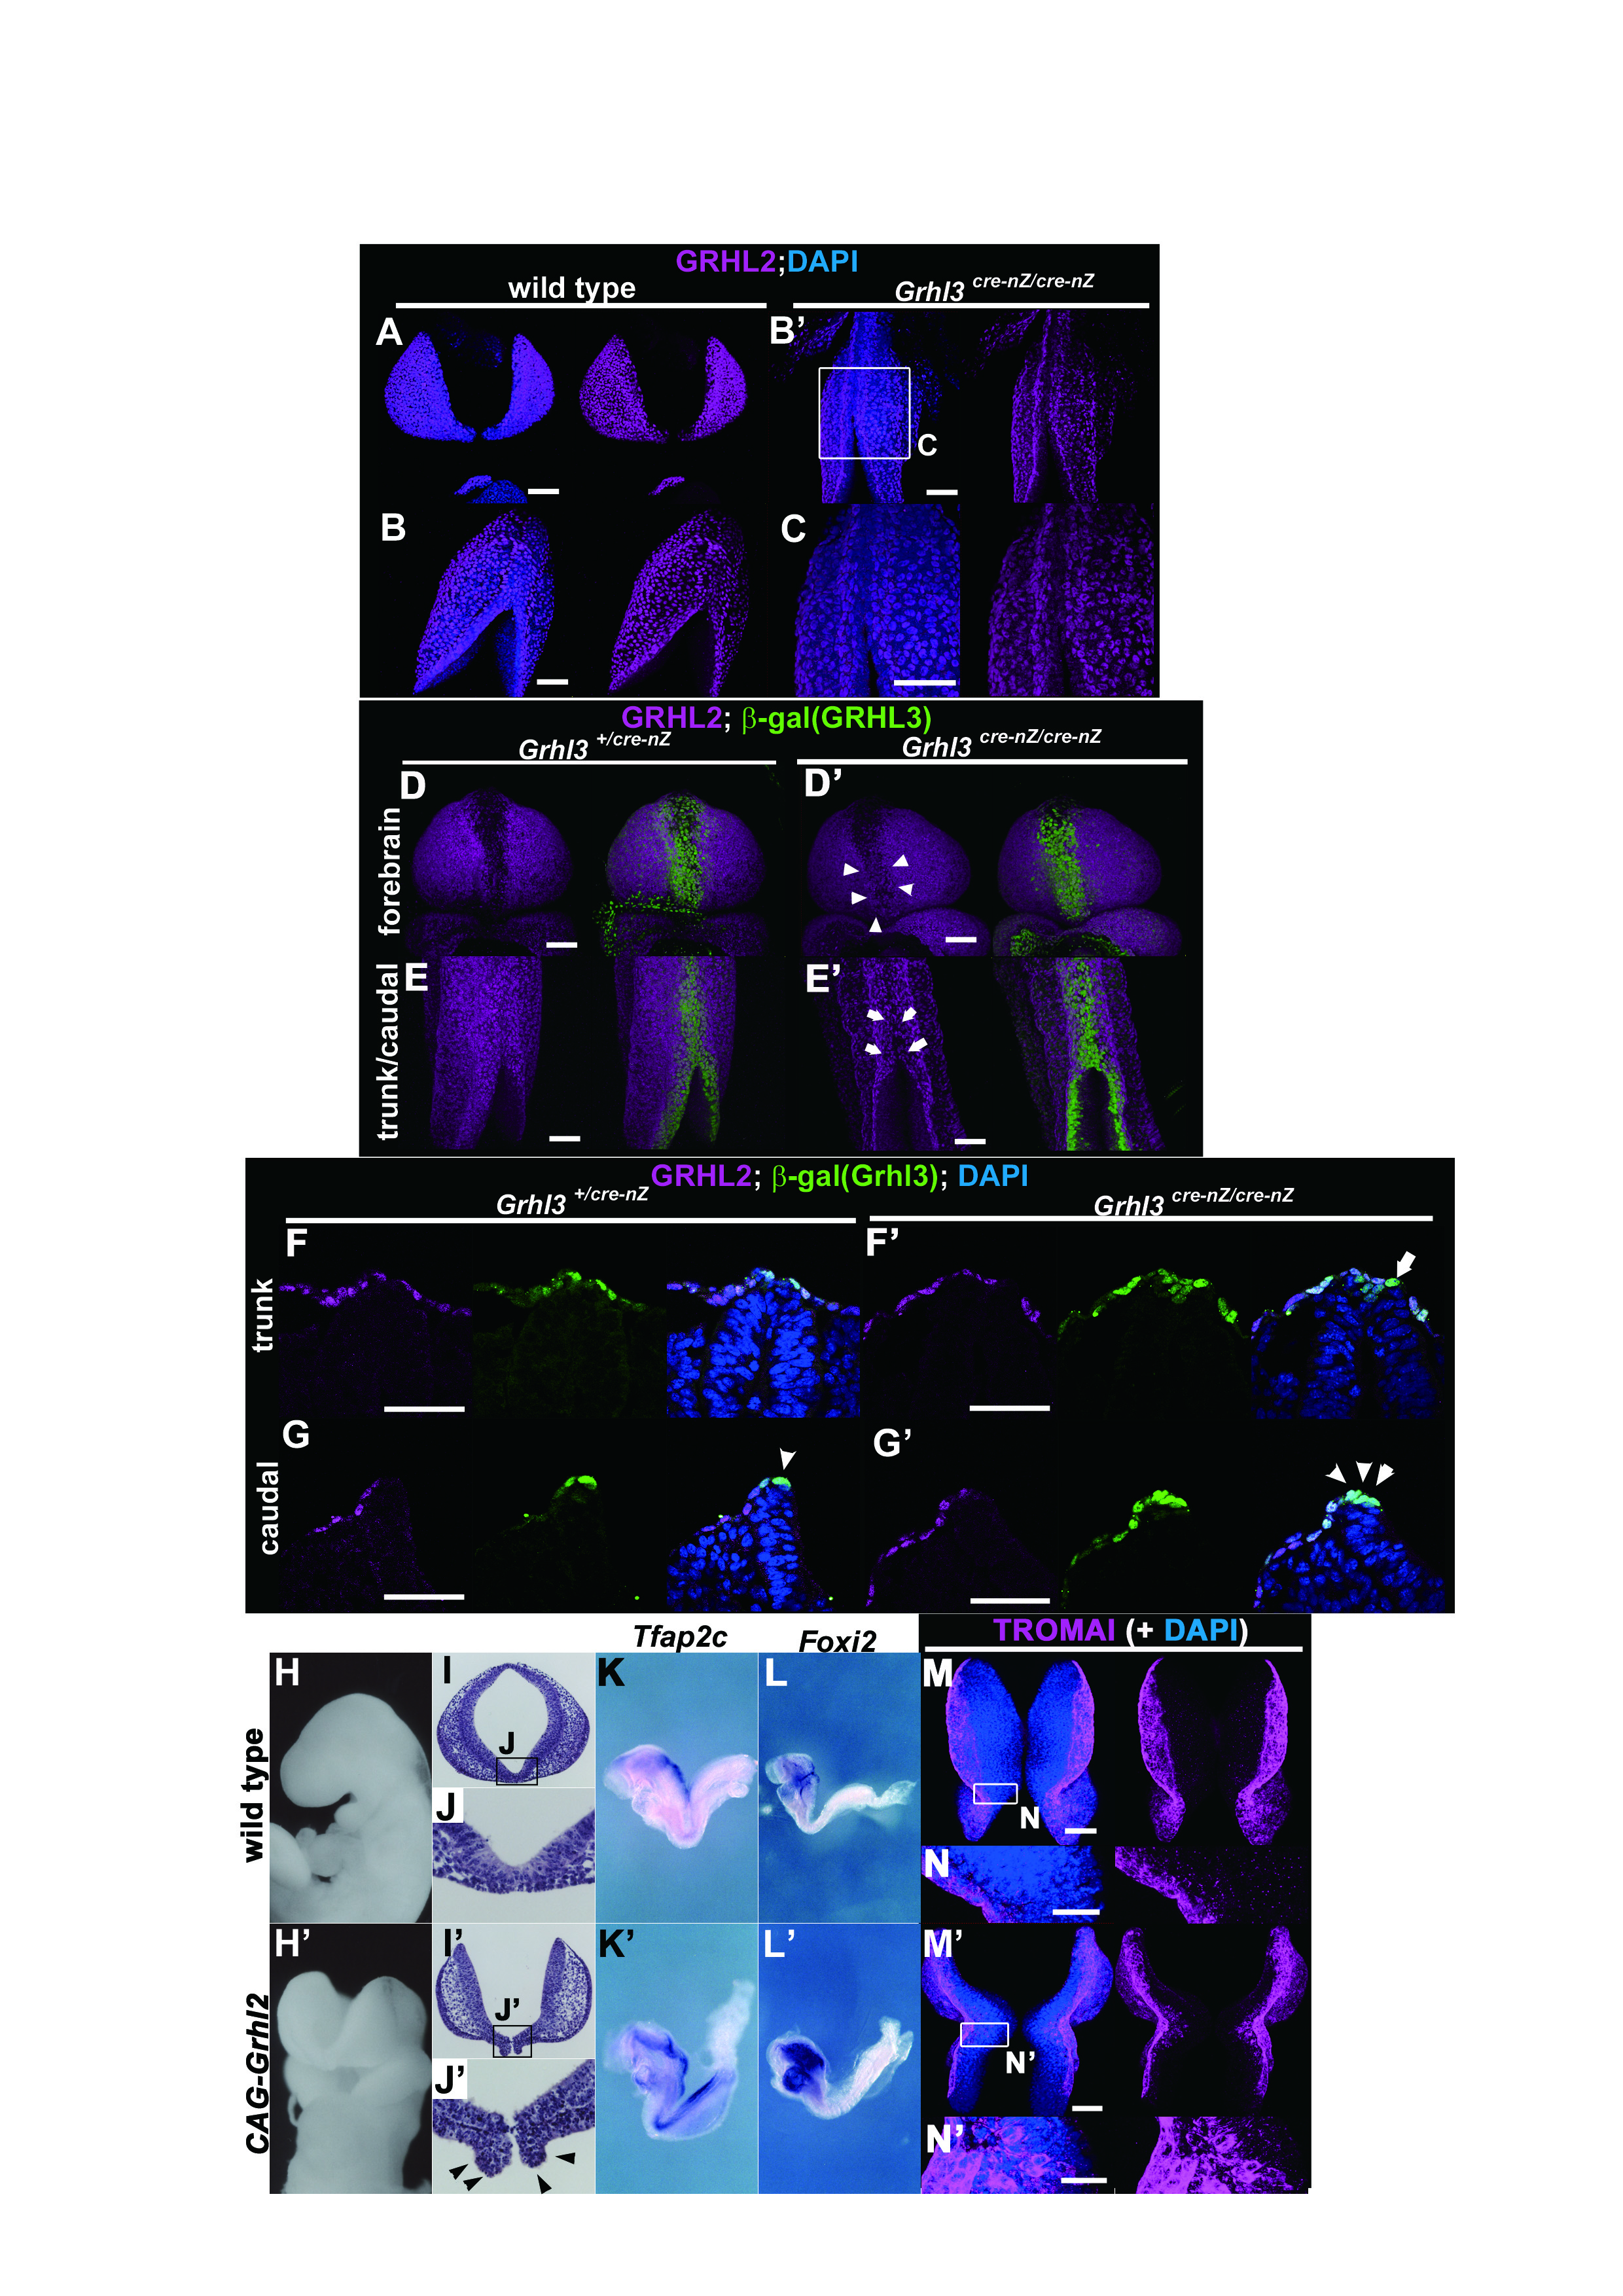
**

**Fig. S8. (related to Figs. 6, 8) Expressions of GRHL2 proteins during neurulation in the *Grhl3* mutant background and analyses with histology and molecular markers in *CAG-Grhl2* transgenic embryos.** (A–Gʹ) Whole-mount embryos and frozen sections with immunohistochemistry of GRHL2 (magenta in A–Gʹ), β-gal (D–Gʹ) and DAPI (blue in A–C, F–Gʹ) in wild-type (A,B), *Grhl3^+/cre-nZ^* (D–G) and *Grhl3^cre-nZ/cre-nZ^* (Dʹ–Gʹ) embryos at E8.5. At the forebrain to caudal levels, GRHL2 proteins are not expressed in the vicinity of the midline fusion of neural folds of the wild type and *Grhl3^+/cre-nZ^* background (A,B,D–G). In the *Grhl3^cre-nZ/cre-nZ^* embryo, they are ectopically induced in the neural folds at the forebrain level (arrowheads in Dʹ) but not at the caudal level (C, arrows in Eʹ). Sectional views of trunk and caudal levels indicate that GRHL2-negative cells appear to be present in the vicinity of the neural folds in the *Grhl3^+/cre-nZ^* and *Grhl3^cre-nZ/cre-nZ^* at the caudal level (G,Gʹ) whereas at the trunk level, GRHL2-negative cells are not observed in the neural folds in spite of *Grhl3*–deficiency (F,Fʹ). (H–Nʹ) Morphological and molecular markers analyses of the wild type (H–N) and *CAG-Grhl2* embryos (Hʹ–Nʹ)*.* Morphological features of the gross appearances (H,Hʹ) and frontal sections (I–Jʹ) in the wild type (H–J) and *CAG-Grhl2* (Hʹ–Jʹ) embryos at E9.5. (K–Lʹ) Whole-mount *in situ* hybridization in wild-type (K,L) and *CAG-Grhl2* (Kʹ,Lʹ) using *Tfap2c* (K,Kʹ) and *Foxi2* (L,Lʹ) probes at E8.5. These SE markers were enhanced in *CAG-Grhl2* embryos (Kʹ,Lʹ). (M–Nʹ) Immunohistochemical staining in wild-type (M,N) and *CAG-Grhl2* (Mʹ,Nʹ) embryos using TROMAI antibody at E8.5. TROMAI expression (marked by magenta) was ectopically induced in the NE region in the *CAG-Grhl2* embryos (Mʹ,Nʹ). Scale bars: 100 μm in A–Eʹ, M–Nʹ; 50 μm in F–Gʹ.

**
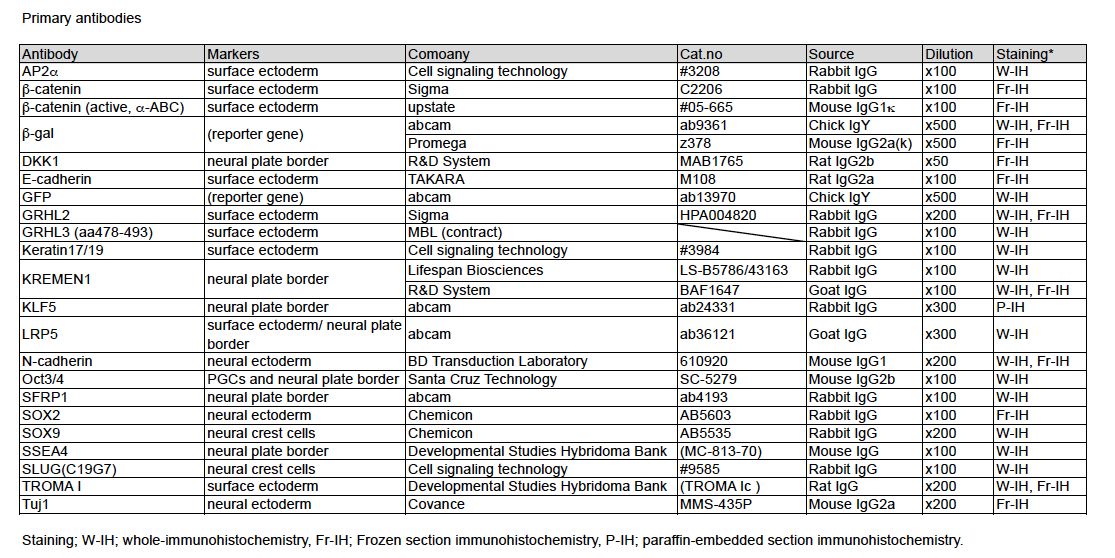
**

**Fig. S9. (related to Figs. 1–8) A list of primary antibodies used in this study.**

How the deposited data were processed for this re-analysis (not part of the article)

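RNA from surface ectoderm (SE) and neural ectoderm (NE), dissected at the forebrain level of CD-1 mouse embryos and pooled, was measured on 6 single-colour Illumina MouseWG-6 v2 arrays, 3 for each tissue. The labels number the replicates 1 to 3 in each tissue, and each array was assigned through the sample descriptions. The study's heat map in Fig. S4 shows the patterns of NE replicates 2 and 3 the other way round. The labels were kept, so the embryo numbers of these 2 arrays and any comparison by replicate number are uncertain, while comparisons of all SE with all NE arrays are not affected. The labels give the stage as E8.5 and the paper as E8.25 to E8.5.

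The authors scanned the arrays with a BeadArray Reader and exported them with BeadStudio, whose version is not given in the sources used here. The deposited table without normalization holds, for each of 45281 probes, a signal intensity on a linear scale and a detection p-value that the authors' software computed against negative control probes. The deposited scaled intensity values of the same arrays were found to be these signals multiplied by 1 constant per array, which brings every array to a mean of 420.0, with no background subtraction or centring; the constants were 0.993, 0.971 and 0.966 for NE arrays 1, 2 and 3 and 1.00, 1.01 and 1.07 for SE arrays 1, 2 and 3, and the largest deviation was 9.56e-05 percent. The median scaled values were 61.7, 61.8 and 62.8 for NE and 63.0, 64.5 and 69.2 for SE. The scale and direction of these values are thereby known, and why the authors chose the constants is not given in the sources used here.

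From the signals and detection p-values, limma 3.58.1 in R 4.3.3 corrected the background and normalized the arrays between each other by quantiles (neqc, offset 16), giving log2 values. Probes with a detection p under 0.05 on at least 3 of the 6 arrays were kept, which left 19590 probes and 10603 genes. Each probe was fitted with lmFit and eBayes, SE against NE with no block for replicate number, and p-values were adjusted by Benjamini and Hochberg's method over all kept probes. All adjusted p-values in the text are from limma. Genes were also counted at a fold above 3 and an unadjusted p under 0.05, the thresholds the paper states; the test behind the paper's p is not named in its text. Gene lists were compared with all other genes by limma's camera test with a preset correlation of 0.01, adjusted over 29 lists, and again with an estimated correlation. With the preset correlation 11 of the 29 lists passed, and with the estimated correlation 0 did; the p of each list with an estimated correlation is given beside its result. For the replicates, the log2 differences of SE minus NE were taken per replicate number, with no test across probes. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

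Gene names came from the platform's probe annotation, updated through Entrez identifiers for 34807 probes. There were 34885 probes with 1 symbol, 18 with several and 10378 with none, and 2956 of the tested probes had no single symbol and are unnamed here. Of the genes tested, 4106 had more than 1 tested probe, and 29 had probes that differed in opposite directions. For gene lists and named genes the probe with the highest mean log2 value was used. The 29 lists hold 470 distinct genes. They cover Wnt ligands, Wnt receptors, Wnt antagonists, the intracellular Wnt pathway, canonical Wnt targets, planar cell polarity, BMP ligands, BMP antagonists, BMP targets, FGF ligands, FGF receptors and feedback genes, the Notch, Hedgehog and retinoic acid pathways, ephrins and Eph receptors, epithelial junctions and keratins, regulators of surface ectoderm, reported targets of Grainyhead-like factors, cranial placodes, anterior neural ectoderm, pluripotency and neural crest. Lists for other cell types cover cephalic mesenchyme, blood and endothelium, endoderm, notochord and floor plate, and heart, and 2 control lists cover cell cycle and ribosomal protein genes.

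The comparisons and tests described here, the 29 lists, the alternatives and the rule for naming genes were chosen before the data were examined; further tests in the closing section were chosen later and are named there. The rule names every gene in the paper's text and in Fig. S1 and Fig. S5, whose values in those figures had been seen, the 12 probes with the largest fold in each direction among those past the adjusted p whose tissues did not overlap, and up to 4 members of each list with the largest log2 difference. Of these, Cdh2, Emx2, Tubb3 and Wnt8a were detected on too few arrays to be tested. Genes shown in Fig. S4 were transcribed later, to find which genes the study shows.

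The fit was tested on simulated log2 values with the means and spread of these 19590 probes. In them, 50 probes were changed by each of 4 folds. The fit called 48% of the probes changed by 1.5-fold, 90% at 2-fold, 98% at 3-fold and 100% at 6-fold, with 7 calls among 19390 unchanged probes. Simulated values were already normalized and had independent noise, so background correction, quantile normalization and the detection filter were not tested. Few probes were changed, against 37.3% called in the data, so a broad change was not covered. Alternatives changed the background correction, offset, normalization, detection filter, block, moderation of variances, probe per gene and correlation between genes, used the deposited scaled values, or left out each array in turn. No genome coordinates were used, and sequences were not analysed here.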

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

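The tests on globin genes, on midbrain genes and on mesenchyme carried along in like amounts were chosen only after the results were seen, as was the preset correlation as the ground for giving a gene list here, since no list passed with an estimated correlation. The single genes and the probe listed first are outside those that the paper's text and Figs. S1, S4 and S5 name, with the other tissue as the level to compare with. The gene lists overlap with what the paper discusses, above all neural crest, and hold some of its genes.

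Among single genes, the log2 difference of SE minus NE was 7.83 for the retinaldehyde dehydrogenase gene Aldh1a3 and 5.11 for the arginase gene Arg1. It was 5.00 for the keratin gene Krt7, 4.96 for Sostdc1, 4.74 for the epithelial transcription factor Trp63, 4.68 for the P-cadherin gene Cdh3, and 4.5 for Ahnak. The unnamed probe ILMN_1231513 had a difference of 4.74. In the other direction, the difference was -7.25 for the forkhead gene Foxd4, -5.56 for Lhx5, -4.85 for the eye field gene Rax, -4.77 for Pdzph1, -4.32 for the transcription factor gene Rfx4, -3.88 for the signalling gene Shh and -3.83 for Wnt8b. Aldh1a3, Arg1, Trp63 and Cdh3 were not detected on any NE array, and Lhx5, Rax, Rfx4, Shh and Wnt8b on any SE array, so their differences are taken against background and do not measure a fold, for which only a bound can be given. Foxd4 was detected on 1 SE array and Pdzph1 on 2, and Krt7 on 1 NE array and Sostdc1 on 2, so their differences are partly taken against background.

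Retinoic acid pathway genes had a median log2 difference of 0.75, with 7 of 10 higher in SE, 1 higher in NE and 2 that did not pass (7 and 2 adjusted over the list alone; camera adjusted p = 0.0158, and adjusted p = 0.300 with an estimated correlation). The retinoic acid binding protein gene Crabp1 was 5.22-fold higher in SE and the receptor gene Rarb 2.31-fold. Aldh1a2, another retinaldehyde dehydrogenase, was at least 3.78-fold higher in NE, with log2 differences of -2.15 and -0.80 at its 2 probes. Without SE replicate 1 or 3, 4 genes were higher in SE, where a probe detected in SE only, as that used for Aldh1a3, fell below the 3 arrays required. Cranial placode genes had a median difference of 2.08, with 10 of 13 higher in SE, 1 (Sox2) higher in NE and 2 that did not pass (11 and 1 adjusted over the list alone; camera adjusted p = 4.48e-07, and adjusted p = 0.185 with an estimated correlation), and 7 of these genes are in the study's array figures. Neural crest genes had a median difference of 1.6, with 10 of 12 higher in SE and 2 higher in NE (10 and 2 adjusted over the list alone; camera adjusted p = 4.62e-04, and adjusted p = 0.434 with an estimated correlation). The crest gene Snai2, detected on 2 of 3 NE arrays, was 4.41-fold higher in SE. Sox9 and Sox5 were the 2 higher in NE, Sox5 being named after its values were seen. In the study's array figures are 3 of the crest genes. The placode and crest lists each share 2 tested genes with the regulators of surface ectoderm and 1 with the BMP targets. Their shifts are therefore not fully separate from those of these lists.

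Cephalic mesenchyme genes had a median log2 difference of 1.28, although the paper states that the dissected pieces leave out these cells; the log2 signals in SE were 9.93 for Foxc1 and 9.28 for Twist1, which are both also in Fig. S5. Snai1, named after its values were seen, is also in the list of neural crest genes. Mesenchyme carried along in amounts that differed between dissections may have contributed. The mean of the 13 genes ranged over 0.28 between the SE arrays (deviations 0.18, -0.10 and -0.08), above 99.94% of 10000 random lists of like signal. The range between the NE arrays was not tested, so this spread is not shown to be particular to SE. Twist1 and Foxc1 also varied between NE arrays 1, 2 and 3, at 7.63, 7.18 and 6.66 and at 6.25, 6.40 and 5.55. Prrx1 varied less there, at 5.11, 5.06 and 4.87. Mesenchyme in like amounts in all 3 dissections stays open too: only 2 members were lower in SE, which decides nothing. Genes of 1 cell type vary together whatever their source, which random lists lack, so the test does not separate carried-over cells from SE or neural crest cells that express these genes. No biological explanation was tested.

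Genes of blood and endothelium had a median difference of 1.42, led by the globin genes Hbb-y, Hba-x, Hba-a1 and Hbb-bh1 at log2 differences of 3.17, 2.22, 2.19 and 2.04. Whether blood cells were carried along with SE in differing amounts stays open. The mean of the 4 globins ranged over 0.90 between the SE arrays (deviations 0.34, 0.22 and -0.56), more than in 100% of 10000 random lists. However, the genes were chosen after their spread was seen, and genes of 1 cell type vary together whatever their source. The range between the NE arrays was larger, at 1.52 (deviations 0.82, -0.13 and -0.70). In both tissues the mean was highest on array 1 and lowest on array 3 by the labels used here. The globins were detected on all 3 NE arrays, with Hbb-bh1 at 9.98, 9.24 and 8.41 on NE arrays 1, 2 and 3. Without moderated variances Hba-a1 and Hbb-bh1 lost their call, at adjusted p of 0.0678 and 0.0547, and a biological explanation was not tested.

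Of 6 midbrain genes, 5 were higher in NE although the dissection was at the forebrain level, with log2 differences of -4.75 for En1, -2.70 for En2, -2.58 for Wnt3a and -0.79 for Fgf17, and with Wnt1 not detected on any SE array. Lmx1b, with -0.02 and an adjusted p of 0.934, did not pass. En2, Wnt1 and Lmx1b were named after their values were seen. Whether NE pieces reached into the midbrain to different extents stays open. The mean of the 6 genes ranged over 0.72 between the NE arrays (deviations -0.18, 0.45 and -0.27), more than in 100% of 10000 random lists, but the test was chosen after the spread of En1 was seen and includes En1, so it does not decide. This range came mainly from En1 (9.70, 11.05 and 9.71 on NE arrays 1, 2 and 3) and En2 (7.13, 9.14 and 7.58), and less from Wnt1 (6.29, 6.84 and 6.28), while Fgf17 (7.49, 7.40 and 7.40) and Wnt3a (8.60, 8.57 and 8.23) were not highest on NE array 2. En1 and En2 were also brighter on SE array 1 (6.18 and 6.07) than on SE arrays 2 and 3 (4.95 and 5.10 for En1, 4.84 and 4.83 for En2). The hindbrain gene Gbx2, which did not pass the test between the tissues (adjusted p = 0.309 from limma), was also highest on NE array 2, at 7.77, 9.11 and 7.10 on NE arrays 1, 2 and 3. The 3 other hindbrain genes tested, Egr2, Hoxb2 and Hoxa3, were each detected on 2 of 3 NE arrays, close to background, and say little. These 4 genes were named after their values were seen. Regional genes vary together whatever the reason, so an array's own spread in embryo stage stays open, and no biological explanation was tested.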

How the results depend on the processing

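All alternatives given here were set before the results were seen. Of 147 named genes tested, 136 passed the adjusted p, and 9 of these lost their call under some alternative: Chrd, Mcm2, Dnmt3l, Hba-a1, Hbb-bh1, Nkd1, Nkx2-5, Pou5f1 and Sp5. A further 115 values, of 41 genes past the adjusted p among others, are missing because the probe failed the detection filter there, and these are not counted among the 9. Over 2090 values of named genes under the alternatives, 2061 stayed on the same side of the threshold, 20 lost the call, 9 (of Ccne1 and Hhip) gained it and 0 changed direction among those called. The numbers of probes higher in SE and in NE stayed within 1.5 times under every alternative run. Under the alternatives run on the genes of Figs. S1 and S5, which leave out the mean over all probes of a gene, all 19 genes of Fig. S1 passed, and 17 genes of Fig. S5 did, except 16 without background correction. Genes above 3-fold numbered 137 in SE and 73 in NE without background correction, 169 and 89 with an offset of 50, 185 and 114 over probes detected on all arrays, and 158 and 80 in the value table of the series; with 1 array left out they ranged from 226 to 305 in SE and from 130 to 178 in NE. Probes with a 2-fold difference in all 3 replicates numbered 532, 656, 692 and 631 under these 4 alternatives. Background correction and a smaller offset widen the folds of dim probes by construction, and the cause of the other shifts was not tested. Over probes detected on all arrays, Wnt ligands numbered 1 in SE and 3 in NE, Wnt antagonists 3 in SE, BMP ligands 3 in SE and FGF ligands 0 in SE, because fewer genes were tested. With 1 array left out, Wnt ligands ranged from 3 to 5 in SE and from 3 to 5 in NE, BMP ligands from 3 to 5 in SE and FGF ligands from 1 to 2 in SE, where genes detected in 1 tissue only fell below the 3 arrays required. With an estimated correlation 0 gene lists passed, against 10 to 13 under the others. Counts of the other gene lists stayed within 1.5 times in 729 cases and moved further in 71. The median log2 difference of all probes stayed within 0.1 of 0 in every scaling, at -0.02 as reported and -0.09 with median centring.

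The replicate numbers were not treated as pairing the samples: the methods list an SE and an NE pool under each replicate experiment but name no shared litter, batch or day, and the deviations of arrays with the same number correlated with r of -0.037, -0.031 and -0.020, all under the limit of 0.10 set for treating them as pairs. The mean of the 4 globins was highest on array 1 and lowest on array 3 in both tissues, so single sets of genes can differ from these correlations. The uncertain identity of NE replicates 2 and 3 affects these comparisons. With a replicate block, 2978 probes were higher in SE and 3529 in NE, and 12 gene lists passed; among named genes Mcm2 lost its call and Hhip gained one. A block for the array slide was not run, because the columns name no slides. Dim probes are limited by their signal over background, and a gene not detected in 1 tissue has only a bound there.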

Differences from the paper's values

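No test given here was chosen after the values were seen, and the alternatives named were set before the data were examined. The paper's 151 genes higher in SE stand against 288 here at the thresholds it states, counted over genes with 1 symbol; the paper's text names no test behind its p. The counts within 1.5 times of the paper's were 137 without background correction, 169 with an offset of 50, 185 over probes detected on all arrays, 158 in the value table and 226 without SE replicate 1. The other alternatives gave 230 to 305 genes. For single genes below, a fold was counted as differing where it lay more than 1.5 times above or below the paper's. It also had to differ by more than the SD of the fold over the arrays of the tissue with the higher signal. A bound was counted only where it exceeded 1.5 times the paper's fold.

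The paper's fold of Foxi2 is about 34 in Fig. S5, read by eye, against 52.2 here; it was 30.8 without background correction, 49.3 with median centring, 36.9 with an offset of 50, 34.6 in the value table, 47.5 without NE replicate 3 and 49.6 without SE replicate 2, and differed under the others. For Foxc1 the paper's fold is about 9.3 in Fig. S5, against 14.6 here; it was 8.26 without background correction, 13.8 with median centring, 9.95 with an offset of 50, 9.35 in the value table and 12.3 without NE replicate 3, and differed under the others. For Grhl2 the paper's fold is about 6.2 in Fig. S5, against 9.54 here; it was 5.57 without background correction, 8.93 with median centring, 6.64 with an offset of 50, 6.2 in the value table, 9.09 and 9.07 without NE replicates 1 and 3 and 9.3 without SE replicate 2, and differed under the others.

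Further genes differed except without background correction, with an offset of 50 and in the value table, given in this order. For Dlx3 the paper's fold is about 6.0 in Fig. S5, against 9.79 here and 5.33, 6.46 and 6.02. For Dlx6 it is about 4.4 in Fig. S5, against 8.16 here and 3.77, 4.69 and 4.37. For Pou4f1 it is about 3.3 in Fig. S5, against 5.48 here and 2.94, 3.53 and 3.34. For Fgf15, higher in NE, it is about 3.7 in Fig. S1, against 6.59 here and 3.27, 4.00 and 3.69. For Tfap2c the paper's fold is about 3.6 in Fig. S5, against 6.65 here, and it differed under every alternative, with 5.65, 6.01 and 5.78 under the same 3; the brightest of 3 probes was used here, and the probe behind the figure was not identified. Of 36 folds compared with Figs. S1 and S5, 8 differed, and 1 did without background correction, with an offset of 50 or in the value table. The median ratio of the folds here to the paper's was 1.24, and 1.00 in the value table. None of these settings is named as the paper's method.

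The paper states that FGF ligands are found in NE alone. Of 11 genes in the list of FGF ligands, 4 were higher in NE, 2 in SE and 5, among them the intracellular Fgf13, did not pass. Only 3 of these 11 genes are in the study's array figures, so the list is wider than the genes it shows. Fgf16, not detected on any NE array, was at least 2.39-fold higher in SE. Fgf9 had a log2 difference of 1.63 in favour of SE, and Fgf8 had -0.38 with an adjusted p of 0.136. Fgf15 and Fgf10 were higher in NE, with -2.72 and -1.65. The paper states that BMP ligands are found in SE alone. All 5 detected BMP ligands, of which 2 are in the study's array figures, were higher in SE. Bmp4, Bmp7 and Bmp5 were also detected on all 3 NE arrays.

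In the heat map of Fig. S4, the column of NE replicate 3 shows the pattern of high En1 and low Esrp1, and the column of NE replicate 2 the pattern of low Cxcl12, Tfap2b and Capn6. By the labels used here the first pattern is in NE replicate 2, with log2 scaled signals of 11.10 for En1 and 7.93 for Esrp1, and the other is in NE replicate 3, with 7.46 for Cxcl12, 7.69 for Tfap2b and 7.84 for Capn6.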

Other observations

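The tests on other splits of the arrays were chosen only after the results were seen. Single genes of other signalling pathways differed between the tissues, while none of the lists given here passed the camera test. Of all probes tested, 37.3% passed the adjusted p from limma, so some called members are to be expected in any list. Of 14 Notch pathway genes, 4 were higher in SE, 6 were higher in NE and 4 did not pass (4 and 7 adjusted over the list alone), with the neural progenitor repressors Hes5 and Hes3 at 3.51-fold and at least 3.42-fold higher in NE and Hey2 2.28-fold higher in SE; camera adjusted p was 0.771, and the adjusted p 0.781 with an estimated correlation. Of 8 Hedgehog pathway genes, 3 were higher in NE, 1 (the co-receptor gene Cdon, 2.54-fold) higher in SE and 4 did not pass (4 and 2 adjusted over the list alone), with Shh, not detected on any SE array, at least 12.1-fold and its receptor gene Ptch1 3.03-fold higher in NE; Gli3, the other gene higher in NE, was named after its values were seen. The camera adjusted p was 0.470, and the adjusted p 0.729 with an estimated correlation. Of 12 ephrin and Eph receptor genes, 3 were higher in SE and 3 in NE (3 and 3 adjusted over the list alone), with Epha1 9.27-fold higher in SE and Epha7 4.68-fold and Ephb1 2.25-fold higher in NE; the camera adjusted p was 0.771, and the adjusted p 0.781 with an estimated correlation. The 2 probes of Ptch1 differed, with log2 differences of -1.60 and 0.0014, as did those of Cdon, with 0.15 and 1.34, of Shh, with -3.88 and -1.18, and the 4 of Epha1, with 0.54 to 3.21.

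Of 13 pluripotency and stem cell genes, 3 were higher in SE and 4 in NE (3 and 4 adjusted over the list alone; camera adjusted p = 0.969, and adjusted p = 0.972 with an estimated correlation), with the Ras gene Eras 7.41-fold higher in NE and Tbx3, detected on 1 of 3 NE arrays and with log2 differences from 0.71 to 1.77 at its 3 probes, 3.41-fold higher in SE. Pou5f1, which encodes Oct4, was 1.71-fold higher in NE with an adjusted p of 0.0128, which was 0.0818 without moderated variances; its dimmer probe, not detected on any SE array, was at least 1.76-fold higher in NE with an adjusted p of 2.02e-04. Of 9 endoderm genes, 3 were higher in SE and 3 in NE (3 and 3 adjusted over the list alone; camera adjusted p = 0.561, and adjusted p = 0.729 with an estimated correlation), with the forkhead gene Foxa1 at least 4.64-fold and Trh 4.08-fold higher in NE, and Amn 2.34-fold higher in SE. Of 5 genes of notochord and floor plate, Shh, Foxa2 and Chrd were higher in NE and 0 in SE (3 adjusted over the list alone). The camera adjusted p was 0.0947, and the adjusted p 0.378 with an estimated correlation. Foxa2 was at least 1.68-fold higher in NE. Without NE replicate 1 or 2, 0 were higher in NE. There the probes used for Shh and Foxa2, detected on no SE array, fell below the 3 arrays required, and Chrd lost its call. Of 4 heart genes, Isl1, Mef2c and Nkx2-5 were higher in SE and 0 in NE (3 adjusted over the list alone; camera adjusted p = 0.0740, and adjusted p = 0.300 with an estimated correlation), with Mef2c 2.01-fold and Nkx2-5 at least 1.39-fold higher, the latter losing its call without moderated variances at an adjusted p of 0.0746. Of 11 cell cycle genes, Mcm6, Top2a and Mcm2 were higher in NE, by 1.39-fold, 1.32-fold and 1.20-fold, and 0 in SE (3 adjusted over the list alone; camera adjusted p = 0.330, and adjusted p = 0.456 with an estimated correlation). Mcm2 lost its call with a replicate block and without NE replicate 1 or 3 or any 1 SE array, with adjusted p from 0.0555 to 0.0702 there. The only ribosomal protein gene past the adjusted p was Rpl4, with a log2 difference of -0.34.

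The 6 arrays can be split into 3 and 3 in 10 ways, which are too few for a share under 0.05. Every split but the real one mixes both tissues in each group. A true difference between the tissues then widens the spread within the groups, so few calls follow by construction. Such a split also keeps part of the tissue difference between its groups, so it is no null comparison. The counts therefore decide nothing. The real split gave 7310 probes at an adjusted p under 0.05, and the highest of the others 0. It gave 288 genes above 3-fold in SE, and the highest of the others gave 4. For gene lists past the camera test with a preset correlation, the real split gave 11 and the highest of the others 9. In each case 1 split, the real one, gave a result as large.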
